# Laminin-α2 chain deficiency in skeletal muscle causes dysregulation of multiple cellular mechanisms

**DOI:** 10.26508/lsa.202402829

**Published:** 2024-10-08

**Authors:** Susana G Martins, Vanessa Ribeiro, Catarina Melo, Cláudia Paulino-Cavaco, Dario Antonini, Sharadha Dayalan Naidu, Fernanda Murtinheira, Inês Fonseca, Bérénice Saget, Mafalda Pita, Diogo R Fernandes, Pedro Gameiro dos Santos, Gabriela Rodrigues, Rita Zilhão, Federico Herrera, Albena T Dinkova-Kostova, Ana Rita Carlos, Sólveig Thorsteinsdóttir

## Abstract

LAMA2, coding for the laminin-α2 chain, is a crucial ECM component, particularly abundant in skeletal muscle. Mutations in *LAMA2* trigger the often-lethal *LAMA2*-congenital muscular dystrophy (LAMA2-CMD). Various phenotypes have been linked to LAMA2-CMD; nevertheless, the precise mechanisms that malfunction during disease onset in utero remain unknown. We generated *Lama2*-deficient C2C12 cells and found that *Lama2*-deficient myoblasts display proliferation, differentiation, and fusion defects, DNA damage, oxidative stress, and mitochondrial dysfunction. Moreover, fetal myoblasts isolated from the *dy*^*W*^ mouse model of LAMA2-CMD display impaired differentiation and fusion in vitro. We also showed that disease onset during fetal development is characterized by a significant down-regulation of gene expression in muscle fibers, causing pronounced effects on cytoskeletal organization, muscle differentiation, and altered DNA repair and oxidative stress responses. Together, our findings provide unique insights into the critical importance of the laminin-α2 chain for muscle differentiation and muscle cell homeostasis.

## Abstract (precis)

This work reveals the defects caused by the absence of laminin-α2, including impaired myoblast proliferation and differentiation, DNA damage, oxidative stress, and mitochondrial dysfunction, highlighting its important role in muscle development and cellular homeostasis.

## Introduction

Muscle formation and growth are processes that start early in embryonic development and continue postnatally. In the first wave, during embryonic (primary) myogenesis in the trunk and limbs, muscle stem cells (MuSCs) dissociate from the dermomyotome and migrate to their target sites, marking the areas where the future muscle will develop (Deries et al, 2020). These MuSCs (PAX3+/PAX7+) initiate their differentiation program, which is marked by the activation of the myogenic regulatory factors (MRFs) MYF5, MYOD, MRF4, and myogenin. They then give rise to embryonic myoblasts and finally fuse to form the embryonic (or primary) myotubes, which set the muscle pattern (Deries et al, 2020; Rodriguez-Outeiriño et al, 2021). Although some MuSCs differentiate, others remain stem cells (PAX7+) and proliferate substantially until they receive a second stimulus to start differentiating. The MRFs are again activated, and differentiation and fusion of fetal myoblasts lead to the formation of fetal (secondary) myotubes, marking the beginning of fetal (or secondary) myogenesis. The transition between embryonic and fetal myogenesis is promoted by the transcription factor nuclear factor one X (NFIX). NFIX activates fetal-specific muscle genes and blocks genes characteristic of embryonic myogenesis (Messina et al, 2010; Ribeiro et al, 2023). Myogenesis is therefore a tightly regulated process involving the contribution of distinct players including transcription factors, growth factor–induced signaling pathways, and ECM (Thorsteinsdóttir et al, 2011; Csapo et al, 2020; Zhang et al, 2021).

The ECM is a dynamic and vital noncellular structure within tissues that provides continuous support by forming a scaffold that facilitates the acquisition and maintenance of tissue morphogenesis and homeostasis. The ECM consists of a network of glycoproteins (e.g., laminins, fibronectins, collagens), proteoglycans, and other factors, and its composition and function differ depending on the tissue and the stage of development (Bonnans et al, 2014; Naba et al, 2016). In fact, ECM remodeling is part of normal tissue development and is important for homeostasis and regeneration. During embryonic development, the ECM is constantly changing as tissues and organs are formed and new functions are acquired (Bonnans et al, 2014). The ECM, especially the basement membrane (i.e., a sheet-like specialized type of ECM), plays a crucial role in ensuring a proper communication between the extracellular and intracellular environments, as well as the activation of signaling cascades important for cell function (Bonnans et al, 2014; Naba et al, 2016). Laminins are a family of conserved trimeric ECM proteins that are core components of basement membranes (Domogatskaya et al, 2012). Laminin isoforms are named according to their chain composition, where a laminin formed by α1, β1, and γ1 chains is designated laminin 111 (Aumailley et al, 2005).

In skeletal muscle, the ECM plays a critical role in regulating muscle development, growth, and repair, and is vital for effective muscle contraction and force transmission (Gillies & Lieber, 2011; Csapo et al, 2020; Deries et al, 2020). Not surprisingly, mutations in genes encoding ECM components have been linked to a group of conditions collectively termed muscular dystrophies. These conditions are characterized by progressive muscle weakness and the loss of muscle mass. One such condition is *LAMA2*-congenital muscular dystrophy (LAMA2-CMD), which is caused by mutations in the *LAMA2* gene, codifying for the α2 chain of laminin 211 (the most abundant laminin isoform in the basement membrane of adult skeletal muscle) and laminin 221 (Yurchenco et al, 2018; Gawlik & Durbeej, 2020). LAMA2-CMD is a devastating and often fatal neuromuscular disease, in which patients display hypotonia from birth. Studies using postnatal mouse models of the disease and biopsies from LAMA2-CMD patients have identified several mechanisms linked to the pathology of the disease, including proliferation and differentiation defects, along with increased oxidative stress and metabolic alterations (de Oliveira et al, 2014; Fontes-Oliveira et al, 2017; Yurchenco et al, 2018; Gawlik et al, 2019; Kölbel et al, 2019; Gawlik & Durbeej, 2020; Harandi et al, 2020; Martins et al, 2021). In addition, patients suffering from this pathology develop chronic inflammation and fibrosis, which are considered to be secondary events that arise from constant ECM remodeling and cycles of degeneration and regeneration of the muscle fibers (Yurchenco et al, 2018; Gawlik & Durbeej, 2020). To date, most of the studies aimed at unraveling the mechanisms underlying this disease have been performed postnatally, after the emergence of secondary events. However, our previous data using the *dy*^*W*^ mouse model for LAMA2-CMD indicate that disease onset occurs during fetal development, specifically between embryonic days (E) 17.5 and 18.5 (Nunes et al, 2017). This onset is characterized by a reduction in the number of MuSCs/myoblasts and impaired muscle growth, despite the muscle appearing morphologically normal (Nunes et al, 2017). In the present study, we designed both in vitro and in vivo approaches to dissect the molecular and cellular processes underlying the onset of LAMA2-CMD. We reasoned that these processes could represent the core mechanisms that are disrupted in the absence of a functional laminin-α2 chain, thus being triggers of the disease. Our results revealed that the absence of the laminin-α2 chain impairs myoblast proliferation, differentiation, and fusion, and triggers DNA damage and oxidative stress. RNA-sequencing analysis revealed a massive down-regulation of gene expression in muscle fibers at E17.5, indicating compromised muscle differentiation and alterations in the cytoskeleton. Our findings suggest that the absence of *Lama2* disrupts the extracellular-to-intracellular communication, as well as cell biomechanics, compromising muscle differentiation and muscle fiber structure and function. The identification of these profound perturbations already at fetal stages, when the muscle appears morphologically normal and before secondary events occur, indicates that they are part of the primary disease mechanism that triggers the disease.

## Results

### *Lama2* deficiency leads to proliferation and cell cycle defects in vitro

Most research on LAMA2-CMD has been performed using in vivo models (Yurchenco et al, 2018; Gawlik & Durbeej, 2020). Although this is of critical importance, the severity and complexity of the disease present challenges in precisely identifying the mechanisms triggering the onset of LAMA2-CMD. This is particularly relevant given that the vast majority of previous studies used models where the secondary events of the disease were already present, potentially obscuring the primary events. To tackle this issue, we generated an in vitro model for LAMA2-CMD using the myoblast cell line C2C12 (Fig 1A), which has been extensively used as an in vitro model to study myogenesis (Burattini et al, 2004; Biressi et al, 2007; Messina et al, 2010; Rossi et al, 2016). *Lama2* was deleted using the CRISPR/Cas9 technology, and deletion was accessed by quantitative PCR (qPCR) for each established single-cell clone, as represented in Fig 1B. At least two distinct single-cell clones were used for each experiment to ensure that the observed phenotype was due to the *Lama2* deletion and not to potential off-target or clonal effects. The characterization of the mutations was performed by Sanger sequencing of the PCR products covering the gRNA/Cas9 target regions in *Lama2* exons 4 and 9 (Fig S1A–C).

**Figure 1.**
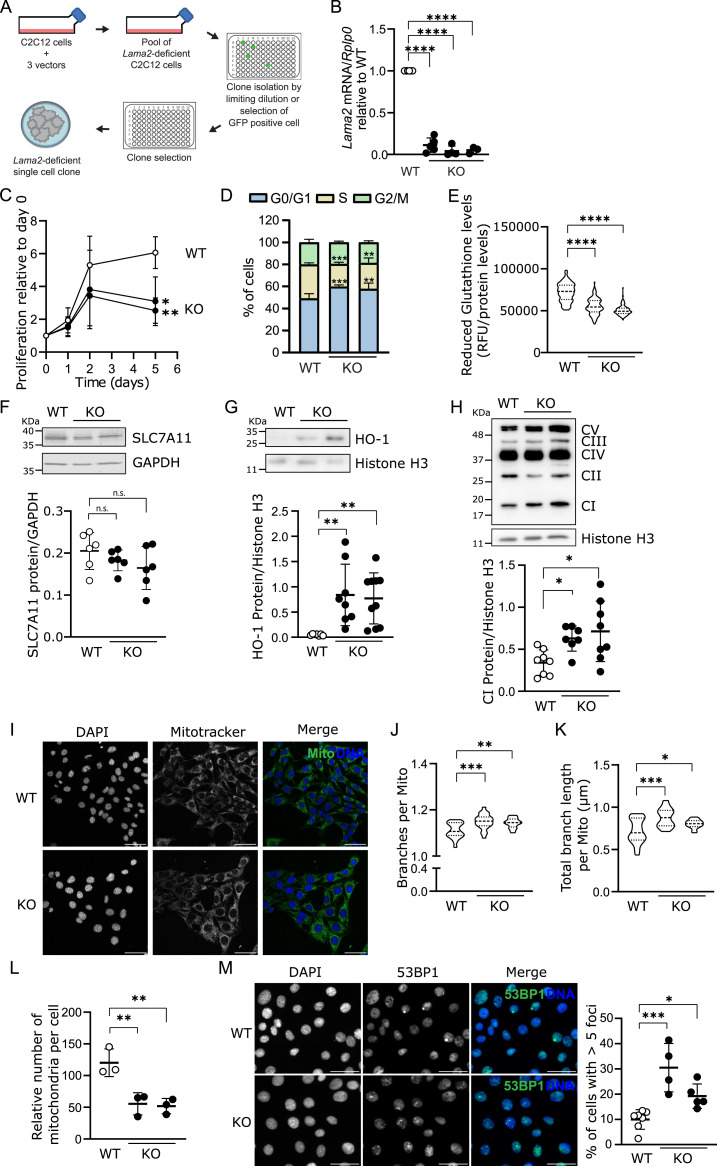
*Lama2* deficiency impairs proliferation, possibly because of cell cycle arrest, and triggers DNA damage and oxidative stress. **(A)** Schematic representation of *Lama2* knockout cell line generation using the CRISPR/Cas9 technology. **(B)** RNA was extracted from C2C12 WT and three independent *Lama2* knockout single-cell clones (KO), and the expression of *Lama2* was analyzed by qPCR. *Lama2* expression levels were normalized to the housekeeping gene *Rplp0* and then to WT. n = 3–7 independent samples per group were collected independently. **(C)** WT and KO C2C12 cells were plated, and cell proliferation was monitored on days 0, 1, 2, and 5 using resazurin. Data were plotted relative to day 0, in order to analyze the proliferation rate. n = 3 independent experiments, each with four technical replicates. **(D)** WT and KO C2C12 cells were stained with propidium iodide (PI) and analyzed by flow cytometry. The percentage of cells in the G1/G0, S, and G2/M phase of the cell cycle is represented. n = 3–5 experiments per cell line. **(E)** To measure the levels of reduced glutathione, WT and KO C2C12 cells were incubated with 40 μM of monochlorobimane for 30 min, and fluorescence was measured (excitation: 390 nm; emission: 490 nm). Fluorescence levels were normalized for protein levels (BCA quantification method). n = 3–4 independent experiments, each with 36 independent measurements. **(F, G, H)** WT and KO C2C12 cells were harvested for Western blot analysis with anti-SLC7A11 (F), anti-HO-1 (G), or anti-oxidative phosphorylation (CI, complex I; CII, complex II; CIII, complex III; CIV, complex IV; CV, complex V) (H) antibodies. Histone H3 or GAPDH was used as loading controls. Two KO lanes represent experiments performed with two independent *Lama2* knockout single-cell clones. n = 6–10 samples per group were collected independently. Densitometry analysis is shown under each Western blot. **(I)** Representative images of WT and KO C2C12 cells incubated with the MitoTracker mitochondrial dye, fixed, and then processed for fluorescence microscopy. DAPI was used to counterstain nuclei. n = 3 independent experiments. Scale bar: 50 μm. **(I, J, K)** Quantification of the number of branches per mitochondria (J) and the total branch length per mitochondrion (K) in cells treated as in (I). n = 21 images per genotype, analyzed from three independent experiments (seven images per experiment). **(L)** Total DNA was extracted from WT and C2C12 cells and analyzed by qPCR. The ratio between *Nd1* DNA expression (encoded in the mitochondria) and *Hk2* DNA expression (encoded in the nucleus) was calculated and used as a proxy for the mitochondrial number per cell. n = 3 independent experiments. **(M)** Representative images of WT and KO C2C12 cells fixed and processed for immunofluorescence with an anti-53BP1 antibody, a DNA damage marker. DAPI was used to counterstain nuclei. n = 4–7 independent experiments. Scale bar: 50 μm. Quantification of the number of cells with more than five 53BP1 foci was performed. Images of two *Lama2* knockout single-cell clones were analyzed separately. **(B, C, D, E, F, G, H, J, K, L, M)** Statistical analysis was performed using ordinary one-way ANOVA with Dunnett’s multiple comparisons test for (B, E, F, G, H, J, K, L, M), and two-way ANOVA with Tukey’s multiple comparisons test for (C, D). Data are represented as the mean ± SD. *P*-value: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. The ROUT or Grubbs methods were used to identify outliers.

**Figure S1.**
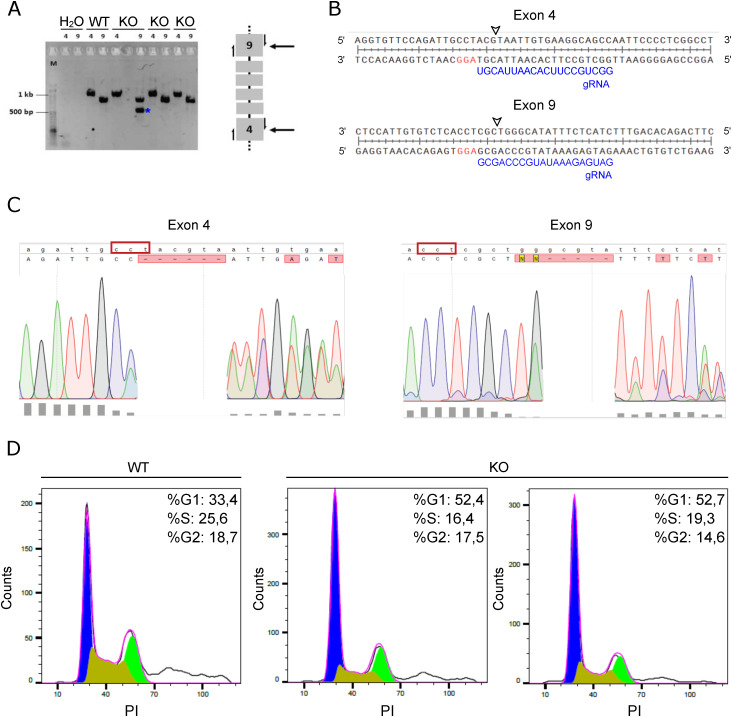
Characterization of mutations in the generated *Lama2* knockout cell lines. **(A)** Genomic DNA from WT C2C12 cells and three independent *Lama2* knockout single-cell clones (KO) was amplified through PCR using either the Lama2_exon4_Fwd and Lama2_exon4_Rev primers or the Lama2_exon9_Fwd and Lama2_exon9_Rev primers. *Lama2* KO indicates three independent single-cell clones. The negative control (H_2_O) of the PCR is also shown. The blue asterisk indicates the deletion band. On the right, a diagram shows exons 4 and 9 of the *Lama2* gene targeted for the generation of the single-cell clones. The half-arrows represent cut-site primers used to verify the presence of indels. **(B)** Sequence comparison of the *Lama2* gene with gRNA sequences targeting exons 4 (top) and 9 (bottom). The gRNA and PAM sequences are shown in blue and red, respectively. The potential cleavage sites are indicated by arrowheads. **(C)** Alignment of the WT sequences (lowercase) with the sequence tracers (uppercase) for exons 4 (on the left) and 9 (on the right) of a *Lama2* KO single-cell clone. The red boxes indicate the complementary sequences to the PAM sites, and the bottom gray rectangles show the quality values of the chromatogram data. The primers Lama2_exon4_Fwd and Lama2_exon9_Rev were used for sequencing the cutting site in exons 4 and 9, respectively. The alignments were performed using SnapGene software (www.snapgene.com). **(D)** Representative histogram plot of flow cytometry cell cycle analysis (relative to Fig 1D). Percentages of cells in the different cell cycle phases are shown.

Our previous findings, using the *dy*^*W*^ mouse model for LAMA2-CMD, showed that the disease onset is marked by a significant reduction in the number of MuSCs and myoblasts (Nunes et al, 2017). To test whether *Lama2* deficiency affects cell proliferation, we compared *Lama2* knockout and WT C2C12 cells and observed a significant decrease in proliferation in the *Lama2* knockout cells (Fig 1C). This proliferation defect may be explained by an arrest of *Lama2* knockout cells in the G1 phase of the cell cycle and a concomitant reduction in the S phase (Figs 1D and S1D). Because of this defect, *Lama2* knockout single-cell clones were passaged for a limited time and new clones were periodically generated and validated as described above.

### Absence of *Lama2* triggers oxidative stress and DNA damage

Cell cycle arrest can be caused by various insults, such as oxidative stress and DNA damage (Stallaert et al, 2022). Given the significant role of oxidative stress and mitochondrial dysfunction in LAMA2-CMD pathology (Millay et al, 2008; de Oliveira et al, 2014; Fontes-Oliveira et al, 2017; Kölbel et al, 2019; Harandi et al, 2020), we analyzed different markers for these insults in our in vitro model (Fig 1E–L). To evaluate the overall redox status of *Lama2*-deficient cells, we measured the levels of reduced glutathione (GSH), an important endogenous antioxidant. We observed a significant decrease in GSH in *Lama2* knockout cells in comparison with their WT counterparts (Fig 1E), suggesting an increase in the oxidative status of *Lama2* knockout cells. The decrease in GSH is not likely to be associated with defective glutathione synthesis, as indicated by the normal levels of GCLC and GCLM (Fig S2A), the two subunits of the enzyme catalyzing the rate-limiting step in the biosynthesis of GSH. However, we found that the cystine/glutamate transporter SLC7A11 showed a trend toward reduction in *Lama2*-deficient cells (Fig 1F). This potentially indicates an impairment in the transport of cystine, and consequently in the availability of cysteine, a precursor for glutathione synthesis. In accordance with the lower levels of GSH, we also found that the stress-induced heme oxygenase 1 (HO-1) was up-regulated in *Lama2* knockout cells in comparison with their WT counterparts (Fig 1G).

**Figure S2.**
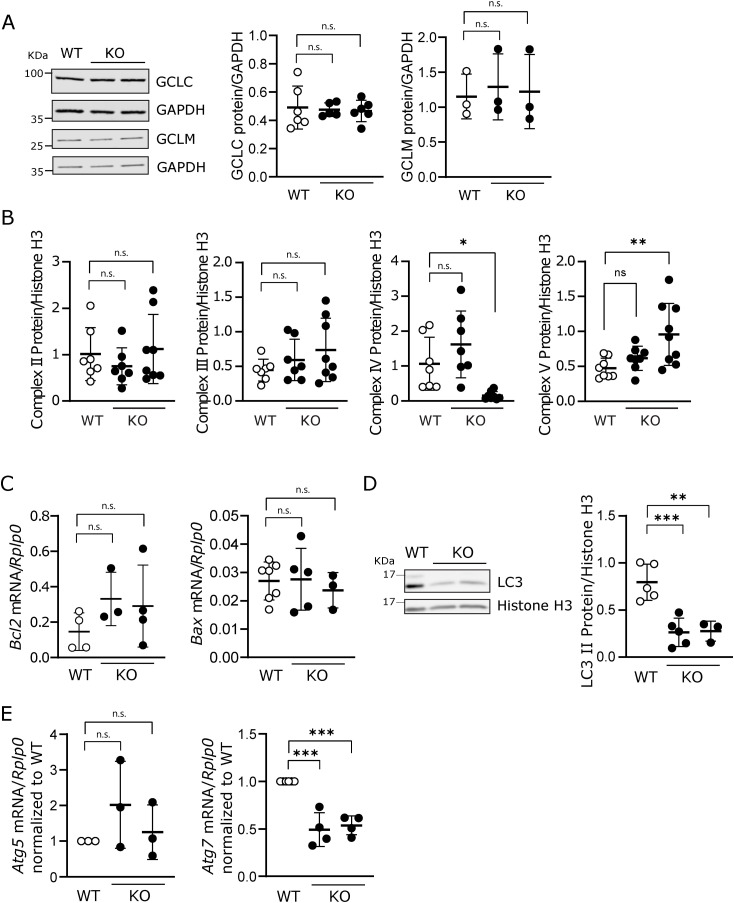
Glutathione pathway enzymes, mitochondrial complexes, apoptosis, and autophagy were analyzed in the context of *Lama2* deficiency. **(A)** WT C2C12 cells and two independent *Lama2* knockout single-cell clones (KO) were harvested for Western blot analysis with anti-GCLC and anti-GCLM antibodies (left panel). GAPDH was used as a loading control. Two KO lanes represent experiments performed with two independent KO cell lines. n = 3–6 samples per group were collected independently. Densitometry analysis is shown on the right. **(B)** Densitometry analysis of the Western blot with anti-oxidative phosphorylation antibody shown in Fig 1H. n = 7–9 samples per group were collected independently. **(C)** WT and KO C2C12 cells were harvested, the RNA was extracted, and the expression of apoptosis markers *Bcl2* and *Bax* was analyzed by qPCR. Expression levels were normalized using the housekeeping gene *Rplp0*. n = 3–7 independent samples per group were collected independently. **(D)** WT and KO C2C12 cells were harvested for Western blot analysis with an anti-LC3 antibody. Histone H3 was used as the loading control. Two KO lanes represent experiments performed with KO cell lines. n = 3–5 samples per group were collected independently. The densitometry analysis of LC3_II is shown on the right. **(E)** WT and KO C2C12 cells were harvested, the RNA was extracted, and the expression of the autophagy markers *Atg5* and *Atg7* was analyzed by qPCR. Expression levels were normalized using the housekeeping gene *Rplp0*. n = 3–4 independent samples per group were collected independently. **(A, B, C, D, E)** Statistical analysis was performed using ordinary one-way ANOVA with Dunnett’s multiple comparisons test for (A, B, C, D, E). Data are represented as the mean ± SD. *P*-values: n.s., not significant, *P < 0.05, **P < 0.01.

The mitochondrial electron transport chain is an important source of reactive oxygen species (ROS), and mitochondrial dysfunction is therefore closely linked to oxidative stress (Bhatti et al, 2017). To investigate whether the mitochondrial function was altered in vitro, we analyzed the levels of the oxidative phosphorylation (OXPHOS) complexes (Figs 1H and S2B). Complex I was increased in *Lama2*-deficient cells (Fig 1H), whereas the remaining complexes remained largely unchanged (Fig S2B). Complex I is a key source of ROS production in the mitochondria, and increased levels of complex I have been associated with aging (Miwa et al, 2014; Signorile et al, 2023). Notably, an increase in mitochondrial branching (Leduc-Gaudet et al, 2015) and a decrease in mitochondrial number (Crane et al, 2010) have also been associated with skeletal muscle aging. Therefore, we next analyzed the mitochondrial branching (Fig 1I–K) and the mitochondrial number (Fig 1L) using *Lama2*-proficient versus *Lama2*-deficient cells. We found a significant increase in both the number of mitochondrial branches and their total length in *Lama2*-deficient cells when compared to WT cells (Fig 1J and K). This suggests that in the absence of *Lama2*, mitochondria decrease their fission and increase their fusion levels, as previously shown to occur in aged muscle (Leduc-Gaudet et al, 2015). In keeping with this, we also found a significant reduction in the number of mitochondria in *Lama2*-deficient cells (Fig 1L). These data give further support to the notion that *Lama2*-deficient cells display increased ROS, which compromises mitochondrial integrity and may impair cell proliferation.

To further tackle the potential causes of impaired proliferation and cell cycle arrest, we investigated whether the absence of *Lama2* could also lead to DNA damage, which can be triggered by various insults including increased ROS levels (Martins et al, 2021). To evaluate DNA damage, we analyzed the percentage of cells displaying more than five 53BP1 foci and found that this percentage was significantly increased in *Lama2*-deficient cells when compared to their WT counterparts (Fig 1M). Hence, a significant increase in DNA damage may also be involved in the early stages of *Lama2* deficiency.

### *Lama2* deficiency disrupts normal cell fate mechanisms

Considering that our data suggest that *Lama2* deficiency may lead to proliferation defects, increased oxidative stress, and increased DNA damage in C2C12 cells (Fig 1), we went on to test whether these changes could lead to the induction of apoptosis (Fig S2C). A comparison of the mRNA expression of the pro-apoptotic *Bax* gene and the anti-apoptotic *Bcl2* gene between *Lama2*-deficient and *Lama2*-proficient C2C12 cells did not show significant differences (Fig S2C). Previous studies have demonstrated the importance of autophagy in preventing MuSC senescence and apoptosis (White et al, 2018; Chang, 2020) and in supporting proper myogenesis and muscle differentiation (Fortini et al, 2016). We therefore tested whether *Lama2* deficiency could lead to impaired autophagy. We analyzed the levels of the autophagosome marker LC3 and found that LC3-II was significantly decreased in *Lama2*-deficient C2C12 cells in comparison with the WT (Fig S2D). This reduction was also apparent for LC3-I, but because it was often undetectable in *Lama2*-deficient cells, quantification was not possible. In addition, we analyzed the expression of two essential components of the conventional autophagy pathway, ATG5 and ATG7 (Arakawa et al, 2017), and found that *Atg7* was down-regulated in *Lama2*-deficient C2C12 cells when compared to their WT counterparts (Fig S2E). Together, these findings indicate defective autophagosome formation in *Lama2*-deficient cells.

### Myotube formation is impaired in *Lama2*-deficient cells

Because we observed a decrease in the proliferation rate, we decided to analyze myoblast differentiation using this model. Typically, a decrease in the proliferation rate or cell cycle arrest is associated with a change in the differentiation program, given the sequential nature of these processes (Deries & Thorsteinsdóttir, 2016). Moreover, if defective myoblast differentiation is observed, it could compromise the formation, growth, and/or the stability of muscle fibers. To analyze whether differentiation is impaired in the absence of *Lama2*, we induced differentiation in *Lama2*-deficient and *Lama2*-proficient C2C12 cells in vitro and followed the formation of myotubes for 14 d (Fig S3A). To avoid the confounding effect of the delayed proliferation observed in the *Lama2*-deficient cells (Fig 1C and D), the differentiation experiments were performed using normal proliferation medium (containing 10% FBS) and cells were allowed to differentiate by the cell–cell contact. In addition, cells were plated at high density to allow confluency to be reached within the first 48 h (Fig S3A), before significant differences in proliferation. *Lama2*-proficient cells formed evident myotube-like structures by day 5, whereas similar structures, even though rare, could only be observed from day 12 onward in *Lama2*-deficient cells (Fig S3A). To determine whether the aligned cellular structures observed under the brightfield microscope were indeed myotubes, we stained *Lama2*-deficient and *Lama2*-proficient cells with an anti-myosin heavy chain (MyHC) antibody, a protein synthesized by myotubes, but not by myoblasts (Fig 2A and B). MyHC was detected in WT cells already at day 5 post-differentiation (Fig 2A), confirming the formation of myotubes, defined as cells with more than two nuclei. In contrast, *Lama2*-deficient cells presented rare and insipient myotube formation with only one or two nuclei at day 5 (Fig 2A and A′). Despite the increase in the number of aligned myoblasts by day 14, the number of fibers per total number of nuclei was still significantly reduced in the *Lama2*-deficient cells, and the vast majority of MyHC-positive cells had only one nucleus (Fig 2B and B′). To further extend this analysis, we isolated primary fetal mouse myoblasts from WT and *dy*^*W*^ fetuses and found that *dy*^*W*^ myoblasts display a differentiation defect, which is evident by the significant reduction in the number of myofibers formed when compared to WT, already 3 d after being placed in differentiation medium (Fig 2C). This indicates a severe differentiation defect in the absence of *Lama2*.

**Figure S3.**
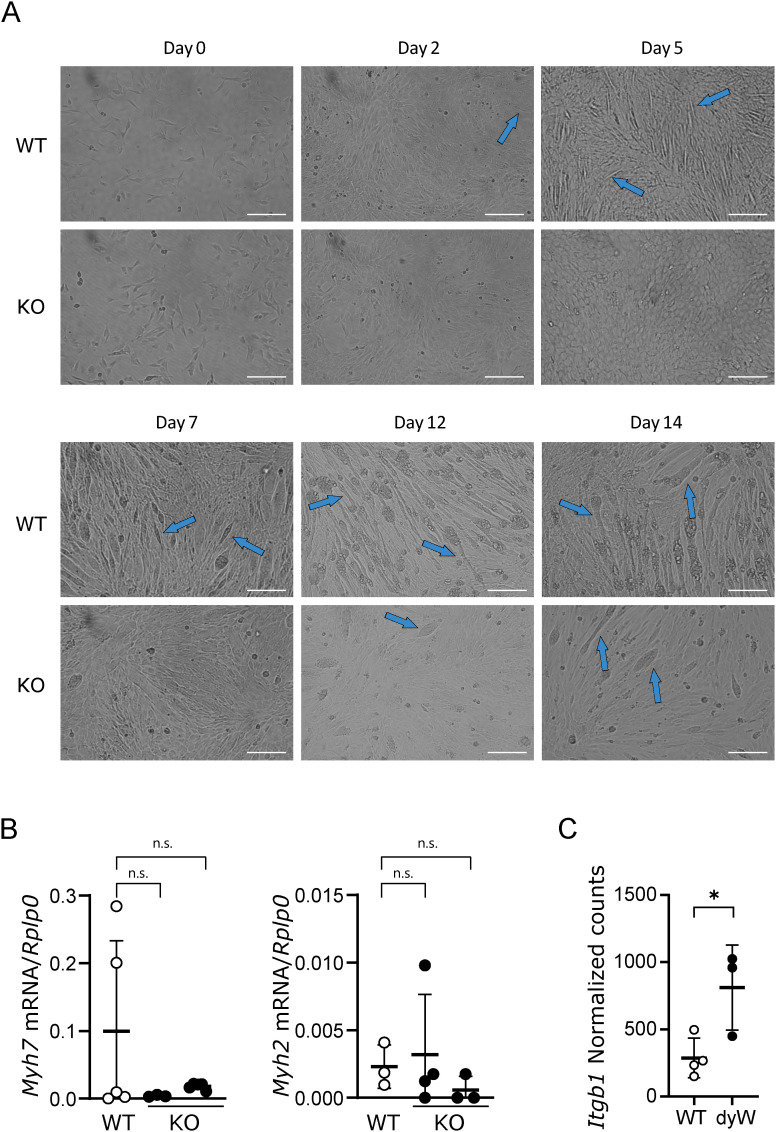
Differentiation is impaired in the absence of *Lama2* in 2D cultures. **(A)** Representative phase-contrast images of C2C12 WT cells and two independent *Lama2* knockout single-cell clones (KO). Cells were plated on day −1, and their differentiation was monitored until day 14. Images were taken on days 0, 2, 5, 7, 12, and 14. Images of two independent *Lama2* KO clones were analyzed separately. Blue arrows indicate myotubes. Scale bar: 200 μm. **(B)** *Myh7* and *Myh2* expression was analyzed by qPCR in WT and KO C2C12 cells after 5 d in culture to induce differentiation. Expression levels were normalized using the housekeeping gene *Rplp0*. n = 3–5 samples per group were collected independently. **(C)** Normalized counts of the gene *Itgb1*, selected from the analysis in Fig 4. n = 3–4 independent samples per genotype. **(B, C)** Statistical analysis was performed using ordinary one-way ANOVA for (B) and an unpaired *t* test for (C). Data are represented as the mean ± SD. *P*-value: n.s., not significant, *P < 0.05.

**Figure 2.**
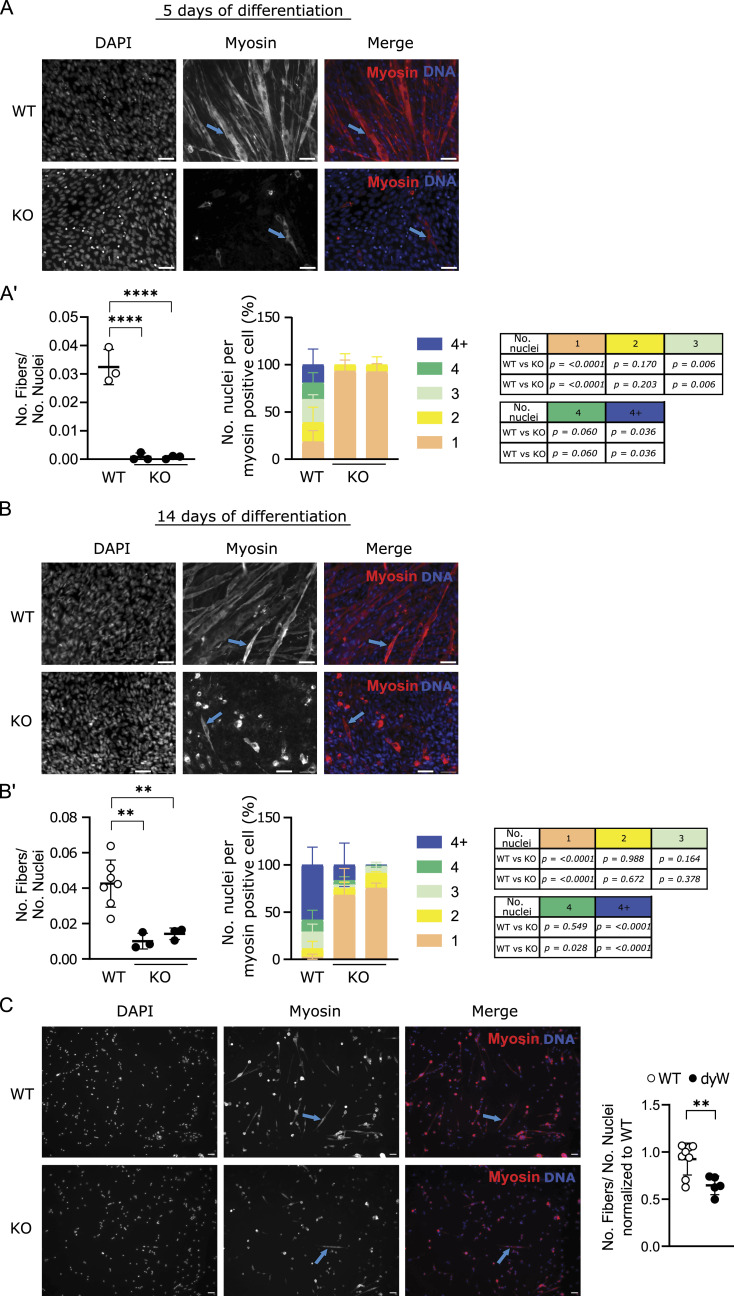
*Lama2* knockout cells show impaired differentiation. **(A)** C2C12 WT and two independent *Lama2* knockout single-cell clones (KO) were plated (day −1), cultured until day 5 to induce differentiation, and then fixed and processed for immunofluorescence with an anti-myosin heavy chain antibody. Representative images are shown. DAPI was used to counterstain nuclei. n = 3 independent experiments. Scale bar: 50 μm. Blue arrows indicate myosin-positive cells. **(A′)** Ratio between the number (No.) of fibers (myosin-positive cells with two or more nuclei) and the total number of nuclei was quantified (left panel), as well as the number of nuclei per myosin-positive cell (middle panel) and the respective *P*-values (right panel). **(B)** C2C12 WT and two independent *Lama2* knockout single-cell clones (KO) were plated (day −1) and cultured until day 14 to induce differentiation, and then fixed and processed for immunofluorescence with an anti-myosin heavy chain antibody. Representative images are shown. Counterstaining of nuclei was performed with DAPI. n = 3–7 independent experiments. Scale bar: 50 μm. Blue arrows indicate myosin-positive cells. **(B′)** Ratio between the number (No.) of fibers (myosin-positive cells with two or more nuclei) and the total number of nuclei was quantified (left panel), as well as the number of nuclei per myosin-positive cell (middle panel) and respective *P*-values (right panel). **(C)** Primary mouse myoblasts were isolated from WT and *dy*^*W*^ E16.5–E19.5 fetuses, left to adhere and proliferate for 4 d, and then incubated in differentiation medium for an additional 3 d. Cells were then fixed and processed for immunofluorescence with an anti-myosin heavy chain antibody. Representative images are shown on the left. DAPI was used to counterstain nuclei. n = 5–8 fetuses per genotype. Scale bar: 50 μm. Blue arrows indicate myosin-positive cells. Quantification of the number of myofibers (i.e., myosin-expressing cells that contain two or more nuclei) per total number of nuclei is shown on the right. **(A′, B′, C)** Statistical analysis in (A′, B′, C) was performed using ordinary one-way ANOVA with Dunnett’s multiple comparisons test. Data are represented as the mean ± SD. *P*-value: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. The Grubbs method was used to identify outliers.

### Myoblast differentiation and fusion are impaired in *Lama2*-deficient cells

To better understand which mechanisms were involved in this differentiation defect, we analyzed the expression of several myogenic markers in C2C12 cells grown under proliferation conditions (Fig 3). The mRNA expression of the MRF myogenin (*Myog*) (Fig 3A) was significantly lower in *Lama2*-deficient cells in comparison with their WT counterparts. Moreover, both the number of MYF5-positive nuclei (Fig 3B) and MYF5 nuclear protein levels (Fig 3C) were significantly reduced in *Lama2*-deficient cells compared with WT cells. This decrease was concomitant with an increase in NFIX nuclear protein levels (Fig 3C), and in the number of NFIX-positive nuclei (Fig 3D). NFIX is a transcription factor responsible for the transition between embryonic and fetal myogenesis (Messina et al, 2010; Ribeiro et al, 2023), and it has been demonstrated to be highly expressed in C2C12 cells (Biressi et al, 2007). These results suggest that *Lama2* deficiency leads to increased NFIX levels, possibly causing a shift toward aberrant fetal myogenesis, compromising the skeletal muscle differentiation process. To determine whether later stages of myogenesis were affected by *Lama2* deficiency, we analyzed the mRNA expression of the tubulin b6 chain (*Tubb6*) and myosin light chain (*Myl1*), both myogenin target genes, at day 5 post-differentiation (Fig 3E and F). Both genes, previously shown to be important players in differentiation (Burguière et al, 2011; Park et al, 2018; Randazzo et al, 2019), were significantly reduced in *Lama2*-deficient cells when compared to WT cells (Fig 3E and F).

**Figure 3.**
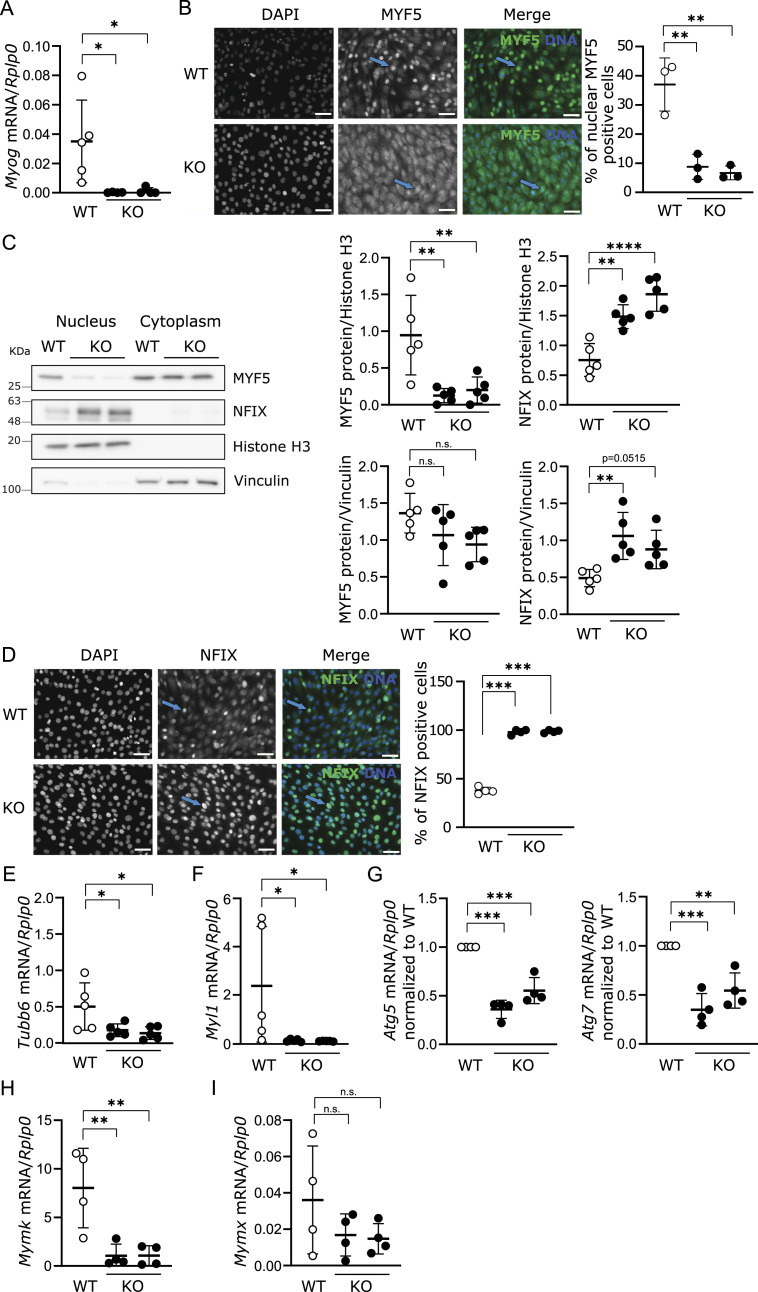
*Lama2* knockout cells show impaired differentiation and alterations in MYF5 and nuclear factor one X (NFIX) pathways. **(A)** RNA was extracted from C2C12 WT and two independent *Lama2* knockout single-cell clones (KO), and the expression of *Myogenin* (*Myog*) was analyzed by qPCR. Expression levels were normalized to the housekeeping gene *Rplp0*. n = 4–5 independent samples per group were collected independently. **(B)** Representative images of WT and KO C2C12 cells fixed and processed for immunofluorescence with an anti-MYF5 antibody are shown. DAPI was used to counterstain nuclei. Images of two *Lama2* knockout single-cell clones were analyzed separately. Quantification of the number of nuclear MYF5-positive cells is shown on the right. n = 3 independent experiments. Blue arrows indicate MYF5 nuclear staining. Scale bar: 50 μm. **(C)** Nuclear and cytoplasmic fractions of WT and C2C12 cells were separated by cell fractionation. Protein was extracted from each fraction and analyzed by Western blot with anti-MYF5 and anti-NFIX antibodies (left panel). Histone H3 (nuclear phase) and vinculin (cytoplasmic phase) were used as loading controls. Two KO lanes represent experiments performed with two independent *Lama2* knockout single-cell clones. n = 5 samples per group were collected independently. Densitometry analysis is shown on the right. **(B, D)** Immunofluorescence analysis similar to the one described in (B) using an anti-NFIX antibody. Images of two *Lama2* knockout single-cell clones were analyzed separately. Quantification of the number of nuclear NFIX-positive cells is shown on the right. n = 3 independent experiments. Blue arrows indicate NFIX nuclear staining. Scale bar: 50 μm. **(E, F)** Myogenin target genes *Tubb6* (E) and *Myl1* (F) were analyzed by qPCR in WT and KO C2C12 cells on day 5 of differentiation. Expression levels were normalized using the housekeeping gene *Rplp0*. n = 5 samples per group were collected independently. **(G)** Expression of the autophagy markers *Atg5* and *Atg7* was analyzed by qPCR in WT and KO C2C12 cells on day 5 of differentiation. Expression levels were normalized using the housekeeping gene *Rplp0* and then normalized to the WT controls. n = 4 samples per group were collected independently. **(H, I)** Expression of myoblast fusion markers *Mymk* (H) and *Mymx* (I) was analyzed by qPCR in WT and KO C2C12 cells, on day 5 of differentiation. Expression levels were normalized using the housekeeping gene *Rplp0*. n = 4 samples per group were collected independently. **(A, B, C, D, E, F, G, H, I)** Statistical analysis in (A, B, C, D, E, F, G, H, I) was performed using ordinary one-way ANOVA with Dunnett’s multiple comparisons test. Data are represented as the mean ± SD. *P*-value: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

Because we have shown that autophagy is compromised in *Lama2*-deficient C2C12 myoblasts (Fig S2D and E) and that autophagy is known to be important for myoblast differentiation (McMillan & Quadrilatero, 2014), we investigated whether the expression of *Atg5* and *Atg7* was impaired in *Lama2*-deficient cells at day 5 post-differentiation (Fig 3G). We found that the expression of both *Atg5* and *Atg7* is significantly down-regulated in *Lama2*-deficient cells in comparison with the WT.

To understand whether the differentiation defect could also be linked with an impairment in myoblast fusion, we analyzed the expression of two key players in myoblast fusion, Myomaker and Myomerger (also known as Myomixer or Minion), which act in a sequential manner to promote plasma membrane remodeling and fusion (Leikina et al, 2018). Myomaker acts first, promoting hemifusion of the adjacent plasma membranes, whereas Myomerger completes the fusion process (Leikina et al, 2018). Our results showed that *Lama2*-deficient cells have impaired *Mymk* expression (encoding Myomaker) (Fig 3H), indicating that fusion is compromised already at the hemifusion stage. In addition, there is a trend toward the reduced expression of *Mymx* (encoding Myomerger) (Fig 3I). This suggests that *Lama2*-deficient C2C12 myoblasts lack the ability to fuse.

Overall, these results indicate that *Lama2* deficiency impairs the essential cytoskeletal and plasma membrane organization required for the transition from myoblasts to myotubes.

### The absence of *Lama2* in fetal muscle fibers leads to a significant down-regulation in gene expression

Our in vitro findings with the C2C12 LAMA2-CMD cellular model highlight the importance of *Lama2* in myoblast differentiation and myotube formation (Figs 2, 3, and S2). Indeed, myotube formation is also impaired in primary fetal myoblasts isolated from *dy*^*W*^ fetuses and differentiated in vitro (Fig 2C). Nevertheless, a normal number of muscle fibers form during in vivo myogenesis in *dy*^*W*^ fetuses, but they fail to grow as much as in WT fetuses (Nunes et al, 2017). Therefore, to determine the effect of *Lama2* deficiency on fetal muscle fibers, we performed an RNA-sequencing (RNAseq) analysis on muscle fibers isolated from E17.5 fetuses, the developmental stage at which the first signs of the disease have been reported (Nunes et al, 2017). 

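RNA was measured in muscle fibers of 7 fetuses, 4 WT and 3 *dy* W, with 1 library per fetus. The *dy* W mouse carries a disrupted *Lama2* gene and serves as the mouse model of LAMA2-CMD. Fibers were freed from the epaxial muscles, which lie along the back, by digestion with dispase and collagenase, and were collected from a strainer. In the SMART-seq2 protocol, full-length cDNA is made from polyadenylated RNA in a lysate and amplified by PCR without molecular identifiers, so the reads of a gene are not independent molecules and any limit given for a count covers counting error only. The authors trimmed the reads with Cutadapt, aligned them to GRCm39 with RNA STAR and assigned uniquely mapped reads to genes with FeatureCounts. They deposited, for 31531 genes, counts divided by 1 size factor per library, which are the normalized counts plotted in Figs 5 and S3C. The paper's text does not name the annotation release, the tool versions or the strand setting, so the counts of overlapping or antisense genes and of near-identical gene copies are uncertain.

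Within each library, 100% of the normalized counts were whole multiples of a single step, the value of 1 read. This step was 5.33 normalized counts in WT1, 2.70 in WT2, 2.05 in WT3 and 3.15 in WT4, against 0.0974 in *dy* W1, 0.127 in *dy* W2 and 0.488 in *dy* W3. The reads counted on genes, recovered from these steps, were 470804 in WT1, 1476286 in WT2, 2220813 in WT3 and 1761681 in WT4. In the *dy* W libraries they were 14363788, 18297106 and 3663905 in the same order of replicate number, so more reads were counted on genes in every *dy* W library than in any WT library. The mean over the 7 libraries was 6036340 reads counted on genes, whereas the paper's stated average is 30000000 sequenced reads per sample. All values here rest on the counted reads. The 10 most abundant genes took between 43.3% and 77.3% of the normalized counts in the WT libraries and between 16.4% and 37.6% in the *dy* W libraries.

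Groups were compared with limma (lmFit, then eBayes with trend) on log_2_(normalized count + 1), with Benjamini-Hochberg adjustment over the 25791 genes whose mean normalized count was at least 5. Genes past the thresholds of Fig 4A, an adjusted *P*-value under 0.01 and an absolute log_2_ fold change over 1.5, are termed called. A fold change on this scale understates the change of a gene with a low count. A count of 0 allows up to 3 reads, and 3 reads in each *dy* W library make a floor of 0.712 normalized counts for the mean of the group. Where no *dy* W library held a read of a gene, a fold is given as a lower bound against this floor. Medians over lists also set genes with 1 to 3 reads to the floor, although the true level of such a gene may lie above it. Without the third *dy* W library the floor is 0.336, which moves every value set against it by −1.08 on the log_2_ scale. Single genes were also compared by an exact two-sided permutation test of the normalized counts. The 7 libraries can be split into 4 and 3 in 35 ways, so the smallest *P*-value of this test is 0.057. The median log_2_ fold change of all tested genes was −1.99 with the deposited scaling, −0.98 with all libraries scaled to the same total and 0.06 after quantile normalization. Quantile normalization gives all libraries the same distribution, so it largely removes an excess of lower genes in advance. Genes without a read in a library then share 1 value there, which can lie above that of low WT counts.

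The targeted gene, *Lama2*, lies on chromosome 10 of GRCm39 from 26856032 to 27495754 on the minus strand, where 3 other annotated genes overlap it. Its normalized count was 90.6 in WT1, 111 in WT2, 105 in WT3 and 107 in WT4. It was 4.29 in *dy* W1 and 6.07 in *dy* W2, but 139.7 in the third library of that group, above every WT library. That library is therefore named the library labelled *dy* W3, and it is part of every direction given for the group. The mean was 103 ± 8.73 normalized counts (SD, n = 4) in WT and 50.0 ± 77.7 (SD, n = 3) in the libraries labelled *dy* W, a difference smaller than the spread within the second group (exact two-sided permutation test, *P* = 0.286). The log_2_ fold change was −2.58 (SE 1.10, limma adjusted *P*-value of 0.103). Without the library labelled *dy* W3 it was −4.09 with a limma adjusted *P*-value of 0.00202, where the adjusted *P*-values over all alternatives ranged from 0.00202 to 0.724. In the WT libraries, *Lama2* held between 0.926 and 1.62 times the reads that the median reads per kb of odorant and vomeronasal receptor genes would give for its exon length. That median was 0 in *dy* W1 and *dy* W2 and 1.10 in the library labelled *dy* W3, where *Lama2* had 44, 48 and 286 reads. With this level subtracted from every library, an alternative chosen after seeing the data, the log_2_ fold change of *Lama2* reversed to 1.01 (limma adjusted *P*-value of 0.724).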

The RNAseq analysis of muscle fibers revealed a profound down-regulation of gene expression with 4,958 genes down-regulated in *dy*^*W*^ fetuses, when compared to the WT (adjusted *P*-value of 0.01, log_2_ fold change of ±1.5), whereas only 181 genes were up-regulated (Fig 4A). This indicates that *Lama2* deficiency has a severe impact on the gene expression program of muscle fibers, potentially affecting their stability. 

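Of the 25791 genes tested, 4830 were called lower and 17 higher in the libraries labelled *dy* W than in WT. At an adjusted *P*-value under 0.05 and the same fold change threshold, 7625 genes were lower and 259 higher, so that 96.7% of them were lower. The authors' deposited table lists 20499 genes, of which 4957 are lower and 181 higher at the thresholds of Fig 4A. Of these, 3049 lower and 16 higher genes in the authors' deposited table were also called in the limma fit. Over the 18499 genes in both tables, the log_2_ fold changes in the authors' deposited table and those of the limma fit had a Pearson correlation of 0.857 and the same sign for 90.0%, across genes that are not independent replicates. Every WT library was above every library labelled *dy* W for 8134 of the tested genes, and the reverse held for 847, whereas chance gives 5.7% of genes for both directions together.

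The called genes lay mostly at low counts. Of the 19680 tested genes with a mean normalized count from 5 to 50, 4680 were called lower and 0 higher, and 7314 and 16 passed an adjusted *P*-value under 0.05 (71 higher genes had an unadjusted *P*-value under 0.05). Among the 6005 genes from 50 to 1000, 146 were called lower and 17 higher, with a median log_2_ fold change of 0.21 and 300 lower against 241 higher genes at an adjusted *P*-value under 0.05. Among the 106 genes of at least 1000, 4 were called lower (*Gapdh*, *Rn18s-rs5*, *mt-Rnr2* and *AC149090,1*, named after their values were seen) and 0 higher, with 5 higher genes at an unadjusted *P*-value under 0.05. At an adjusted *P*-value under 0.05, 11 of these abundant genes were lower and 2, *Xist* and *Col1a2*, higher. The genes called lower had a median of 25 reads summed over the 4 WT libraries, 3851 of them had 3 reads or fewer in each library labelled *dy* W, and 2957 had no read in any of these.

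The counts of calls depended on the scaling and on single libraries. With all libraries scaled to the same total, 0 genes were called in either direction and the lowest adjusted *P*-value was 0.0193, although 9020 genes had an unadjusted *P*-value under 0.05. At an adjusted *P*-value under 0.05 that scaling gave 4473 lower and 1140 higher genes, 79.7% of them lower. After quantile normalization, 2 genes were called lower (*Vmn1r55* and *Olfr1307*) and 0 higher, with 3985 at an unadjusted *P*-value under 0.05, and 82 lower and 17 higher genes passed an adjusted *P*-value under 0.05. Without WT2, WT4 or *dy* W2, 0 genes were called, although 8215, 8238 and 9993 genes had an unadjusted *P*-value under 0.05. The lowest limma adjusted *P*-values of these fits were 0.0127, 0.0121 and 0.0141. At an adjusted *P*-value under 0.05 they gave 5357, 5363 and 6491 lower and 78, 78 and 236 higher genes. Without *dy* W1, 2090 genes were called lower and 3 higher (*Marcks*, *Gm56862* and *Vcan*, the last named after its values were seen). Without the library labelled *dy* W3, 6698 were called lower and 21 higher.

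Among called genes whose groups do not overlap, the most negative log_2_ fold changes were those of *Vmn1r55* (−8.33), *Ucma* (−7.56), *Gm47968* (−7.55), *Olfr1307* (−7.54) and *Gm48786* (−7.48). *Vmn1r55*, a vomeronasal receptor gene on chromosome 7 of GRCm39 from 5132290 to 5152669, had 371 ± 197 normalized counts (SD, n = 4) in WT and no read in the libraries labelled *dy* W, at least 521-fold lower, and it overlaps *Gm47692*. *Gm47968* was at least 406-fold lower, or 209-fold without WT1. Without the library labelled *dy* W3 the bounds of the 2 genes were 1110-fold and 860-fold. *Ucma* varied from 21.6 to 3236 normalized counts between the WT libraries. *Vmn1r55* and *Olfr1307* belong to receptor families with near-identical members, so their reads are uncertain. The most positive log_2_ fold changes were those of *Gm56862* (5.14), *Marcks* (3.54), *Hmgn5* (3.00), *Col5a2* (2.72) and *Wisp1* (2.71). *Gm56862* had at most 2 reads in each WT library, so its fold change depends on the pseudocount. *Marcks*, on chromosome 10 from 37009239 to 37014942, had 105 ± 49.5 normalized counts (SD, n = 4) in WT and 1154 ± 402 (SD, n = 3) in the libraries labelled *dy* W (SE 0.591, limma adjusted *P*-value of 0.00379).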

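The number of genes detected in each library describes the same difference before any model is fitted. Genes with a normalized count of at least 1 numbered 28204 ± 1828 (SD, n = 4) in the WT libraries and 14927 ± 3026 (SD, n = 3) in the libraries labelled *dy* W. This difference of 13278 genes was larger than the spread within either group, and no WT library overlapped with a library of the other group (exact two-sided permutation test, *P* = 0.0571, the smallest this design allows). A normalized count of at least 1 takes 1 read in a WT library. It takes more than 1 in a library labelled *dy* W, where a read is worth at most 0.488. Genes with any read numbered 17790, 14209 and 19360 in the libraries labelled *dy* W, against 25530 to 29594 in WT. The difference is therefore smaller by that measure, still without overlap. At a normalized count of at least 10, the difference was 10384 genes. Drawing the reads of each library down to the 470804 of WT1 moved it most among the counting alternatives, to 10046 genes with the same exact *P*-value. With each library left out in turn, it stayed between 11641 and 14624 genes.

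A level for reads that do not follow muscle expression was taken from the 1215 odorant and vomeronasal receptor genes with a known exon length, using their median reads per kb of exon in each library. Of the genes called lower outside these families, 76.8% had fewer than 2 times the WT reads that this level predicts from their exon length. The share was 75.4% among the genes not called, so low WT counts near this level were common to both sets. With this level subtracted from every library, an alternative chosen after seeing the data, 0 genes were called. At an adjusted *P*-value under 0.05, 114 genes were then lower and 350 higher, and the median log_2_ fold change was 0.92. From the excess of down-regulated over up-regulated genes, the paper concludes that *Lama2* deficiency severely affects the gene expression program of muscle fibers, and it proposes that the stability of the fibers could be affected.

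**Figure D1:**
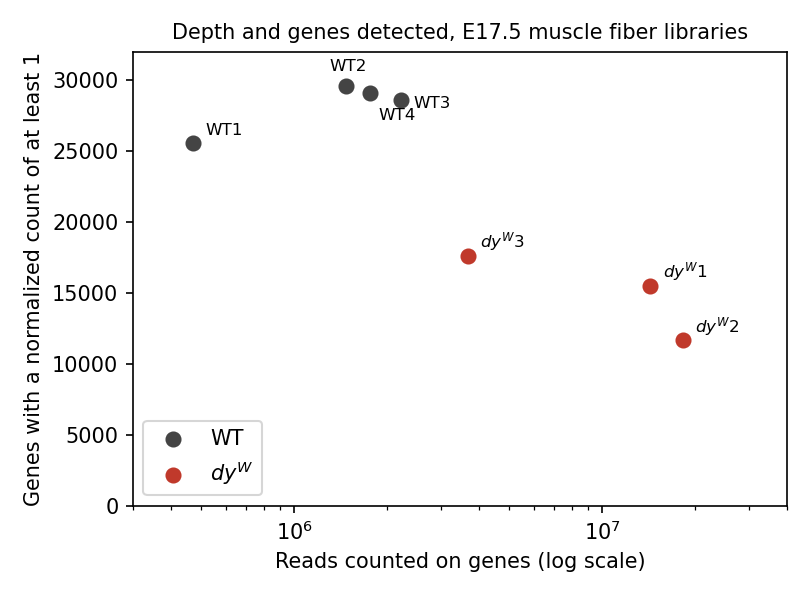
Genes with a normalized count of at least 1 (vertical axis) against the reads counted on genes (horizontal axis, log scale), with 1 point per library of E17.5 muscle fibers and WT in dark grey and *dy* W in red. The 4 WT libraries lie between 25530 and 29594 genes at 470804 to 2220813 reads, and the 3 libraries labelled *dy* W between 11653 and 17620 genes at 3663905 to 18297106 reads.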

To gain further insights into the pathways altered in the absence of *Lama2*, we conducted a functional analysis. The result revealed that down-regulated genes were significantly associated with pathways related to plasma membrane structure and function, transmembrane signaling, intermediate filament organization, and mechanisms involving the maintenance of the cellular redox status (Fig 4B). This supports the notion that the absence of the α2 chain of laminin causes substantial structural changes in the link between the basement membrane and the cell cytoskeleton. 

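The gene lists behind the terms of Fig 4B were not used here. In their place, 12 gene families that stand for such terms were fixed by gene symbol, and each was tested for members among the genes called lower against all 25791 tested genes (one-sided Fisher's exact test, Benjamini-Hochberg adjustment over the 12 families). The test passed an adjusted *P*-value of 0.05 for 6 families. Odorant receptors had 319 of 862 tested members called lower (odds ratio 2.66, adjusted *P*-value of 1.08e-36) and vomeronasal receptors 85 of 228 (odds ratio 2.61, 2e-10). Ion channel subunits had 69 of 220 (odds ratio 2.00, 1.31e-05), other G protein-coupled receptors 47 of 162 (odds ratio 1.78, 0.0019), and cytochromes P450, which stand for heme-binding monooxygenases, 27 of 78 (odds ratio 2.30, 0.00154). Keratins, the intermediate filament proteins of epithelia, had 18 of 31 (odds ratio 6.03, 5.2e-06). Axonemal dyneins and cilia (15 of 59, adjusted *P*-value of 0.216) and phototransduction and lens genes (7 of 30, 0.488) did not pass. Few members were lower among collagens (6 of 44), RNA-binding and splicing proteins (7 of 174), chaperones and proteasome subunits (5 of 124) and ribosomal proteins (1 of 79, *Rpl3l*), each with an adjusted *P*-value of 1. Against only the genes with a mean normalized count under 50, where most calls lie, the same 6 families passed. The odds ratio of odorant receptors was 1.95 there, and the adjusted *P*-value of cytochromes P450 0.0434 (one-sided Fisher's exact test). Collagens had 6 of 14 members lower at that level (odds ratio 2.41, adjusted *P*-value of 0.157). RNA-binding proteins, chaperones and ribosomal proteins kept odds ratios of 0.35, 0.445 and 0.641. Members of the receptor, keratin and P450 families are similar in sequence, so uniquely mapped reads can be split between them.

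The gene set test camera, with a preset correlation of 0.01, called the same 6 families and the axonemal dyneins lower, and all 7 held under fry. Fry tests a family against no change and not against other genes. With a median log_2_ fold change of −1.99 over all tested genes, it cannot show that a family differs from the rest. Without WT2, WT4 or *dy* W2 no gene was called and so 0 families passed, and without *dy* W1 the number was 3. Relative to the median of all tested genes, the median log_2_ fold change of odorant receptors was −1.15 with the deposited scaling, −1.64 with libraries scaled to the same total and −0.31 after quantile normalization. For keratins the same values were −1.56, −2.31 and −0.16, and for ion channel subunits −1.19, −1.62 and −0.63. With members at 3 reads or fewer in each library labelled *dy* W set to the floor, the medians themselves were −3.67 for odorant receptors, −4.13 for keratins and −3.30 for ion channel subunits.

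Receptor genes of the odorant and vomeronasal families carried reads throughout the WT libraries. Of the 1215, 970 had a read in WT1, 1195 in WT2, 1181 in WT3 and 1187 in WT4, against 194 in *dy* W1, 117 in *dy* W2 and 688 in the library labelled *dy* W3. A draw of the same number of reads in proportion to exon length would reach between 1175.1 and 1209.7 of these genes in the WT libraries. Their median was 0.635 reads per kb in WT1, 2.48 in WT2, 1.76 in WT3 and 1.86 in WT4, and 0, 0 and 1.10 in the libraries labelled *dy* W.

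**Figure D2:**
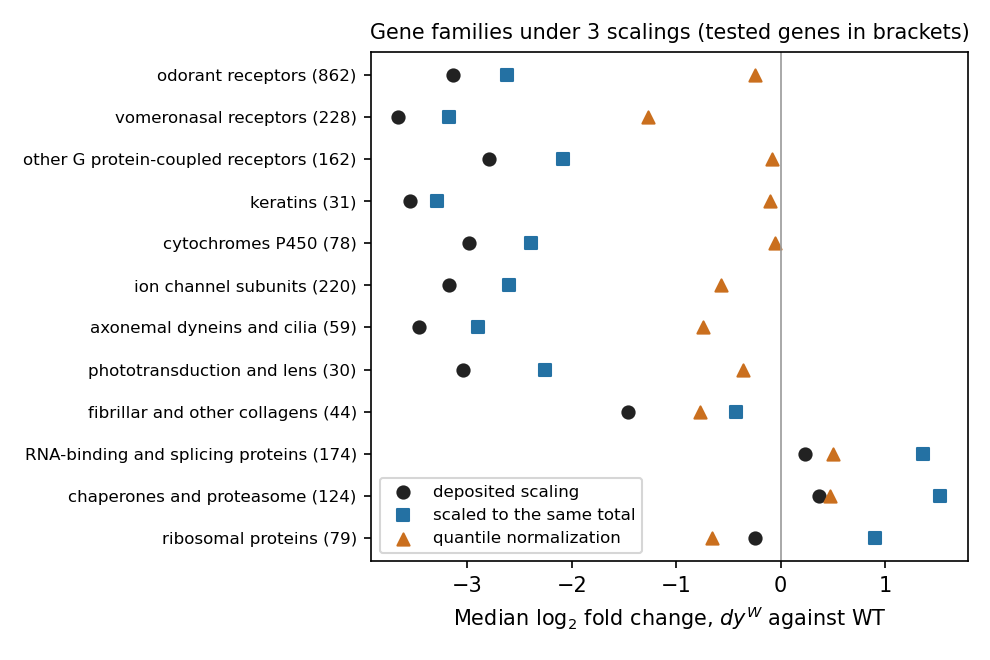
Median log_2_ fold change, *dy* W against WT (horizontal axis), of the tested members of 12 gene families (vertical axis, number of tested members in brackets) with the deposited scaling (circles), libraries scaled to the same total (squares) and quantile normalization (triangles). The 8 receptor, keratin, P450, channel, cilia and light-sensing families lie below 0 under all 3 scalings, RNA-binding proteins and chaperones lie above 0 under all 3, and ribosomal proteins change sign (−0.25, 0.90 and −0.66). Relative to the median of all genes, which is −1.99, −0.98 and 0.06 in the same order, collagens (0.53, 0.55 and −0.83) and ribosomal proteins (1.74, 1.88 and −0.72) change sign.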

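Among the 17 genes called higher in the libraries labelled *dy* W, 2 of the 12 gene families passed a one-sided Fisher's exact test against all tested genes. All 17 had a mean normalized count from 50 to 1000, so a test against all tested genes favours families of abundant genes. Of the 25791 tested genes, 19680 lay under 50, but only 71 of 174 RNA-binding proteins and 41 of 124 chaperones and proteasome subunits did. No test was limited to genes from 50 to 1000, so an effect of abundance is not excluded. RNA-binding and splicing proteins had 2 of 174 tested members called higher (*Rbm39* and *Hnrnpdl*, odds ratio 19.8, adjusted *P*-value of 0.0346). Chaperones and proteasome subunits also had 2, of 124 (*Dnaja1* and *Hsp90aa1*, odds ratio 28.0, adjusted *P*-value of 0.0346). Collagens had 1 of 44, *Col5a2* (adjusted *P*-value of 0.114). Apart from *Col5a2*, these members were named after their values were seen. With genes called at an adjusted *P*-value under 0.05, the numbers were 19 for RNA-binding proteins (adjusted *P*-value of 1.85e-13), 7 for chaperones and proteasome subunits (0.00158) and 3 for collagens (*Col5a2*, *Col1a2* and *Col12a1*, 0.0392).

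Camera called 3 families higher, RNA-binding proteins (FDR of 5.42e-14), chaperones and proteasome subunits (8.21e-13) and ribosomal proteins (4.07e-05), whose median relative to all genes changes sign after quantile normalization, from 1.74 to −0.72. None of the 3 held under fry (FDR of 0.745, 0.827 and 0.745), which does not compare a family with other genes. Under fry, collagens were lower (FDR of 0.00191), although their median lay 0.53 above that of all genes. Against only the genes with a mean normalized count under 50, 0 families passed among the genes called higher, since none of the 17 genes lies at that level. Without WT1 or WT3, 1 family passed, and without any of the other 5 libraries 0 passed.

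Relative to the median of all tested genes, the median log_2_ fold change was 2.22 for RNA-binding proteins, 2.36 for chaperones and proteasome subunits and 0.53 for collagens. After quantile normalization these values were 0.44, 0.41 and −0.83, so that collagens changed direction. *Col5a2*, on chromosome 1 of GRCm39 from 45412554 to 45542442 and overlapped by *Gm38211*, had 172 ± 94.9 normalized counts (SD, n = 4) in WT and 1000.0 ± 141 (SD, n = 3) in the libraries labelled *dy* W (SE 0.589, limma adjusted *P*-value of 0.0078). *Col5a2* was not called without WT2, WT4, *dy* W1, *dy* W2 or the library labelled *dy* W3, with adjusted *P*-values of 0.0199, 0.0263, 0.0201, 0.0292 and 0.0182 in a range over all alternatives of 0.00425 to 0.166. *Col1a1*, on chromosome 11 from 94827050 to 94843868, had 1347 ± 906 (SD, n = 4) in WT and 4328 ± 3594 (SD, n = 3). The groups overlapped (exact two-sided permutation test, *P* = 0.114), and the log_2_ fold change was 1.71 (SE 0.758, limma adjusted *P*-value of 0.114). The alternative that moved it most was the same total for all libraries, with 2.86 (adjusted *P*-value of 0.0249), against 2.79 (0.0193) under voom, which was chosen after seeing the data, and 2.33 (0.27) after quantile normalization. With each library left out in turn it stayed between 1.07 (0.333, without *dy* W1) and 2.12, and was 1.17 (0.25) without WT1. Over all alternatives its adjusted *P*-values ranged from 0.0193 to 0.333, so *Col1a1* was not called at 0.01 in any of them.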

On the contrary, up-regulated genes were involved in protein and RNA processing and metabolism and in collagen-containing ECM (Fig 4C). This increase in collagen is in accordance with previous findings in postnatal/adult muscle showing that fibrosis is a central hallmark of LAMA2-CMD pathogenesis (Taniguchi et al, 2006; Accorsi et al, 2020).

**Figure 4.**
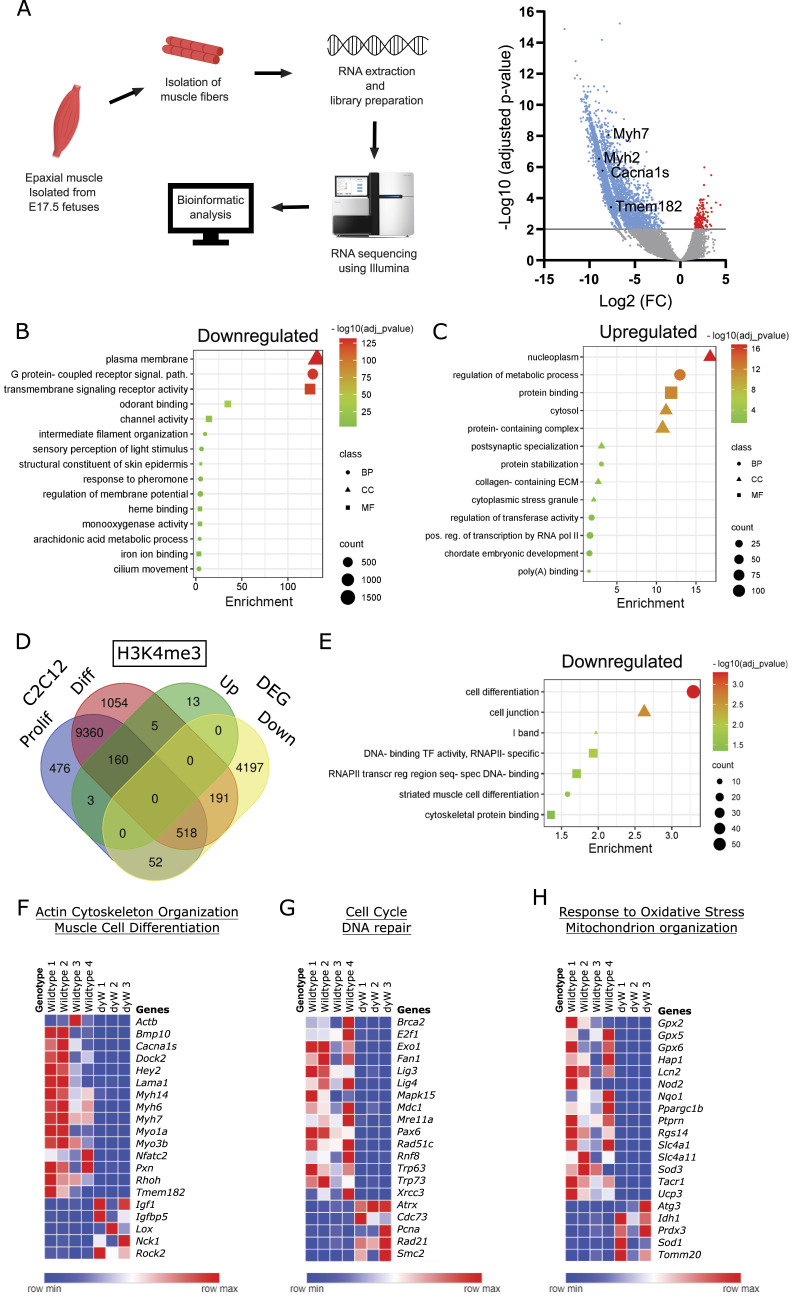
RNA-sequencing analysis of muscle fibers from WT versus *dy*^*W*^ fetuses at E17.5. **(A)** Muscle fibers were extracted from WT and *dy*^*W*^ fetuses at E17.5, and RNA-sequencing analysis was performed. On the left is a schematic representation of the methodology used. On the right is the volcano plot of the differently expressed genes in *dy*^*W*^ fetuses compared with WT. The down-regulated genes are represented in blue, the nonsignificant genes in gray, and the up-regulated ones in red. **(A, B, C)** Functional analysis of down-regulated (B) or up-regulated (C) genes in the RNAseq analysis described in (A). Counts indicate the number of genes found in each category. Class indicates the functional analysis class BP (biological process, circles), CC (cellular component, triangle), and MF (molecular function, square). Color indicates the scale for the −log_10_ (adjusted *P*-value). **(A, D)** Venn diagram comparing the differentially expressed genes (adjusted *P*-value of 0.01, log_2_ fold change of ±1.5) (described in (A)) with a previously published ChIP-seq database (10.17989/ENCSR000AHO, ENCODE), where C2C12 myoblasts and C2C12 myocytes (differentiated cells) were analyzed by histone ChIP-seq for different histone modifications. The presented Venn diagram specifically compares the histone H3 trimethylation on lysine 4 (H3K4me3) as a marker for active gene expression. **(D, E)** Functional analysis of the 191 genes with active expression in C2C12 myotubes but down-regulated in the RNAseq analysis of muscle fibers (identified in (D)). Counts indicate the number of genes found in each category. Class indicates the functional analysis class BP (biological process, circles), CC (cellular component, triangle), and MF (molecular function, square). Color indicates the scale for the −log_10_ (adjusted *P*-value). **(A, F, G, H)** Heatmaps of 20 representative genes (15 down-regulated and 5 up-regulated) from the Venn diagram analysis comparing the differentially expressed genes (adjusted *P*-value of 0.05, log_2_ fold change of ±1.5) of WT versus *dy*^*W*^ muscle fibers from the RNAseq analysis in (A) with the following gene ontologies: (F) GO:0030036 Actin Cytoskeleton Organization and GO:0042692 Muscle Cell Differentiation; **(G)** GO:0007049 Cell Cycle and GO:0006281 DNA Repair; and **(H)** GO:0006979 Response to Oxidative Stress and GO:0007005 Mitochondrial Organization.

### *Lama2* is crucial for gene expression regulating muscle fiber differentiation

Given the possible defect in muscle differentiation, we next compared the differentially expressed genes (DEGs) in fetal *dy*^*W*^ muscle fibers versus WT controls, with a previously published ChIP-seq database (10.17989/ENCSR000AHO, ENCODE), where C2C12 myoblasts and C2C12 myocytes (i.e., differentiated cells) were analyzed by histone chromatin immunoprecipitation sequencing (ChIP-seq) for different histone modifications. In particular, we compared the DEGs from our muscle fiber RNAseq with C2C12 myoblast and C2C12 myocyte ChIP-seq analysis for histone H3 trimethylation on lysine 4 (H3K4me3) (Fig 4D), a gene activation marker. 

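The copy of Table S1 used here lists 186 genes where the paper gives 191, so no overlap or enrichment was tested on it, and the C2C12 histone data behind it were not analysed here. Of the 186 genes, 166 had a mean normalized count of at least 5 in the muscle fiber libraries. At the thresholds of Fig 4A, 125 of the 166 were called lower in the libraries labelled *dy* W than in WT and 0 higher. All 166 had an unadjusted *P*-value under 0.05, and 146 were past an adjusted *P*-value of 0.01 adjusted over the list alone. Every WT library was above every library labelled *dy* W for 151 of the genes. None of these counts is independent evidence, since the list was chosen on these libraries.

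The reads behind these genes were few. The median over the 186 was 27 reads summed over the 4 WT libraries, and 123 of the 186 had 3 reads or fewer in each library labelled *dy* W. In WT, 154 of the tested genes had fewer than 2 times the reads predicted from the median reads per kb of odorant and vomeronasal receptor genes. No gene of the list was called with libraries scaled to the same total, where 142 had an unadjusted *P*-value under 0.05, or after quantile normalization, where 35 did. Without WT2, WT4 or *dy* W2, 0 were called, with 140, 144 and 159 at an unadjusted *P*-value under 0.05, and without *dy* W1 43 were called. Without WT1, WT3 or the library labelled *dy* W3 the count was 107, 126 and 108.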

191 genes were activated specifically in C2C12 myocytes (i.e., under differentiation conditions) and down-regulated in *dy*^*W*^ fetal muscle fibers (Fig 4D, Table S1). Functional analysis showed that these genes are critical for cell differentiation, including striated muscle cell differentiation, as well as cytoskeletal structure (Fig 4E). These data strongly support the hypothesis that muscle fiber differentiation is also impaired in *dy*^*W*^ fetuses.

Table S1. List of the 191 genes with active expression based on an H3K4me3 marker in C2C12 myocytes (i.e., differentiated cells) but down-regulated in the RNAseq analysis of muscle fibers (described in Fig 4D).

To broaden our analysis of the pathways that were altered in *dy*^*W*^ versus WT fetal muscle fibers, we compared the DEGs of WT versus *dy*^*W*^ muscle fibers with genes from various ontologies with relevance to our findings (Fig 4F–H, Tables S2, S3, S4, S5, S6, and S7). This analysis showed perturbations in actin cytoskeleton organization and muscle cell differentiation, including the down-regulation of *Cacna1s*, *Myh7*, and *Tmem182* (Fig 4F, Tables S2 and S3), some of the top down-regulated genes identified in our RNAseq analysis (Fig 4A). 

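At the thresholds of Tables S2 and S3, an adjusted *P*-value of 0.05 and an absolute log_2_ fold change of 1.5, 57 of the 65 genes that Table S2 lists as lower passed in the limma fit, as did 10 of its 22 higher genes. In the copies used here, *Cacna1s* and *Tmem182* are listed in Table S2, headed actin cytoskeleton organization, and not in Table S3, headed muscle cell differentiation, whereas *Actb* and *Nckap1* are listed in Table S3 and not in Table S2, so the headings of these tables may not match their contents and counts are given by table number. For Table S3 the numbers were 89 of 103 lower and 14 of 21 higher genes. Every tested gene, 86 of Table S2 and 118 of Table S3, had the sign that the paper lists. Adjusted over the list alone, 82 genes of Table S2 and 116 of Table S3 were past an adjusted *P*-value of 0.05. The paper chose these genes on the same libraries, so the counts are not independent evidence. Over Tables S2 to S7 together, 412 genes passed with all libraries, 260 without WT2, 253 without WT4 and 3 after quantile normalization. Of the 20 genes of the heatmap in Fig 4F, 17 passed, and *Lama1*, *Tmem182* and *Nck1* did not.

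*Cacna1s*, which encodes the pore-forming subunit of the muscle L-type calcium channel, lies on chromosome 1 of GRCm39 from 135980259 to 136047560 and overlaps *Gm37014*. Its log_2_ fold change was −4.09 (SE 0.769, limma adjusted *P*-value of 0.00478). *Myh7*, the slow myosin heavy chain, lies on chromosome 14 from 55208141 to 55232084 on the minus strand and overlaps the noncoding gene *Mhrt*, so reads can be counted for either. It had a log_2_ fold change of −4.95 (SE 0.650, limma adjusted *P*-value of 0.00372). *Tmem182*, on chromosome 1 from 40844497 to 40899205, had a log_2_ fold change of −2.91 (SE 1.08, limma adjusted *P*-value of 0.0692) and was not called, since WT1 had no read of it. Without WT1 its log_2_ fold change was −3.88 (limma adjusted *P*-value of 0.00421), and over all alternatives its adjusted *P*-value ranged from 0.00421 to 0.948.

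The value of *Myh7* moved most after quantile normalization, to −2.03, and that of *Cacna1s* with a pseudocount of 0.1, to −7.32, against −1.08 after quantile normalization. The log_2_ fold change of *Cacna1s* stayed between −4.57 and −3.77 and that of *Myh7* between −5.06 and −4.84 with each library left out in turn. Neither gene was called without WT2, WT4 or *dy* W2, and *Cacna1s* also not without *dy* W1. In those fits the adjusted *P*-values were 0.0136, 0.0142, 0.0222 and 0.0152 for *Cacna1s* and 0.0127, 0.0121 and 0.0141 for *Myh7*, within ranges over all alternatives of 0.000764 to 0.524 and 0.000708 to 0.311.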

*Cacna1s* and *Tmem182* were also identified as common genes in our comparison between DEGs from our muscle fiber RNAseq with C2C12 myoblast and C2C12 myocyte ChIP-seq analysis for H3K4me3 (Table S1). In addition, we compared DEGs with cell cycle and DNA repair gene ontologies, where genes such as the cell cycle regulator *E2f1* and the DNA repair genes *Exo1* and *Lig4* were found to be down-regulated (Fig 4G, Tables S4 and S5). 

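Table S4 lists 183 lower and 89 higher cell cycle genes, of which 149 and 43 passed an adjusted *P*-value under 0.05 and an absolute log_2_ fold change over 1.5 in the limma fit. For the DNA repair genes of Table S5 the numbers were 45 of 53 lower and 12 of 27 higher genes. All 260 tested genes of Table S4 and all 79 of Table S5 had the listed sign, and 251 and 77 were past an adjusted *P*-value of 0.05 adjusted over the list alone, which is not independent evidence. Of the 20 genes in Fig 4G, all but *Cdc73*, *Pcna* and *Smc2* passed.

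*E2f1*, on chromosome 2 of GRCm39 from 154401326 to 154411812, had 47.7 ± 21.7 normalized counts (SD, n = 4) in WT and 5.31 ± 4.45 (SD, n = 3) in the libraries labelled *dy* W, with no overlap between them (exact two-sided permutation test, *P* = 0.0571). Its log_2_ fold change of −3.25 (SE 0.848, limma adjusted *P*-value of 0.0176) passed the threshold of Tables S4 and S5 but not that of Fig 4A, which it passed without the library labelled *dy* W3 (−3.80, limma adjusted *P*-value of 0.0065, in a range over all alternatives of 0.0065 to 0.454). It was not past 0.05 without WT1, WT2 or WT4, with adjusted *P*-values of 0.0621, 0.0551 and 0.0545. *Exo1*, an exonuclease gene on chromosome 1 from 175708143 to 175741055, had 93.3 ± 39.1 (SD, n = 4) and 9.61 ± 3.20 (SD, n = 3) normalized counts. Its log_2_ fold change was −3.07 (SE 0.679, limma adjusted *P*-value of 0.00861). It was past 0.01 with all libraries and not without WT1, WT2, WT4, *dy* W1 or *dy* W2, where the adjusted *P*-values were 0.0227, 0.0394, 0.0384, 0.0152 and 0.0271. *Lig4*, a DNA ligase gene on chromosome 8 from 10019049 to 10027686 that overlaps *Abhd13*, had 18.6 ± 7.11 (SD, n = 4) and 0.379 ± 0.657 (SD, n = 3) normalized counts. Its log_2_ fold change was −3.85 (SE 0.707, limma adjusted *P*-value of 0.00456), which quantile normalization moved most, to −0.17. It was not past 0.01 without WT2, WT4, *dy* W1 or *dy* W2, with adjusted *P*-values of 0.0156, 0.0147, 0.0142 and 0.0158. The ranges over all alternatives were 0.006 to 0.277 for *Exo1* and 0.00386 to 0.959 for *Lig4*.

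In the WT libraries together, *E2f1* had 59 reads, *Exo1* 120 and *Lig4* 23. From their exon lengths, the median level of odorant and vomeronasal receptor genes would give 23.3, 59.9 and 35.4 reads. In the libraries labelled *dy* W, 86 reads were counted on *E2f1*, 204 on *Exo1* and 9 on *Lig4*, out of more reads counted on all genes.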

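*Gpx2*, *Gpx5* and *Gpx6* encode glutathione peroxidases, and *Nqo1* encodes a quinone oxidoreductase. None of the libraries labelled *dy* W held a read of *Gpx2*, *Gpx5* or *Gpx6*. In the 4 WT libraries together, 26 reads were counted on *Gpx2* (chromosome 12 of GRCm39 from 76839107 to 76842326), 18 on *Gpx5* (chromosome 13 from 21470599 to 21476901) and 13 on *Gpx6* (chromosome 13 from 21496295 to 21503794). The WT normalized counts were 18.7 ± 14.4, 15.0 ± 8.87 and 11.1 ± 7.44 (SD, n = 4), and the genes were at least 26.3-fold, 21.1-fold and 15.6-fold lower in the libraries labelled *dy* W. The bound of *Gpx2* was 17.4-fold without WT4, and the bounds of the 3 genes were 55.8-fold, 44.7-fold and 33.0-fold without the library labelled *dy* W3. The median level of odorant and vomeronasal receptor genes would give 21.7, 11.3 and 9.21 reads for their exon lengths. *Gpx2* overlaps *Fntb*, and *Gpx5* and *Gpx6* are neighbouring, related genes whose reads can be split. The log_2_ fold changes were −3.98 (SE 0.788), −3.82 (SE 0.712) and −3.36 (SE 0.722), with limma adjusted *P*-values of 0.00555, 0.0047 and 0.0076. After quantile normalization they were −0.96, −0.47 and 0.004, so that *Gpx6* changed sign. That change reflects the value which this normalization gives to genes without a read. None of the 3 was past an adjusted *P*-value of 0.01 without WT2 (0.0169, 0.0127 and 0.0147), without *dy* W1 (0.0178, 0.0159 and 0.028) or without *dy* W2 (0.0251, 0.0233 and 0.037). *Gpx2* and *Gpx5* were also not past it without WT4 (0.0129 and 0.0135), nor *Gpx6* without the library labelled *dy* W3 (0.0141). Without WT1 or WT4 the mean of *Gpx6* fell under 5 normalized counts and it was not tested. Over all alternatives the adjusted *P*-values ranged from 0.00084 to 0.603 for *Gpx2*, from 0.000724 to 0.798 for *Gpx5* and from 0.000946 to 0.998 for *Gpx6*.

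*Nqo1*, on chromosome 8 from 108113835 to 108129934, had 32.2 ± 18.6 normalized counts (SD, n = 4) in WT and 1.62 ± 2.65 (SD, n = 3) in the libraries labelled *dy* W, with a log_2_ fold change of −3.97 (SE 0.876, limma adjusted *P*-value of 0.00844). With any 1 library left out its adjusted *P*-value was above 0.01, and it was highest without WT2, at 0.0349. Of the oxidative stress genes that Table S6 lists, 40 of 51 lower and 4 of 7 higher genes passed an adjusted *P*-value under 0.05 and an absolute log_2_ fold change over 1.5. For the mitochondrial genes of Table S7 the numbers were 42 of 53 and 10 of 22. All 54 and 71 tested genes had the listed sign, and 54 and 70 were past an adjusted *P*-value of 0.05 adjusted over the list alone, on the libraries that the lists were chosen on. In Fig 4H, 14 of 20 genes passed, and *Nod2*, *Sod3*, *Atg3*, *Prdx3*, *Sod1* and *Tomm20* did not.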

Comparison of DEGs with genes involved in oxidative stress response and mitochondrion organization revealed the down-regulation of several antioxidant genes such as *Gpx2*, *Gpx5*, *Gpx6*, and *Nqo1* (Fig 4H, Tables S6 and S7). Collectively, these data show that the absence of *Lama2* in fetal muscle fibers has a key impact on multiple pathways.

Table S2. List of genes obtained from the Venn diagram analysis comparing the differentially expressed genes (*P*-value of 0.05, log_2_ fold change of ±1.5) of WT versus *dy*^*W*^ muscle fibers (in Fig 4) with gene ontology analysis using the GO:0030036 Actin Cytoskeleton Organization.

Table S3. List of genes obtained from the Venn diagram analysis comparing the differentially expressed genes (*P*-value of 0.05, log_2_ fold change of ±1.5) of WT versus *dy*^*W*^ muscle fibers (in Fig 4) with gene ontology analysis using the GO:0042692 Muscle Cell Differentiation.

Table S4. List of genes obtained from the Venn diagram analysis comparing the differentially expressed genes (*P*-value of 0.05, log_2_ fold change of ±1.5) of WT versus *dy*^*W*^ muscle fibers (in Fig 4) with gene ontology analysis using the GO:0007049 Cell Cycle.

Table S5. List of genes obtained from the Venn diagram analysis comparing the differentially expressed genes (*P*-value of 0.05, log_2_ fold change of ±1.5) of WT versus *dy*^*W*^ muscle fibers (in Fig 4) with gene ontology analysis using the GO:0006281 DNA Repair.

Table S6. List of genes obtained from the Venn diagram analysis comparing the differentially expressed genes (*P*-value of 0.05, log_2_ fold change of ±1.5) of WT versus *dy*^*W*^ muscle fibers (in Fig 4) with gene ontology analysis using the GO: 0006979 Response to Oxidative Stress.

Table S7. List of genes obtained from the Venn diagram analysis comparing the differentially expressed genes (*P*-value of 0.05, log_2_ fold change of ±1.5) of WT versus *dy*^*W*^ muscle fibers (in Fig 4) with gene ontology analysis using the GO:0007005 Mitochondrial Organization.

### *Myh2*, *Myh7*, *Tmem182*, and *Cacna1s* are down-regulated in the absence of *Lama2*

To validate the important defect in fetal muscle fiber differentiation identified in our RNAseq analysis (Fig 4), we analyzed four top hits: the fast MyHC gene *Myh2*, previously shown to be implicated in skeletal muscle differentiation; the slow MyHC gene *Myh7*, typically expressed during embryonic myogenesis and in slow myofibers (Pette & Staron, 2000; Schiaffino et al, 2015; Chatterjee et al, 2019; Agarwal et al, 2020); the MYOD target gene *Tmem182*, a negative regulator of muscle growth (Luo et al, 2021); and the α1 s subunit of the voltage-gated L-type Ca^2+^ channel (Cav1.1) (*Cacna1s*), recently shown to be required for muscle fiber maturation (Dos Santos et al, 2023) (Fig 5). A comparison between the normalized counts of the RNAseq (Fig 5A–D) and qPCR results of isolated muscle fibers from E17.5 WT and *dy*^*W*^ fetuses (Fig 5E–H) confirmed the down-regulation of these genes. This additional evidence supports the presence of a defective muscle differentiation signature in *dy*^*W*^ fetuses.

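The normalized counts of Fig 5A–D rest on few reads. *Myh7* had 5, 15, 13 and 12 reads in WT1 to WT4, and 0, 2 and 0 in the libraries labelled *dy* W by replicate number. *Myh2*, the fast myosin heavy chain gene on chromosome 11 of GRCm39 from 67061838 to 67088989, had 6, 12, 3 and 10 reads in WT and 0 in the other group. *Tmem182* had 0, 6, 3 and 8 reads in WT, *Cacna1s* had 1, 12, 7 and 8, and neither had a read in the libraries labelled *dy* W.

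In normalized counts, *Myh7* was at 32.9 ± 7.27 (SD, n = 4) in WT and 0.0843 ± 0.146 (SD, n = 3) in the libraries labelled *dy* W. *Myh2* was at 25.5 ± 12.9 (SD, n = 4) in WT and at least 35.8-fold lower in the other group, with a log_2_ fold change of −4.49 (SE 0.790, limma adjusted *P*-value of 0.0043). *Cacna1s* was at 19.3 ± 11.9 (SD, n = 4) and at least 27.1-fold lower. For these 3 genes every WT library was above every library labelled *dy* W (exact two-sided permutation test, *P* = 0.0571 for each). Abundant myofiber genes summed to 1203 normalized counts in *dy* W1, 17360 in *dy* W2, 12317 in the library labelled *dy* W3 and at least 3956 in WT. Counts of 0 in *dy* W1 therefore cannot tell lower expression from fewer muscle transcripts in that library. *Myh3* and *Myh8* had no read there, but 219.8 and 114.0 normalized counts in *dy* W2 and 15.6 and 92.3 in the library labelled *dy* W3. Their WT means were 55.9 and 88.0. *Tmem182* was at 11.9 ± 11.1 (SD, n = 4), at least 16.7-fold lower in the other group, and the groups met at 0 because WT1 had no read (exact two-sided permutation test, *P* = 0.229). Its bound was 10.5-fold without WT4. Without the library labelled *dy* W3 the bounds were 75.9-fold for *Myh2*, 57.5-fold for *Cacna1s* and 35.4-fold for *Tmem182*.

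The log_2_ fold change of *Myh2* moved most with a pseudocount of 0.1, to −7.73 (limma adjusted *P*-value of 0.000721, the lowest over its alternatives), and was −1.60 after quantile normalization (0.392, the highest). With each library left out in turn its value stayed between −5.04 and −4.30, and it was not called without WT2 (adjusted *P*-value of 0.0137), WT4 (0.0135), *dy* W1 (0.0118) or *dy* W2 (0.0179).

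The median reads per kb of odorant and vomeronasal receptor genes, applied to the exon lengths of these genes, predict more reads in WT than were counted. Over the 4 WT libraries, 45 reads were counted on *Myh7* where this level gives 67.3, 31 on *Myh2* where it gives 58.0, 17 on *Tmem182* where it gives 46.3 and 28 on *Cacna1s* where it gives 54.5. In the library labelled *dy* W3 the same level gives between 7.54 and 11.0 reads for the 4 genes, where 0 were counted on each.

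**Figure D3:**
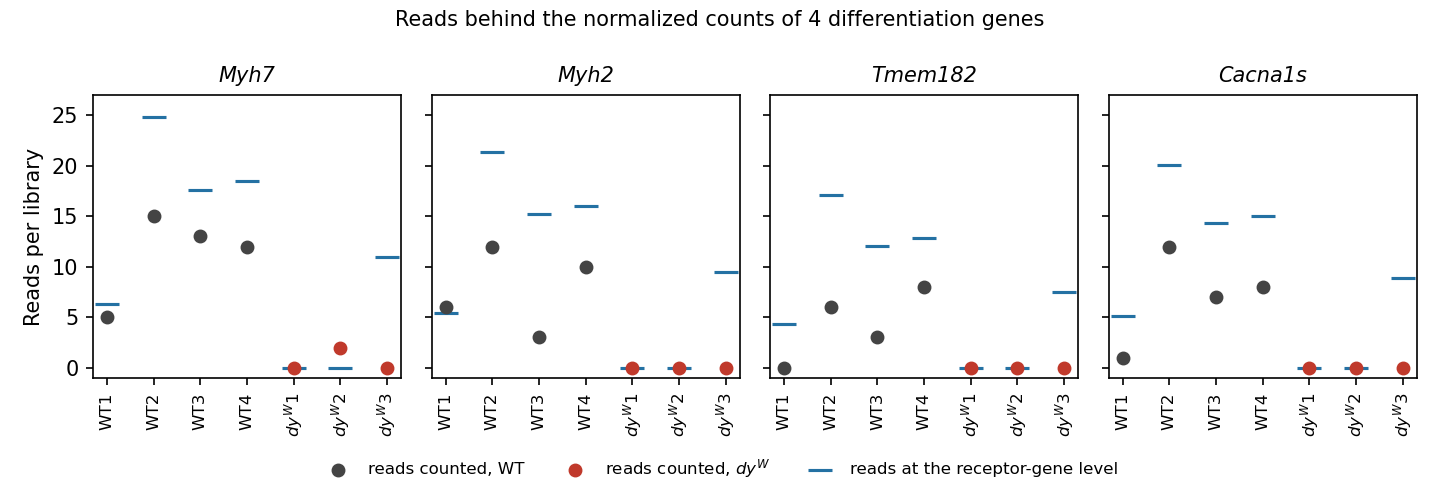
Reads counted on *Myh7*, *Myh2*, *Tmem182* and *Cacna1s* (vertical axis, reads per library) in each WT library (dark grey points) and each library labelled *dy* W (red points), with the reads that the median level of odorant and vomeronasal receptor genes gives for each gene's exon length (blue lines). No WT library holds more than 15 reads of any of the 4 genes, and 2 reads of *Myh7* in *dy* W2 are the only reads of these genes in the libraries labelled *dy* W.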

**Figure 5.**
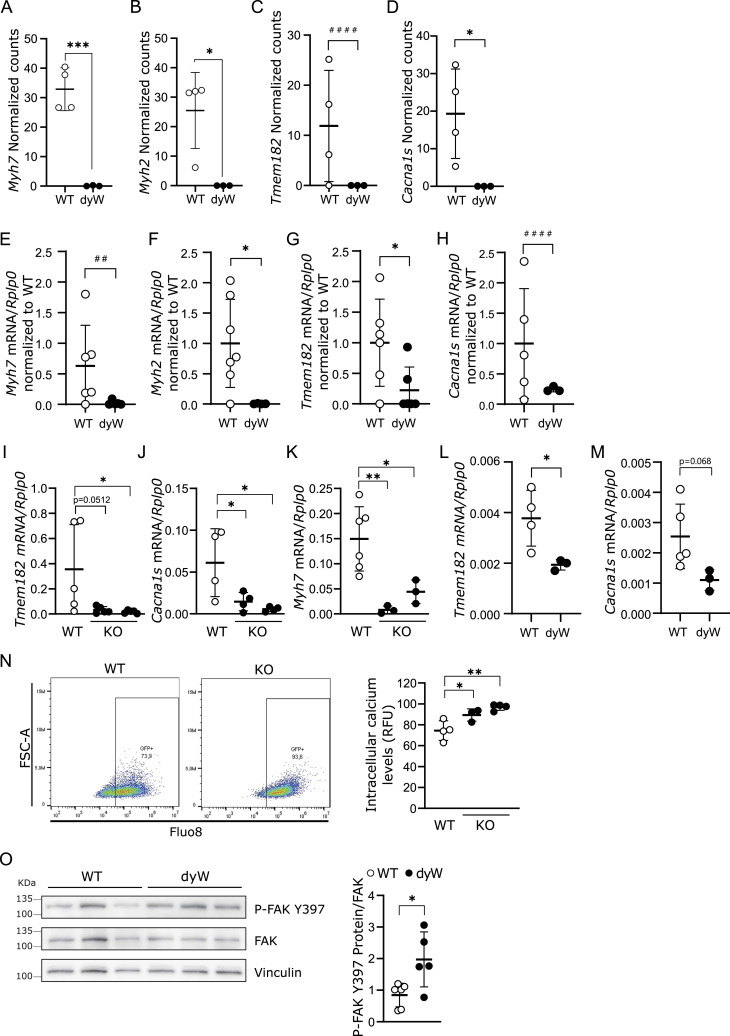
Expression of genes linked to cell differentiation. **(A, B, C, D)** Normalized counts of genes selected from the analysis in Fig 4, which are related to cell differentiation (*Myh7* (A), *Myh2* (B), *Tmem182* (C), and *Cacna1s* (D)). n = 3–4 independent samples per genotype. **(E, F, G, H)** To validate the data shown in A-D, epaxial muscles were collected from WT and *dy*^*W*^ fetuses at E17.5 and muscle fibers were separated. RNA was extracted from muscle fibers and cDNA synthesized. **(E, F, G, H)** Expression of genes selected from the analysis in Fig 4 was analyzed by qPCR (*Myh7* (E), *Myh2* (F), *Tmem182* (G), and *Cacna1s* (H)). Expression levels were normalized using the housekeeping gene *Rplp0*. n = 3–7 independent samples per genotype. **(I, J, K)** C2C12 WT cells and two independent *Lama2* knockout single-cell clones (KO) were cultured for 5 (I–J) or 14 d (K) to differentiate and then harvested. **(I, J, K)** RNA was extracted, and the expression of *Tmem182* (I), *Cacna1s* (J), and *Myh7* (K) was analyzed by qPCR. Expression levels were normalized using the housekeeping gene *Rplp0*. n = 3–6 independent samples per group were collected independently. **(L, M)** Primary fetal mouse myoblasts were isolated from WT and *dy*^*W*^ fetuses at E16.5–E19.5, left to adhere and proliferate for 4 d, and then incubated with differentiation medium for an additional 3 d. **(L, M)** Cells were then harvested, and the expression of *Tmem182* (L) and *Cacna1s* (M) was analyzed. Expression levels were normalized using the housekeeping gene *Rplp0*. n = 3–5 fetuses per genotype. **(N)** WT and KO C2C12 were incubated with Fluo-8 and analyzed by flow cytometry. Representative flow cytometry plots (left panel) and respective quantification of intracellular calcium levels (right panel) are shown. RFU, relative fluorescence units. **(O)** Protein extracts from epaxial muscles of WT and *dy*^*W*^ fetuses at E17.5 were analyzed by Western blot with anti-FAK Y397 and anti-FAK antibodies (left panel). Vinculin was used as the loading control. Densitometry analysis is shown on the right. n = 5–6 fetuses per genotype. **(A, B, C, D, E, F, G, H, I, J, K, L, M, N, O)** Statistical analysis was performed using an unpaired *t* test (*P*-value: *P < 0.05, ***P < 0.001) or an F test to compare variances (*P*-value: ^##^*P* < 0.01, ^####^*P* < 0.0001) in (A, B, C, D, E, F, G, H, I, J, K, L, M, N, O) and with ordinary one-way ANOVA in (I, J, K, N). Data are represented as the mean ± SD. *P*-value: *P < 0.05, **P < 0.01. The ROUT method was used to identify outliers.

We also analyzed whether the expression of these genes was impaired in our in vitro model for LAMA2-CMD under differentiation conditions. After 5 d of differentiation, *Tmem182* and *Cacna1s* were significantly down-regulated in *Lama2*-deficient cells (Fig 5I and J), whereas no significant difference was observed in *Myh7* expression, despite a tendency to be reduced in the absence of *Lama2* (Fig S3B). *Myh2* expression did not show differences under our experimental conditions (Fig S3B). However, *Myh7* was significantly decreased after 14 d of differentiation (Fig 5K), consistent with the defective differentiation phenotype found in vitro (Figs 2, 3, and S3). The expression of both *Tmem182* and *Cacna1s* was also found to be reduced in *dy*^*W*^ primary fetal myoblasts, when compared to WT myoblasts, 3 d after the addition of differentiation medium (Fig 5L and M).

Given that *Cacna1s* expression was found to be reduced both in vivo and in vitro, we quantified intracellular calcium levels in our in vitro model. Intracellular calcium levels were significantly higher in *Lama2*-deficient cells, compared with their WT counterparts (Fig 5N), possibly hinting at a deregulation in calcium import and export.

TMEM182 has been shown to negatively regulate muscle growth by interacting directly with integrin β1 (ITGB1), reducing both its binding to laminin and the ITGB1-dependent FAK activity (Luo et al, 2021). We therefore analyzed FAK phosphorylation (P-FAK) in whole muscles of E17.5 WT and *dy*^*W*^ fetuses. We found that P-FAK levels were higher in *dy*^*W*^ fetuses (Fig 5O), which is consistent with *Tmem182* down-regulation. Simultaneously, we observed an increase in *Itgb1* expression in E17.5 *dy*^*W*^ muscle fibers compared with WT in our RNAseq data (Fig S3C). This aligns with previous reports (Packer & Martin, 2021), indicating that the absence of functional *Lama2* disrupts the stability of integrin β1, the β chain of the α7β1 integrin, a key laminin 211 transmembrane receptor.

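*Itgb1*, on chromosome 8 of GRCm39 from 129411876 to 129460618, had 287 ± 148 normalized counts (SD, n = 4) in WT and 811 ± 315 (SD, n = 3) in the libraries labelled *dy* W. The WT libraries were at 235, 267, 496 and 151 normalized counts, and the others at 1024 and 959.9 in *dy* W1 and *dy* W2 and 449 in the library labelled *dy* W3, which lies below WT3. The groups therefore overlapped (exact two-sided permutation test, *P* = 0.114). The log_2_ fold change was 1.54 (SE 0.565, limma adjusted *P*-value of 0.0676) and rested on 433 reads in WT and 19023 in the libraries labelled *dy* W. The alternative that moved it most was voom on the recovered reads, which was chosen after seeing the data and gave 2.81 (adjusted *P*-value of 0.0112), against 2.68 (0.0216) with libraries scaled to the same total and 0.89 (0.526) after quantile normalization. It stayed between 1.27 and 1.92 with each library left out in turn, and the adjusted *P*-values over all alternatives ranged from 0.0112 to 0.526, so *Itgb1* was not called at 0.01 in any of them. Without WT3 or the library labelled *dy* W3 the adjusted *P*-value was 0.028 and 0.0434. Fig S3C tests this gene alone with an unpaired *t* test, without adjustment over genes. The unadjusted limma *P*-value with all libraries was 0.0241. In the authors' deposited DESeq2 comparison, *Itgb1* had a log_2_ fold change of 1.48 and an adjusted *P*-value of 0.0736.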

### Cell cycle defects, increased DNA damage, and altered redox regulation are present at the onset of LAMA2-CMD

Considering that our data using the in vitro C2C12 model (Fig 1) and the RNAseq analysis of isolated E17.5 muscle fibers (Fig 4) suggest that pathways other than muscle differentiation are implicated in the onset of LAMA2-CMD, we examined cell proliferation, DNA damage, oxidative stress, and mitochondrial dysfunction in E17.5 whole muscles (Fig 6). mRNA expression analysis of the cell cycle inhibitors *Cdkn1a* (encoding p21) and *Cdkn1c* (encoding p57) showed a significant increase in fetal *dy*^*W*^ muscle in comparison with WT, consistent with defective cell cycle regulation (Fig 6A). Similarly, levels of DNA damage were also higher in fetal muscles of *dy*^*W*^ compared with WT, as determined by the increase in the phosphorylation of histone H2AX (γH2AX) (Fig 6B). Despite the significant down-regulation observed for *Nqo1* gene expression in the RNAseq analysis (Fig 4H, Table S6), the same was not observed when analyzing NQO1 levels in fetal muscles from *dy*^*W*^ and WT mice at E17.5 (Fig 6B). Likewise, no changes were observed in the levels of the OXPHOS complexes (Fig S4A). 

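In the muscle fiber libraries, the WT normalized counts of *Nqo1* were 58.6, 29.7, 24.6 and 15.7, from 11, 11, 12 and 5 reads. The libraries labelled *dy* W had 0.195, 4.68 and 0 normalized counts, from 2, 37 and 0 reads, and lay below every WT library (exact two-sided permutation test, *P* = 0.0571). The 39 WT reads compare with 18.5 from the median level of odorant and vomeronasal receptor genes. *Nqo1* was past an adjusted *P*-value of 0.01 with all 7 libraries but not in any fit that left out 1 of them. In those fits its log_2_ fold change stayed between −4.77 and −3.51, and the limma adjusted *P*-value was lowest without the library labelled *dy* W3, at 0.0107, where the range over all alternatives was 0.00844 to 0.697.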

Considering that the onset of the disease was found to occur between E17.5 and E18.5 (Nunes et al, 2017), we asked whether the defect in antioxidant response and mitochondrial function could occur at E18.5. Our data showed that at E18.5, there were a significant decrease in the levels of NQO1 and an increase in complex I of the mitochondria (Fig 6C), whereas the remaining OXPHOS complexes were not altered (Fig S4B). These results are in accordance with our in vitro data (Fig 1), and further support the idea of an increase in oxidative stress at the onset of LAMA2-CMD.

**Figure 6.**
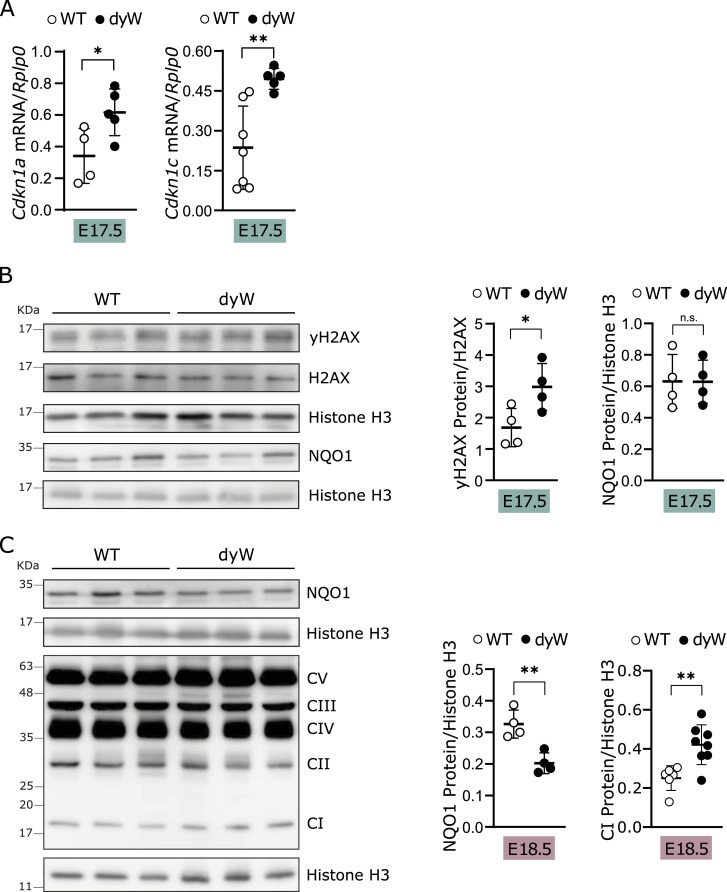
*Lama2* deficiency leads to alteration in genes linked to cell cycle, and triggers DNA damage and oxidative stress. **(A)** Epaxial muscles were collected from WT and *dy*^*W*^ fetuses at E17.5, and RNA was extracted. The expression of *Cdkn1a* and *Cdkn1c* was analyzed by qPCR and normalized using the housekeeping gene *Rplp0*. n = 4–7 fetuses per genotype. **(B)** Epaxial muscles were collected from WT and *dy*^*W*^ fetuses at E17.5; the protein extracts were analyzed by Western blot with anti-yH2AX, anti-NQO1, and anti-H2AX antibodies (left panel). Histone H3 was used as the loading control. Densitometry analysis is shown on the right. n = 4 fetuses per genotype. **(C)** Epaxial muscles were collected from WT and *dy*^*W*^ fetuses at E18.5; the protein extracts were analyzed by Western blot with anti-NQO1 and anti-oxidative phosphorylation (CI, complex I; CII, complex II; CIII, complex III; CIV, complex IV; CV, complex V) antibodies (left panel). Histone H3 was used as the loading control. Densitometry analysis is shown on the right. n = 4–8 fetuses per genotype. **(A, B, C)** Statistical analysis was performed using an unpaired *t* test for (A, B, C). Data are represented as the mean ± SD. *P*-value: *P < 0.05, **P < 0.01. The ROUT method was used to identify outliers.

**Figure S4.**
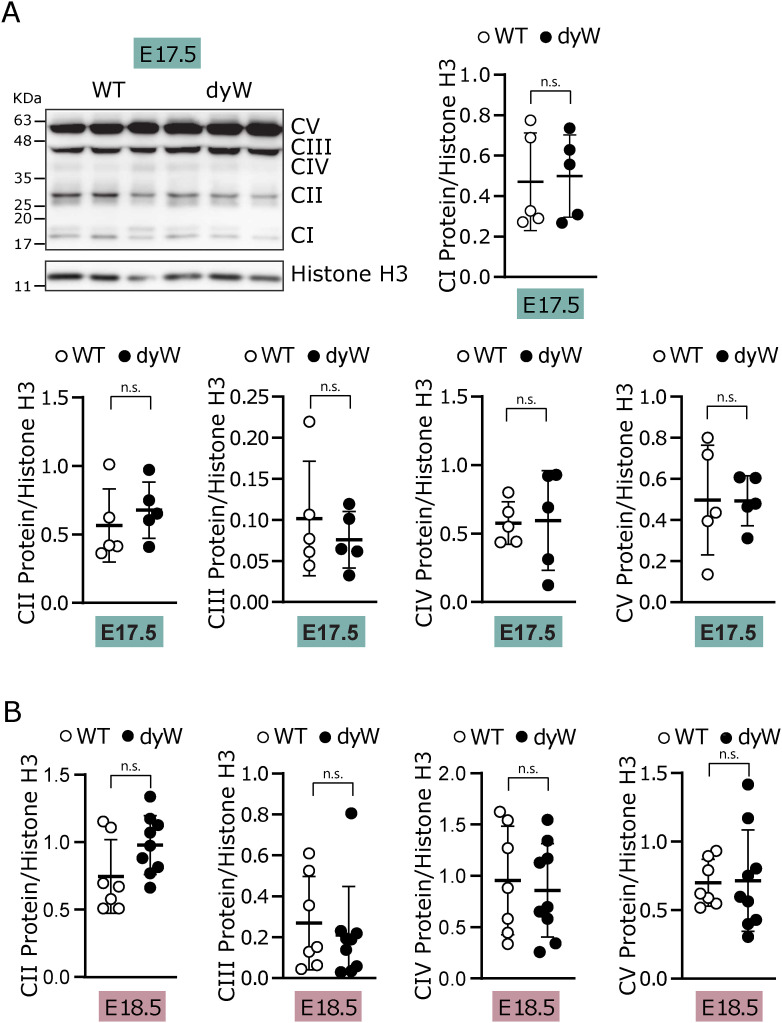
Analysis of mitochondrial complexes at E17.5 and E18.5. **(A)** Epaxial muscles were collected from WT and *dy*^*W*^ fetuses at E17.5, the protein extracts were analyzed by Western blot, and the membranes were probed with oxidative phosphorylation (CI, complex I; CII, complex II; CIII, complex III; CIV, complex IV; CV, complex V) antibodies. Histone H3 was used as the loading control. The densitometry analysis of CI is shown on the right, and densitometry analysis of CII, CIII, CIV, and CV is shown below. n = 5 fetuses per genotype. **(B)** Densitometry analysis of protein extracts obtained from epaxial muscles collected from WT and *dy*^*W*^ fetuses at E18.5. The extracts were analyzed by Western blot, and the membranes were probed with oxidative phosphorylation (CII, complex II; CIII, complex III; CIV, complex IV; CV, complex V) antibody cocktail as shown in Fig 6C. n = 7–9 fetuses per genotype. **(A, B)** Statistical analysis was performed using a *t* test for (A, B). Data are represented as the mean ± SD. *P*-value: n.s., not significant.

## Discussion

Recent studies in mouse models of LAMA2-CMD by our laboratory and others have shown that molecular and cellular alterations associated with this disease are detected early in life (Nunes et al, 2017; Gawlik et al, 2019). Moreover, an increase in Janus kinase/signal transducer and activator of transcription 3 (JAK/STAT3) signaling and a failure in normal muscle growth can be detected in fetal muscles of the *dy*^*W*^ mouse model (Nunes et al, 2017), suggesting that disease onset occurs between E17.5 and E18.5. Using both an in vitro model of LAMA2-CMD and the well-established *dy*^*W*^ mouse model for this disease, we have dissected the mechanisms underlying the onset of LAMA2-CMD. Our findings revealed a perturbation in cell proliferation (Figs 1 and 6A) and a profound defect in muscle differentiation, closely associated with cytoskeletal changes, as being at the core of the LAMA2-CMD onset in these two models (Figs 2–5 and S3). The timing of the defect in vivo (E17.5) correlates with a stage at which MuSCs have just entered their niche under the fully assembled basement membrane of myofibers (Kassar-Duchossoy et al, 2005; Nunes et al, 2017), which in the case of *dy*^*W*^ fetuses (and LAMA2-CMD patients) does not contain laminin 211. Several studies have underscored the importance of laminin binding for cell proliferation and differentiation, in particular for stem cells (Li et al, 2002; Yap et al, 2019). Accordingly, MuSCs may display a proliferation defect in the absence of *Lama2*, as indicated by our in vitro data (Fig 1C and D), and by our previous findings showing a reduction in the number of PAX7^+^ cells in *dy*^*W*^ fetuses (Nunes et al, 2017). Importantly, our results also demonstrate that the absence of *Lama2* leads to drastic changes in muscle differentiation in vitro using both C2C12 cells and isolated primary fetal myoblasts (Figs 2 and S3A). These findings are consistent with observations in *dy*^*W*^ embryonic stem cells (Kuang et al, 1998a) and correlate with a reduction in the myogenic regulatory factors *Myog* (Fig 3A) and MYF5 (Fig 3B and C), and an increase in the transcription factor NFIX (Fig 3C and D). These changes may indicate a failure to regulate the entry into fetal myogenesis (Messina et al, 2010; Ribeiro et al, 2023). Because NFIX expression should gradually increase during fetal development to assure a smooth transition from embryonic to fetal stages (Taglietti et al, 2016), it is plausible that this drastic alteration promotes cycles of regeneration and degeneration, exacerbating disease pathology. These cycles have been previously suggested in the context of α-sarcoglycan (*Sgca* null)– and dystrophin (*mdx*)-deficient dystrophic mice (Rossi et al, 2017). Even though muscle fiber generation is not compromised in the *dy*^*W*^ fetuses (Nunes et al, 2017), our RNAseq analysis showed that these fibers are severely compromised, with a profound down-regulation of gene expression (Fig 4A). These results raise the possibility that treatment with histone deacetylase inhibitors, which promote gene expression, could have a positive effect on LAMA2-CMD, as previously shown in the context of other muscular dystrophies such as Duchenne muscular dystrophy (Minetti et al, 2006; Consalvi et al, 2011).

A comparison of the top down-regulated and up-regulated genes with a previously published H3K4me3 ChIP-seq database from C2C12 myoblasts and C2C12 myocytes allowed us to identify 191 genes expected to be active under differentiation conditions in C2C12 cells that were down-regulated in our RNAseq analysis of E17.5 *dy*^*W*^ muscle fibers (Fig 4D, Table S1). These genes are involved in cell differentiation, including striated muscle cell differentiation, as well as cytoskeleton structure (Fig 4E). This further supports the hypothesis that a profound differentiation defect is at the core of LAMA2-CMD. Two key myosin heavy chain genes involved in muscle cell differentiation, *Myh7* and *Myh2*, were identified as being severely down-regulated (Fig 4A). MYH7 is a slow myosin that plays a critical role during embryonic and fetal muscle development. As development proceeds, other myosin chains start to be expressed, including the fast myosin MYH2, and are present from late fetal or early postnatal stages onward (Schiaffino et al, 2015). Thus, the reduced expression of *Myh7* and *Myh2* may compromise the differentiation and stability of *Lama2*-deficient myofibers (Figs 2 and 5). Moreover, this abnormal expression of myosin heavy chains may be related to the increased levels of NFIX (Fig 3C and D). This is consistent with previous studies showing that NFIX cooperates with SOX6 to repress the expression of MyHC-I (encoded by *Myh7*) during fetal muscle development (Taglietti et al, 2016).

Another two genes involved in myogenic differentiation, *Tmem182* and *Cacna1s* (Fig 4A), were identified as top hits in our RNAseq analysis, and these findings were validated both in vivo and in vitro (Fig 5). TMEM182 is a transmembrane protein with high expression in muscle and adipose tissues (Wu & Smas, 2008). Previous studies revealed that TMEM182 plays a role in myogenesis (Wu & Smas, 2008; Luo et al, 2021), where it negatively modulates ITGB1 by reducing its binding to laminin and by dampening ITGB1-dependent FAK activity (Luo et al, 2021). The absence of *Lama2* leads to *Tmem182* down-regulation (Figs 4A and 5), and the consequent reduction in the TMEM182-ITGB1 interaction is perhaps linked to the observed increase in P-FAK levels (Fig 5M). Even though FAK activation typically promotes differentiation and fusion (Graham et al, 2015), the profound alterations observed in the absence of *Lama2* (Fig 4A) align with the presence of aberrant myotubes. One such alteration could be linked with the regulatory mechanisms maintaining intracellular calcium levels, as suggested by the significant decrease in *Cacna1s* and an increase in intracellular calcium levels (Figs 4A and 5). Importantly, increased cytosolic calcium has been shown to be a feature of Duchenne muscular dystrophy (Allen et al, 2010). Moreover, *Cacna1s* has been studied in the context of muscle differentiation in C2C12 cells (Huang et al, 2019; Qiu et al, 2022) and calcium deregulation has been associated with LAMA2-CMD disease pathology (de Oliveira et al, 2014). Down-regulation of *Cacna1s* has also been shown to occur in C2C12 cells treated with FGF9 (Huang et al, 2019), and correlated with defective differentiation. In contrast to our findings, this study shows that FGF9 leads to a shift toward a more proliferative phenotype (Huang et al, 2019). In another study, the increase in the mRNA expression of *Cacna1s* and other calcium-related genes was found to coincide with that of myogenic factors such as *Myf5*, *Myod*, and *Myog* (Qiu et al, 2022). In keeping with these results, we showed that *Lama2* deficiency leads to a simultaneous decrease in the expression of *Myog* (Fig 3A), MYF5 (Fig 3B and C), and *Cacna1s* (Fig 5J). Finally, our in vivo findings from the RNAseq analysis (Fig 4A), and subsequent validation (Fig 5H), support the idea that *Cacna1s* expression is required not only for muscle differentiation, but also for myofiber maturation (Dos Santos et al, 2023).

In addition to perturbations in proliferation and a dramatic impairment in muscle differentiation, we have identified DNA damage and oxidative stress as hallmarks of the disease onset, both in in vitro (Fig 1) and in vivo (Figs 4 and 6). Moreover, our in vitro data (Fig S2C) and previous in vivo findings (Nunes et al, 2017) suggest that even though apoptosis is a hallmark of LAMA2-CMD and its inhibition improved the outcome of the disease (Girgenrath et al, 2004), it seems to be a consequence of the disease rather than a primary cause. This result is consistent with the absence of apoptotic fibers observed in the *dy*^*3K*^*/dy*^*3K*^ mouse model of LAMA2-CMD at E18.5 (Gawlik et al, 2019). DNA damage and oxidative stress could also influence muscle differentiation, as demonstrated by studies indicating that both DNA damage (Puri et al, 2002) and increased expression of HO-1 (Kozakowska et al, 2012) can inhibit C2C12 differentiation, the former by inhibiting muscle-specific genes (Puri et al, 2002) and the latter by targeting striated muscle–specific miRNAs, called myomiRs (Kozakowska et al, 2012). In addition, the decreased levels of reduced glutathione observed in our in vitro model (Fig 1E) align with the previously described aged MuSCs (Benjamin et al, 2023). This may provide an explanation for the reduction of the MuSC pool observed in *dy*^*W*^ fetuses (Nunes et al, 2017). Our data also suggest that *Lama2* deficiency triggers DNA damage, in both the in vitro model (Fig 1M) and E17.5 fetuses in vivo (Figs 4G and 6B). This occurs before the observed changes in oxidative stress and mitochondrial composition, which occur at E18.5 (Fig 6C). Therefore, it is unlikely that the increase in DNA damage is a consequence of increased ROS levels, but rather an independent mechanism that can have an important contribution to the disease. Accordingly, DNA repair is decreased in differentiated myoblasts/myotubes, in particular base excision repair, a DNA repair mechanism that is the first line of response against DNA oxidation (Narciso et al, 2007). In the absence of *Lama2*, this might be exacerbated by the down-regulation of several DNA repair genes, including key genes involved in homologous recombination (e.g., *Brca2*, *Rad51c*, *Mdc1*, *Exo1*, *Mre11*) (Fig 4G, Table S5), a central pathway in DNA double-strand break repair. 

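*Brca2* had the highest count of the DNA repair genes named, with 915 ± 679 normalized counts (SD, n = 4) in the WT muscle fiber libraries and 83.0 ± 30.7 (SD, n = 3) in the libraries labelled *dy* W. It lies on chromosome 5 of GRCm39 from 150446057 to 150496080, where 3 annotated genes overlap it, *N4bp2l1* among them. Its 1009 WT reads were 9.11 times the number that the median level of odorant and vomeronasal receptor genes gives. The log_2_ fold change was −3.20 (SE 0.679, limma adjusted *P*-value of 0.00721), which voom on the recovered reads, chosen after seeing the data, moved most, to −1.86. With libraries scaled to the same total it was −2.06 (adjusted *P*-value of 0.107, the highest over its alternatives, of which the lowest was 0.00354). *Rad51c*, on chromosome 11 from 87267471 to 87295780, had 58.3 ± 19.3 (SD, n = 4) and 2.15 ± 2.84 (SD, n = 3) normalized counts, with a log_2_ fold change of −4.59 (SE 0.816, limma adjusted *P*-value of 0.0044). *Brca2* and *Rad51c* were not past an adjusted *P*-value of 0.01 without WT1 (0.0128 for each), WT2 (0.0266 and 0.0152), WT4 (0.0239 and 0.0176), *dy* W1 (0.0238 and 0.0113) or *dy* W2 (0.0268 and 0.0158). For *Rad51c* the adjusted *P*-values over all alternatives ranged from 0.0018 to 0.182.

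*Mdc1*, on chromosome 17 from 36152384 to 36170563 and overlapped by *Ppp1r18os*, had 87.8 ± 36.6 (SD, n = 4) and 19.6 ± 13.5 (SD, n = 3) normalized counts and a log_2_ fold change of −2.19 (SE 0.696). The gene of *Mre11*, listed as *Mre11a* on chromosome 9 from 14695512 to 14749335 and overlapped by *Ankrd49*, had 44.2 ± 17.5 (SD, n = 4) and 5.54 ± 4.28 (SD, n = 3) normalized counts and a log_2_ fold change of −3.04 (SE 0.804). Their limma adjusted *P*-values of 0.0411 and 0.0189 passed the threshold of Table S5 but not that of Fig 4A. *Mdc1* was not past 0.05 without WT1 (0.0993), WT2 (0.106), WT4 (0.119), *dy* W2 (0.0959) or the library labelled *dy* W3 (0.061), in a range over all alternatives of 0.0219 to 0.676. *Mre11a* was not past it without WT1 (0.0654), WT2 (0.0704) or WT4 (0.0563). Without the library labelled *dy* W3 the adjusted *P*-value of *Mre11a* was 0.00705, the lowest over its alternatives, of which the highest was 0.849. With the receptor-gene level subtracted from every library, an alternative chosen after seeing the data, the log_2_ fold change of *Mre11a* was 0.56. All WT libraries were above all libraries labelled *dy* W for each of these genes (exact two-sided permutation test, *P* = 0.0571).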

The down-regulation of DNA repair genes and the differentiation-related reduction in base excision repair are likely to contribute to the increase in DNA damage. This is further promoted by the later accumulation of ROS, contributing to myofiber degeneration. In addition, the link between defective DNA repair/cell cycle and oxidative stress–associated mitochondrial dysfunction may also be potentiated by the increased expression of *Cdkn1a* in the absence of *Lama2* (Fig 6A). *Cdkn1a* encodes the key cell cycle regulator p21, and increased levels of p21 lead to mitochondrial dysfunction, DNA damage, and defective skeletal muscle (Englund et al, 2023). Possible mechanisms associated with the increase in oxidative stress may be the increase in mitochondrial complex I (Figs 1H and 6C) and changes in intracellular calcium (Fig 5L), because complex I has also been implicated in the regulation of calcium transport (Urra et al, 2017; Balderas et al, 2022). Moreover, mutations in complex I have also been associated with mitochondrial branching, as observed in the context of Leigh syndrome, a mitochondrial disorder (Meshrkey et al, 2021). This indicates that defective complex I regulation may have a pleiotropic effect, also leading to increased mitochondrial branching in *Lama2*-deficient myoblasts (Fig 1I–K). In vivo, an increase in complex I and a reduction in the levels of the antioxidant protein NQO1 are not evident at E17.5, but rather at E18.5 (Fig 6B and C), suggesting that they may be a consequence of an earlier dysfunction. Nonetheless, our findings support the notion that antioxidant treatment could be a potential therapeutic approach for LAMA2-CMD, as proposed by other studies in postnatal stages (Harandi et al, 2020).

The overall dramatic impact caused by the absence of *Lama2* leads to profound alterations in important signaling pathways that are involved in the communication between extra- and intracellular environments, such as FAK (Fig 5M) and JAK/STAT3 (Nunes et al, 2017). Another possibility is that faulty laminin 211–integrin binding to the α7β1 integrin and/or dystroglycan alters cellular biomechanical properties, with potentially wide-ranging effects, including changes in gene expression (Goult et al, 2022). Several studies have shown that alterations in ECM structure and rigidity (i.e., ECM stiffness) can influence a variety of cellular processes (Handorf et al, 2015). For example, we detected a collagen-enriched ECM signature in *dy*^*W*^ fetuses (Fig 4C), which can impair proliferation (Lacraz et al, 2015), impact nuclear stability and trigger DNA damage (Cho et al, 2019; Deng et al, 2020), and result in changes in mitochondrial function and fusion (Chen et al, 2021; Tharp et al, 2021; Cai et al, 2023). These modifications in ECM composition likely represent the initial signs of fibrosis, which characterizes later stages of LAMA2-CMD (Yurchenco et al, 2018; Gawlik & Durbeej, 2020), but not its onset (Nunes et al, 2017).

In this study, we present the first evidence of what molecular and cellular processes underlie the onset of LAMA2-CMD in mouse models of the disease. Although previous studies have reported proliferation and differentiation defects, along with increased oxidative stress and metabolic alterations (de Oliveira et al, 2014; Fontes-Oliveira et al, 2017; Nunes et al, 2017; Yurchenco et al, 2018; Gawlik et al, 2019; Kölbel et al, 2019; Gawlik & Durbeej, 2020; Harandi et al, 2020; Martins et al, 2021), as important hallmarks for LAMA2-CMD disease pathology, we have, for the first time, linked some of these changes to the disease onset during fetal development. Specifically, we have shown that *Lama2*-deficient myoblasts cultured in vitro increase NFIX levels and fail to up-regulate Myogenin and Myomaker, leading to an inability to fuse. Moreover, we showed that the expression of key genes associated with muscle differentiation, including *Myh2*, *Myh7*, *Tmem182*, and *Cacna1s*, is severely impaired in the absence of *Lama2*, as soon as laminin-α2 assumes its role as the central laminin isoform in the basement membrane of muscle fibers.

Our results provide an important framework for studies aiming to therapeutically target the primary defect of this disease, which can hopefully increase the lifespan and quality of life of LAMA2-CMD patients. In addition, because a significant number of alterations appear to be shared among various muscular dystrophies, these findings could offer valuable insights into the study of other less understood muscular dystrophies.

## Materials and Methods

### Animals

Mice were bred and maintained under specific pathogen-free (SPF) conditions at the Instituto Gulbenkian de Ciência (IGC), and heterozygous crossings were performed at FCUL. All experimental protocols were approved by the Ethics Committee of IGC, the organization responsible for animal welfare (*Órgão Responsável pelo Bem-estar dos Animais* [ORBEA]) at IGC and at FCUL, and subsequently licensed by the Portuguese National Entity (*Direcção Geral de Alimentação e Veterinária*) (license 0421/000/000/2020 and 0421/000/000/2022). Experimental procedures were performed according to the Portuguese (Portaria no 1005/92, Decreto-Lei no 113/2013, and Decreto-Lei no 1/2019) and European (Directive 2010/63/EU) legislations concerning housing, husbandry, and animal welfare. Heterozygous *dy*^*W*^ C57BL/6 mice (gift from Eva Engvall via Dean Burkin; the University of Nevada, Reno, NV, USA) were crossed to obtain homozygous *dy*^*W*^ mutants and WT fetuses (Kuang et al, 1998b). Pregnant females were anesthetized with isoflurane and euthanized by cervical dislocation, and the uterine horns were removed and placed in ice-chilled PBS. Fetuses were removed from the uterine horns, maintained in ice-chilled PBS, and decapitated. Tails from fetuses were collected for genotyping. For tail lysis, 25 mM NaOH/0.2 mM EDTA was added to the samples and they were placed in a thermocycler at 95°C for 30 min; then, 40 mM Tris–HCl, pH 5.5, was added to the mixture in a 1:1 ratio and centrifuged for 3 min. For PCR, 1 μl of undiluted mixture was used per reaction. All PCRs were performed using Xpert Fast Hotstart DNA Polymerase according to the manufacturer’s instructions. The primers used are listed in the Key Resources Table (*Oligonucleotides—DNA genotyping*). Epaxial muscles were isolated from E17.5 and E18.5 WT and *dy*^*W*^ fetuses and used in the different analyses or stored at −80°C for long-term preservation.

### Cell lines

C2C12 myoblast cell lines were grown in Dulbecco’s modified Eagle’s medium (DMEM), supplemented with 10% FBS and 1% of an antibiotic mixture: penicillin (10,000 U/ml) and streptomycin (10 mg/ml) (complete or proliferation medium). The cell lines were maintained in culture at 37°C, 5% CO_2_, and constant humidity. When 70% of confluency was reached, trypsin–EDTA or TrypLE Express Enzyme was used to passage the cells.

### Generation of *Lama2* KO C2C12 cell lines

The in vitro model for LAMA2-CMD was established through the deletion of the *Lama2* gene from C2C12 cells by CRISPR/Cas9 (knockout C2C12 cell lines) using two gRNAs targeting exons 4 and 9 of *Lama2* cloned in pRP[CRISPR]-Puro-hCas9-U6 (Key Resources Table *Oligonucleotides—gRNA oligos and cloning oligos*). Transfection of C2C12 cells was performed using the Lipofectamine 3000 transfection reagent, according to the manufacturer’s instructions. Approximately 48 h after transfection, selection was performed using 3 µg/ml puromycin for 48 h. Upon selection, single-cell clones were isolated by limiting dilution (8 cells/ml). Alternatively, C2C12 cells were cotransfected with the plasmids carrying the gRNA and a GFP-expressing plasmid. In this second approach, GFP-positive cells were individually isolated through FACS (FACSAria III [BD Biosciences]). In both approaches, isolated clones were expanded in complete medium with 20% FBS. qPCR was performed to evaluate the *Lama2* deletion in C2C12 single-cell clones (Key Resources Table *Oligonucleotides—qPCR oligos*), and Sanger sequencing (STAB VIDA) was performed to confirm the gene editing. To confirm the presence of deletions, a PCR was also performed (see Key Resources Table *Oligonucleotides—gRNA oligos and cloning oligos* for primers and the animal section on methods for PCR protocol). Transfection and clonal selection were recurrently performed over time, taking into account the characteristics associated with *Lama2* deletion.

### Differentiation assay

WT and *Lama2* knockout C2C12 cells were plated (day −1) in complete DMEM at a density of 50,000 cells per well in a 24-well plate with coverslips and left to differentiate until day 5 or 14. Images were acquired on days 0, 2, 5, 7, 12, and 14 using Optika IM-3LD4 with LED fluorescence under a 20x objective lens coupled with a Canon EOS M200 camera. On day 5 or day 14, cells were fixed for immunofluorescence assay or collected for RNA extraction.

### Proliferation assay

To analyze the proliferation of the different C2C12 cell lines, a resazurin assay was performed. For that, on the day before the experiment, WT and *Lama2* knockout C2C12 cells were plated in a 96-well plate (5,000 cells per well). On the next day (day 0), cells were incubated in 1x resazurin solution in complete DMEM for 1 h 20 min. Fluorescence (excitation filter 531/40 nm; emission filter 595 nm) was measured using a Victor 3V plate reader (PerkinElmer) on days 0, 1, 2, and 5. The fluorescence levels were normalized to control and to day 0 for each cell line.

### Cell cycle analysis

To evaluate the cell cycle progression of the different C2C12 cell lines, the cells and growth media were collected and washed with 1x PBS. They were subsequently resuspended in PBS, followed by the addition of ice-cold absolute ethanol drop by drop. Cells were fixed at −20°C for at least 24 h. Immediately before the analysis by flow cytometry, cells were centrifuged, the ethanol was discarded, and the cells were resuspended in 1x PBS with 5 mg/ml RNase for 5 min at room temperature (RT). After incubation, the cells were centrifuged and resuspended in 1x PBS with 50 μg/ml of propidium iodide (PI). Flow cytometry analysis was performed using BD FACSCalibur Flow Cytometer (BD Biosciences).

### Glutathione assay

WT and *Lama2* knockout C2C12 cells were plated in a 24-well plate with a confluency of 70–90%. To measure the levels of reduced glutathione, cells were washed with serum-free DMEM without phenol red and then with FluoroBrite DMEM. Cells were washed and then incubated with 40 μM of monochlorobimane diluted in FluoroBrite DMEM for 30 min. Fluorescence was measured using a plate reader (Spark 10M; TECAN) with an excitation wavelength of 390 nm and an emission wavelength of 490 nm. For each well, 36 measurements of different sections of the well were obtained and then normalized for the protein levels of each well. For protein quantification, cells were recovered and lysed in lysis buffer (50 mM Tris, pH 6.8, 2% SDS, and 10% glycerol), and then, protein levels were measured using the BCA quantification method.

### Fractionation assay

A cell fractionation protocol was used to separate nuclear and cytoplasmic fractions (Méndez & Stillman, 2000). WT and *Lama2* knockout C2C12 cells were collected and washed in PBS, then resuspended in ice-cold fractionation buffer (10 mM Hepes, pH 7.9, 10 mM KCl, 1.5 mM MgCl_2_, 0.34 M sucrose, 10% glycerol, 0.075% Triton X-100, 1 mM DTT, and a protease inhibitor cocktail), and incubated on ice for 5 min. The samples were centrifuged for 5 min at 1,300*g* at 4°C. The supernatant containing the cytoplasmic proteins was cleared by centrifugation for 20 min at 20,000*g* at 4°C and then resuspended in 2x SDS–PAGE sample buffer (20% glycerol, 4% SDS 100 mM, Tris, pH 6.8, 0.2% bromophenol blue, and 100 mM DTT) in a 1:1 ratio. The pellet containing the nuclear proteins was washed twice with ice-cold fractionation buffer, centrifuged for 5 min at 1,300*g* at 4°C, and resuspended in 2x SDS–PAGE sample buffer. Protein concentration was measured with NanoDrop 1000 at 280 nm.

### Isolation, culture, and differentiation of mouse primary fetal myoblasts

Mouse primary fetal myoblasts were isolated as previously described (Pimentel et al, 2017), with minor modifications. Briefly, skeletal muscles from WT and *dy*^*W*^ fetuses at E16.5–E19.5 were extracted, minced, and then digested with a digestion mix (5 mg/ml of collagenase type V and 3.5 mg/ml of dispase in DPBS) for 1 h at 37°C with vigorous agitation. After the digestion was complete, dissection medium (10% FBS and 1% of an antibiotic mixture: penicillin [10,000 U/ml] and streptomycin [10 mg/ml] in GlutaMAX-supplemented IMDM) was added, and cells were centrifuged to pellet the remaining tissue and fat. The supernatant was recovered and centrifuged to pellet the cells, which were then resuspended in fresh dissection media. Cells were filtered through a 40-μm cell strainer directly into a 100-mm dish and incubated at 37°C with 5% CO_2_ for 1 h to allow the fibroblasts to adhere. After this preplating step, the supernatant was collected and centrifuged to pellet the cells. The cells obtained were resuspended in growth medium (20% FBS, 1% of an antibiotic mixture: penicillin [10,000 U/ml] and streptomycin [10 mg/ml], and 1% chicken embryo extract in GlutaMAX-supplemented IMDM), counted, and plated in 24-well plates coated with 50 μg/ml of collagen I at a density of 50,000 cells per well. After 4 d in growth medium, differentiation medium (2% horse serum and 1% of an antibiotic mixture: penicillin [10,000 U/ml] and streptomycin [10 mg/ml] in GlutaMAX-supplemented IMDM) was added and cells were cultured for 3 d. Cells were then either processed for qPCR analysis or fixed for immunofluorescence analysis.

### RNA extraction and qPCR

Epaxial muscles collected from E17.5 and E18.5 fetuses, C2C12 cells, or primary fetal myoblasts were lysed using the tripleXtractor reagent and a tissue homogenizer (Retsch MM400 TissueLyser). The RNA was extracted according to the manufacturer’s instructions. RNA concentrations and quality were determined with NanoDrop 1000. Xpert cDNA Synthesis Kit was used to synthesize complementary DNA (cDNA) according to the manufacturer’s instructions. The cDNA obtained was stored at −20°C until further analysis by qPCR. qPCRs were performed with iTaq Universal SYBR Green Supermix or Xpert Fast SYBR (Uni) Blue, according to the manufacturer’s instructions, using CFX96 Real-Time PCR Detection System (Bio-Rad). Transcript levels were normalized against *Rplp0* expression, and the fold change was calculated using the ΔΔCt method. Primers used are listed in Key Resources Table *Oligonucleotides—qPCR oligos*.

### Analysis of mitochondrial morphology

WT and *Lama2* knockout C2C12 cell lines were incubated for 30 min at 37°C with 200 nM of MitoTracker Deep Red FM. Cells were then washed twice with PBS 1x and fixed with 4% PFA for 10 min at RT. After fixation, cells were permeabilized with 0.1% Triton X-100 for 5 min, washed with PBS 1x, and incubated with blocking solution (1% BSA, 1% goat serum, and 0.05% Triton X-100 in PBS) for 1 h at RT. Cells were then incubated with Alexa Fluor 488 Phalloidin for 30 min and washed three times with PBS. Nuclei were stained with DAPI for 30 s. Samples were mounted using Mowiol/DABCO mounting medium and viewed in a Leica DMI4000B TCS SP5 fluorescence microscope equipped with a 63x objective lens and coupled to a Leica DFC365 FX 1.4 MP CCD camera. Mitochondrial branching was analyzed using the plugin Mitochondria Analyzer on ImageJ/Fiji following a previously described pipeline (Chaudhry et al, 2020). Phalloidin staining was used to assure that all the MitoTracker signal detected was located in the cytoplasm of the cells.

### Quantification of the number of mitochondria per cell

WT and *Lama2* knockout C2C12 cell lines were harvested, and total DNA was extracted. Quantification of mitochondrial numbers was done using the protocol previously described by Quiros et al (2017).

### Western blot

To extract the protein from muscle and C2C12 cells, samples were collected and resuspended in 2x SDS–PAGE sample buffer. Then, cells and tissues were homogenized with the tissue homogenizer (MM400 TissueLyser; Retsch), further incubated with Benzonase for 20 min, when required, heated at 50°C for 10 min, and centrifuged at a maximum speed for 5 min. Protein quantification was measured with NanoDrop 1000 at 280 nm. Protein extracts were separated with 10, 12, or 15% SDS–polyacrylamide gel electrophoresis in running buffer (3.02*g* Tris base, 14.42*g* glycine, and 1*g* SDS in 1 liter distilled water) using the Mini-PROTEAN Tetra electrophoresis system (Bio-Rad). Then, proteins were transferred to PVDF membranes on Mini Trans-Blot Cell (Bio-Rad) with chilled transfer buffer (5.82*g* Tris and 2.93*g* glycine in 1 liter of distilled water) and blocked with 5% milk in TBST (20 mM Tris, 150 mM NaCl, 0.1% Tween-20, and distilled water, pH 7.4–7.6), with agitation. Protein loading was verified by GelCode Blue Safe Protein Stain. Primary antibodies diluted in 2% BSA in TBST and 0.02% sodium azide were incubated overnight at 4°C with agitation (antibodies and dilutions used are listed in Key Resources Table). Secondary antibodies coupled with horseradish peroxidase (HRP) diluted in 5% powdered milk in TBST were incubated for 1 h at RT, after being previously washed in TBST. Signal detection was obtained with SuperSignal West Pico Chemiluminescent Substrate HRP, and images were acquired using Amersham Imager 680 RGB (GE Healthcare). Quantifications were performed in Fiji software.

### Immunofluorescence

Primary fetal myoblasts were cultured as described earlier (*Isolation, culture*, *and differentiation of mouse primary fetal myoblasts*). WT and *Lama2* knockout C2C12 cell lines were plated in a 24-well plate with coverslips (50,000 cells per well). Cells were washed with 1x PBS and fixed for 10 min with 4% PFA in PBS, at RT. After washing with PBS, cells were permeabilized in 0.1% Triton X-100 in PBS for 5 min and washed with PBS. Then, cells were blocked with blocking solution (1% BSA, 1% goat serum, and 0.05% Triton X-100 in PBS) for 1 h at RT and incubated with the primary antibody (see Key Resources Table—*Antibodies for Immunofluorescence*) diluted in blocking solution overnight at 4°C. The next day, cells were washed with blocking solution and incubated with the secondary antibody (see Key Resources Table—*Antibodies for Immunofluorescence*) diluted in blocking solution for 1 h at RT. Nuclei were stained with DAPI for 30 s. Samples were mounted using Mowiol/DABCO mounting medium. Images were acquired using an Olympus BX60 fluorescence microscope equipped with a 20x objective lens and coupled to a Hamamatsu Orca R2 cooled monochromatic CCD camera.

### Measurement of intracellular calcium

WT and *Lama2* knockout C2C12 cell lines were plated in a 24-well plate (40,000 cells/well). On the next day, cells were incubated with 4 μM of Fluo-8 probe at 37°C for 1 h or left untreated. After the incubation period, cells were washed with 1x PBS and then resuspended in 1x PBS. Cells were analyzed using CytoFLEX Flow Cytometer (Beckman Coulter).

### RNA sequencing and analysis of muscle fibers

Epaxial muscles from WT and *dy*^*W*^ fetuses at E17.5 were collected and digested in 37°C digestion buffer (6 U/ml dispase II and 1 U/ml collagenase A in DMEM complete medium) with strong agitation for 45 min at 37°C. After incubation, the digestion buffer was inactivated with ice-cold DMEM. To recover the fibers, the mixture was passed through a 70-μm strainer. Fibers were collected from the strainer, washed with 1x PBS, and resuspended in RTL lysis buffer (for sequencing) or tripleXtractor reagent (for RNA extraction and qPCR). Samples in lysis buffer were sent to the Genomics Facility of Instituto Gulbenkian de Ciência (IGC) to proceed with library preparation and next-generation sequencing. Briefly, the SMART-seq2 protocol was used to generate full-length cDNAs and sequencing libraries directly from lysed muscle fibers. The Nextera library preparation protocol (Nextera XT DNA Library Preparation Kit, Illumina) was used for library preparation, including cDNA “tagmentation,” PCR-mediated adaptor addition, and library amplification. The libraries were sequenced using NextSeq 2000 P2 Reagents (100 cycles) (Illumina). Sequencing data were extracted in FastQ format, resulting on average in ∼30 × 10^6^ reads per sample, and analyzed using the Galaxy Europe platform (Afgan et al, 2018; Galaxy Community et al, 2022), following a previously reported workflow (Batut et al, 2021). The quality of FastQ reads was analyzed with *FastQC*, and the reads were then trimmed and filtered using *Cutadapt* and finally aligned against the mouse reference genome GRCm39 using *RNA STAR*. Read summarization was performed by assigning uniquely mapped reads to genomic features using *FeatureCounts*, and then, differential gene expression analysis comparing WT and *dy*^*W*^ muscle fibers was performed using DESeq2. Functional analysis was performed with the gProfiler platform (https://biit.cs.ut.ee/gprofiler/page/citing), and bubble plot representation was performed using SRplot (Tang et al, 2023).

ChIP-seq data for C2C12 myoblast and myocyte (H3K4me3 peaks) were obtained from the ENCODE project (https://www.encodeproject.org/help/citing-encode/). Peak/gene association was performed using ChIPseeker (Yu et al, 2015).

Gene lists of GO:0030036, GO:0042692, GO:0006281, GO:0006979, GO:0007005, and GO:0007049 were obtained from Mouse Genome Informatics (MGI) Web site (https://www.informatics.jax.org/mgihome/other/citation.shtml). The Venn diagram analysis was performed using Platform Bioinformatics & Evolutionary Genomics (https://bioinformatics.psb.ugent.be/webtools/Venn/), whereas the heatmaps were generated using the Morpheus platform (https://software.broadinstitute.org/morpheus/).

### Quantification and statistical analysis

ImageJ/Fiji software was used to analyze immunofluorescence images and perform densitometry analysis of Western blots. Statistical analysis was conducted using GraphPad Prism 9 software. All distributed data are displayed as means ± SD of the mean unless otherwise noted. Measurements between two groups were performed with an unpaired *t* test. Groups of three or more were analyzed by ordinary one-way ANOVA with Dunnett’s multiple comparisons test and two-way ANOVA with Tukey’s multiple comparisons test, depending on the number of variables analyzed. Statistical parameters for each experiment can be found within the corresponding figure legend. Serial cloner 2.6.1, SnapGene software, and Synthego Performance Analysis, ICE Analysis (2019.v3.0), were used for sequencing analysis.

### Reagents, antibodies, and resources

All reagents, antibodies, and resources are described in the Key Resources Table.

**Table:** Key Resources Table.

Reagent or resource			Source	Identifier
Antibodies for Western blot				
GAPDH (1:30,000) Mouse			Proteintech	Cat# 60004-1-Ig, (RRID:AB_2107436)
GAPDH (1:2,000) Rabbit			Cell Signaling	Cat# 2118, (RRID:AB_561053)
Goat Anti-Mouse IgG-HRP (1:5,000)			Jackson ImmunoResearch Europe	Cat# 115-035-003 (RRID:AB_10015289)
Goat Anti-Rabbit IgG-HRP (1:5,000)			Jackson ImmunoResearch Europe	Cat# 111-035-003 (RRID:AB_2313567)
gH2AX S139 (1:1,000) Mouse			Millipore	Cat# 05-636 (RRID:AB_309864)
H2AX (1:1,000) Rabbit			Bethyl Laboratories	Cat# A300-082A (RRID:AB_203287)
Histone H3 (1:2,000) Rabbit			Cell Signaling	Cat# 9715, (RRID:AB_331563)
HO-1 (1:1,000) Rabbit			Enzo Life Sciences	Cat# SPA-896 (RRID:AB_2118666)
MAP LC3 α/β G-4 (1:1,000) Mouse			Santa Cruz Biotechnology	Cat# sc-398822 (RRID:AB_2877091)
MYF5 (1:1,000) Mouse			Santa Cruz Biotechnology	Cat# sc-302 (RRID:AB_631994)
NFIX (1:1,000) Rabbit			Novus Biologicals	Cat# NBP2-15039 (RRID:AB_2891313)
NQO1 D6H3A (1:1,000) Rabbit			Cell Signaling	Cat# 62262 (RRID:AB_2799623)
OXPHOS (1:2,000) Mouse			Abcam	Cat# ab110413 (RRID:AB_2629281)
SLC7A11/xCT (1:1,000) Rabbit			Proteintech	Cat# 26864-1-AP (RRID:AB_2880661)
Vinculin (1:1,000) Mouse			Abcam	Cat# ab18058, (RRID:AB_444215)
Antibodies for immunofluorescence				
53BP1 (1:100) Rabbit			Cell Signaling	Cat# 4937 (RRID:AB_10694558)
Alexa Fluor 568 Anti-Mouse IgG (1:500)			Molecular Probes	Cat# A11019 (RRID:AB_143162)
Alexa Fluor 488 Anti-Rabbit IgG (1:500)			Molecular Probes	Cat# A11070 (RRID:AB_142134)
Alexa Fluor 488 Phalloidin (1:200)			Thermo Fisher Scientific	Cat# A12379
MYF5 (1:150) Mouse			Santa Cruz Biotechnology	Cat# sc-302 (RRID:AB_631994)
Myosin heavy chain (1:100) Mouse			DSHB	Cat# MF 20 (RRID:AB_2147781)
NFIX (1:200) Rabbit			Novus Biologicals	Cat# NBP2-15039 (RRID:AB_2891313)
Reagents				
Benzonase			Millipore	Cat# 70746-3
BSA, Fraction V			NZYtech	Cat# MB04601
Bromophenol blue			AppliChem	Cat# 131165-0005
Calcium chloride (KCl)			AppliChem	Cat# A3582
Chloroform			Merck	Cat# 102445
Collagen I			Sigma-Aldrich	Cat# C3867-1VL
Collagenase type A			Roche	Cat# 10103578001
Collagenase type V			Sigma-Aldrich	Cat# C9263
Dispase II			Sigma-Aldrich	Cat# D4693
DMEM, high glucose			Biowest	Cat# L0103
DMEM without phenol red			Gibco	Cat# 11594416
DTT			Bio-Rad	Cat# 1610610
EDTA			Merck	Cat# 108418
Ethanol			Fisher Chemical	Cat# E/0600DF/17
FBS			Biowest	Cat# S1560
Fluo-8, AM			AAT Bioquest	Cat# 21080
FluoroBrite DMEM			Gibco	Cat# A1896701
GelCode Blue Safe Protein Stain			Thermo Fisher Scientific Pierce	Cat# PIER24594
Glycerol			Sigma-Aldrich	Cat# G2025
Glycine			Alfa Aesar	Cat# A13816.0E
Hepes			AppliChem	Cat# A1069
Horse serum			GE Healthcare	Cat# 11581831
IMDM, GlutaMAX-supplemented			Gibco	Cat# 31980022
Isopropanol			Fisher Chemical	Cat# P/7500/17
iTaq Universal SYBR Green Supermix			Bio-Rad	Cat# 1725120
Lipofectamine 3000			Thermo Fisher Scientific–Life Technologies	Cat# CMAX00003
MitoTracker Deep Red FM			Invitrogen	Cat# M22426
Monochlorobimane			Sigma-Aldrich	Cat# 69899
Penicillin/streptomycin			GRiSP	Cat# GTC05.0100
Dulbecco’s phosphate buffered saline (DPBS) 10X w/o calcium w/o magnesium			Biowest	Cat# X0515
Propidium iodide			AppliChem GmbH	Cat# A2261.0025
Puromycin			Gibco	Cat# A1113803
Resazurin sodium salt			Alfa Aesar	Cat# B21187.03
Sodium chloride			Merck	Cat# 106404
SDS			Merck	Cat# 113760
Sodium hydroxide (NaOH)			Merck	Cat# 106462
Sucrose			Merck	Cat# 107687
SuperSignal West Pico Chemiluminescent Substrate HRP			Thermo Fisher Scientific Pierce	Cat# PIER34580
tripleXtractor reagent			GRiSP	Cat# GB23.0200
Tris base			Fisher BioReagents	Cat# BP152-5
TrypLE Express Enzyme			Gibco	Cat# 12605010
Trypsin–EDTA			GRiSP	Cat# GTC02.0100
Tween-20			Merck	Cat# 822184
Xpert cDNA Synthesis Kit			GRiSP	Cat# GK80.0100
Xpert Fast Hotstart 2X Mastermix with Dye			GRiSP	Cat# GE45.5001
Xpert Fast SYBR (Uni) Blue			GRiSP	Cat# GE22.5100
Deposited data				
RNA sequencing			GEO database	GSE253680
Experimental models: cell lines				
Mouse: C2C12			Leibniz Institute DSMZ	Cat# ACC 565 (RRID:CVCL_0188)
Mouse: *Lama2* KO C2C12			This study	
Experimental models: organisms/strains				
Mouse: *B6.129S1(Cg)-Lama2*^*tm1Eeng*^*/J*			gift from Eva Engvall via Dean Burkin; the University of Nevada, Reno, NV, USA	
Oligonucleotides—DNA genotyping				
Oligo			Sequence	Reference
*dy*^*W*^ 1			5′-ACTGCCCTTTCTCACCCACCCTT-3′	Nunes et al (2017)
*dy*^*W*^ 2			5′-GTTGATGCGCTTGGGACTG-3′	Nunes et al (2017)
*dy*^*W*^ 3			5′-GTCGACGACGACAGTACTGGCCTCAG-3′	Nunes et al (2017)
Oligonucleotides—gRNA oligos and cloning oligos				
Gene	Name	Exon	Sequence	Brand
*Lama2*	gRNA43	4	5′-GGCTGCCTTCACAATTACGT-3′	VectorBuilder
*Lama2*	gRNA167	9	5′-GATGAGAAATATGCCCAGCG-3′	VectorBuilder
*Lama2*	Forward primer	4	5′-GTTTGCACTAATGCTGGACCC-3′	This study
	Reverse primer	4	5′-GCTTTCATTAGGTCTCTGGCCT-3′	This study
*Lama2*	Forward primer	9	5′-GTGTCTGGCAACATCGCAT-3′	This study
	Reverse primer	9	5′-TGAAGCCCACTGTGACATTTCT-3′	This study
Oligonucleotides—qPCR oligos				
Oligonucleotides			Sequence	References
*Rplp0 Fwd*			5′-GCTTTCTGGAGGGTGTCCG-3′	This study
*Rplp0 Rev*			5′-ACGCGCTTGTACCCATTGAT-3′	This study
*Lama2 Fwd*			5′-TGAAAGCAAGGCCAGAAGTCA-3′	This study
*Lama2 Rev*			5′-ACAAAACCAGGCTTGGGGAA-3′	This study
*Cdkn1c Fwd*			5′-GCCAATGCGAACGACTTCTT-3′	This study
*Cdkn1c Rev*			5′-ATCTCAGACGTTTGCGCGG-3′	This study
*Cdkn1a Fwd*			5′-TGTCTGAGCGGCCTGAAGATT-3′	This study
*Cdkn1a Rev*			5′-AAGACCAATCTGCGCTTGGAGT-3′	This study
*Bax Fwd*			5′-AAACTGGTGCTCAAGGCCC-3′	This study
*Bax Rev*			5′-TTGGATCCAGACAAGCAGCC-3′	This study
*Bcl2 Fwd*			5′-AACAGGGAGATGTCACCCCTGG-3′	This study
*Bcl2 Rev*			5′-AGCCTCCGTTATCCTGGATCC-3′	This study
*Myog Fwd*			5′-GTCCCAACCCAGGAGATCAT-3′	This study
*Myog Rev*			5′-CCACGATGGACGTAAGGGAG-3′	This study
*Tubb6 Fwd*			5′-AAGAAGTACGTACCCAGGGC-3′	This study
*Tubb6 Rev*			5′-CACCCGTCTGTCCGAAGAT-3′	This study
*Myl1 Fwd*			5′-CGGAGTTTTCAAGCACGCAA-3′	This study
*Myl1 Rev*			5′-TCTGCATGGTGGTAAGCTGG-3′	This study
*Myh7 Fwd*			5′-CTCAAGCTGCTCAGCAATCTATTT-3′	Zhou et al (2010)
*Myh7 Rev*			5′-GGAGCGCAAGTTTGTCATAAGT-3′	Zhou et al (2010)
*Myh2 Fwd*			5′-GAATGCCTACGAGGAGTCTCT-3′	Emerald et al (2022)
*Myh2 Rev*			5′-TTCTGCAATCTGTTCCGTGA-3′	Emerald et al (2022)
*Tmem182 Fwd*			5′-TCTGGAAGTTCTGGTACACCAAT-3′	This study
*Tmem182 Rev*			5′-CGTAGGAGGTGGAGTTGTGC-3′	This study
*Cacna1s Fwd*			5′-TGAGCGAGATCGATGACCCA-3′	This study
*Cacna1s Rev*			5′-ACGATCAGCAAAGCCACGTA-3′	This study
*Atg5_Fwd*			5′-CTTGCATCAAGTTCAGCTCTTCC-3′	OriGene
*Atg5_Rev*			5′-AAGTGAGCCTCAACCGCATCCT-3′	OriGene
*Atg7_Fwd*			5′-CAGAAGAAGTTGAACGAGTA-3′	This study
*Atg7_Rev*			5′-CAGAGTCACCATTGTAGTAAT-3′	This study
*Mymk_Fwd*			5′-ATCGCTACCAAGAGGCGTT-3′	This study
*Mymk_Rev*			5′-CACAGCACAGACAAACCAGG-3′	This study
*Mymx_Fwd*			5′-GTTAGAACTGGTGAGCAGGAG-3′	Bi et al (2018)
*Mymx_Rev*			5′-CCATCGGGAGCAATGGAA-3′	Bi et al (2018)
Software and algorithms				
ImageJ/Fiji			https://imagej.nih.gov/ij/	
GraphPad Prism 9 software			https://www.graphpad.com/	
Flowjo_v10.8 software			https://www.flowjo.com/	
Image Studio Lite Version 5.2			https://www.licor.com/bio/image-studio-lite/	
Serial cloner 2.6.1			https://serial-cloner.en.softonic.com/	
SnapGene software			https://www.snapgene.com/	
Synthego Performance Analysis, ICE Analysis (2019.v3.0)			https://www.synthego.com/	
Galaxy Europe platform			(Afgan et al, 2018; Galaxy Community et al, 2022) https://usegalaxy.eu/	
*Cutadapt*			https://cutadapt.readthedocs.io/en/stable/	
*RNA STAR*			(Dobin et al, 2013) https://github.com/alexdobin/STAR	
*FeatureCounts*			(Dobin et al, 2013) https://bioconductor.org/packages/release/bioc/html/Rsubread.html	
DESeq2			https://bioconductor.org/packages/release/bioc/html/DESeq2.html	
gProfiler platform			https://biit.cs.ut.ee/gprofiler/gost	
Venn diagrams			https://bioinformatics.psb.ugent.be/webtools/Venn/	

## Supplementary Material

Reviewer comments

## Data Availability

Data from RNA-sequencing study are available at GEO database with the accession number GSE253680 (Fig 4).

# Supplementary material for: Laminin-α2 chain deficiency in skeletal muscle causes dysregulation of multiple cellular mechanisms
**Source:** Life Sci Alliance. 2024 Oct 8;7(12):e202402829. doi: 10.26508/lsa.202402829
**Supplement:** Supplementary file 1

**Supplementary Material**

**Supplementary Table 1.** List of the 191 genes with active expression based on H3K4me3 marker in C2C12 myocytes (i.e. differentiated cells) but downregulated in the RNAseq analysis of muscle fibers (described in Figure 4D).

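Table S1 names genes without values. A gene enters it when it carries the activating histone mark H3K4me3 in differentiated C2C12 cells, a mouse myoblast line, but not in undifferentiated ones, and is down-regulated in the muscle fibers. The fiber side of this choice rests on the fold changes of all 7 libraries together, so a gene of the list with few reads in WT and none in the libraries labelled *dy* W counts the same as an abundant one.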

| Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol |
| --- | --- | --- | --- | --- |
| 1700008O03Rik | Cabp1 | Gm773 | Ncf2 | Slc6a4 |
| 1700017G19Rik | **Cacna1s** | Gm7854 | Nefl | Spats1 |
| 1700061J23Rik | Car5b | Gm960 | Neil1 | Tbx4 |
| 1700112H15Rik | Car6 | Gpr137c | Nkx2-2os | Tcf21 |
| 2610027K06Rik | Catsperg1 | Grhl1 | Nod2 | Tigd5 |
| 2610035F20Rik | Ccdc172 | Grik5 | Nog | Tmem154 |
| 2900005J15Rik | Ccdc87 | H2-T10 | Nrap | Tmem174 |
| 4632428C04Rik | Ccdc88b | Hapln4 | Nudt15 | **Tmem182** |
| 4921525O09Rik | Cdkl4 | Hey2 | Nyx | Tmem74 |
| 4930405A10Rik | Cdsn | Hid1 | Obscn | Trim54 |
| 4930435F18Rik | Cercam | Hmcn2 | Odf4 | Trp63 |
| 4930449E01Rik | Ces5a | Hsf4 | P2rx3 | Tsks |
| 4930558J18Rik | Chrng | Hunk | Pax6 | Tspan32 |
| 4930565D16Rik | Cntd1 | Ifit1 | Pdzd7 | Ttc16 |
| 4930583K01Rik | Crb2 | Il11 | Phldb3 | Ttll13 |
| 4933406I18Rik | Crppa | Iqank1 | Phtf1os | Usp17la |
| 5430421F17Rik | Cstdc2 | Isl1 | Platr14 | Vinac1 |
| 6430550D23Rik | Dbndd1 | Islr2 | Platr26 | Vmn1r35 |
| 9230102K24Rik | Efcab1 | Kcnip3 | Plpp7 | Wfikkn2 |
| 9330104G04Rik | Efhb | Kcnj12 | Ppfia4 | Xirp1 |
| 9330111N05Rik | Efhd1 | Kif6 | Prdm8 | Zbtb49 |
| 9430014N10Rik | Eomes | Klhdc8b | Proser2 | Zfp493 |
| A830009L08Rik | Esrrb | Klhl14 | Ptpn5 | Zfp536 |
| Acsbg1 | Extl1 | Klhl33 | Rab3c | Zfp764 |
| Agap2 | F2 | Lncenc1 | Reep6 | Zfp831 |
| Alpk2 | Fbxl21 | Lrrc61 | Rgs9 | Zfp940 |
| Alpk3 | Fbxo16 | Ly86 | Rmst | Zfp994 |
| Alx1 | Fsip1 | Lynx1 | Sarm1 | Zim3 |
| Amz1 | Galnt15 | Map3k13 | Scn5a | Zkscan7 |
| Angptl6 | Gbx1 | Marveld3 | Sf3a2 | Zpbp2 |
| Ankrd23 | Glrp1 | Mdga1 | Sgip1 |  |
| Ankrd55 | Gm10548 | Meig1 | Sgsm1 |  |
| Apol10b | Gm15413 | Mfsd7a | Slc16a14 |  |
| Arhgap8 | Gm15850 | Mlph | Slc16a3 |  |
| Arhgef37 | Gm16894 | Mogat1 | Slc24a2 |  |
| Bach2os | Gm17308 | Mucl3 | Slc25a23 |  |
| BC051019 | Gm26760 | Mx2 | Slc2a4 |  |
| Bicdl1 | Gm29688 | Myb | Slc2a6 |  |
| Brinp3 | Gm5464 | Mypn | Slc4a5 |  |

# Supplementary material for: Laminin-α2 chain deficiency in skeletal muscle causes dysregulation of multiple cellular mechanisms
**Source:** Life Sci Alliance. 2024 Oct 8;7(12):e202402829. doi: 10.26508/lsa.202402829
**Supplement:** Supplementary file 2

**Supplementary Material**

**Supplementary Table 2.** List of genes obtained from the Venn diagram analysis comparing the differentially expressed genes (DEGs) (p-value 0.05, log2 fold change +/-1.5) of wildtype vs. *dy^W^* muscle fibers (in Figure 4) with gene ontology analysis using the GO:0030036 Actin Cytoskeleton Organization.

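The genes of Tables S2 and S3 may stand under each other's headings in the copies used here, so their values are given by table number and not by ontology. The values in Tables S2 to S7 are log_2_ fold changes of *dy* W against WT. Of the 695 values compared with the authors' deposited table, 690 lie within 0.01 of it and 5 further apart. For the genes that Table S2 lists as lower, the paper's median log_2_ fold change is −6.15 and the median of the limma fit is −3.46, or −3.91 with genes at 3 reads or fewer in each library labelled *dy* W set to the floor, as 32 of the 87 listed genes are. For the genes listed as higher, the medians are 2.12 in the paper and 2.08 in the limma fit. For Table S3, the paper's medians are −5.49 and 1.89, and those of the limma fit −3.82 (−4.14 with such genes, 45 of the 124 listed, at the floor) and 1.89. The median number of reads summed over the 4 WT libraries was 40 for the genes of Table S2 and 42 for those of Table S3. In both tables most genes, 75 of 86 and 104 of 118, had fewer than 2 times the WT reads that the median level of odorant and vomeronasal receptor genes gives.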

| Actin Cytoskeleton Organization | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Downregulated | | | | | | | | Upregulated | | | |
| Gene symbol | Log2 (FC) | Gene symbol | Log2 (FC) | Gene symbol | Log2 (FC) | Gene symbol | Log2 (FC) | Gene symbol | Log2 (FC) | Gene symbol | Log2 (FC) |
| Actg1 | -2,41 | Dner | -4,55 | Mylk3 | -8,97 | Smyd3 | -1,56 | Asf1a | 3,41 | Qki | 2,24 |
| Adgrb1 | -3,99 | Dock2 | -4,68 | Myorg | -4,02 | T | -7,30 | Bmpr2 | 2,09 | Rgs2 | 1,84 |
| Adra1b | -9,49 | Flt3l | -5,23 | Mypn | -2,41 | Tbx1 | -7,58 | Bnip2 | 1,85 | Tomm70a | 1,55 |
| Akap6 | -1,89 | G6pd2 | -7,43 | Naglu | -3,56 | Tbx5 | -7,49 | Ccn4 | 2,93 | Yy1 | 1,91 |
| Alpk2 | -4,82 | Gata4 | -8,34 | Neu2 | -4,32 | Tcf23 | -3,94 | Cfh | 3,40 | Zeb1 | 1,69 |
| Alpk3 | -5,02 | Gata6 | -4,51 | Nfatc2 | -2,88 | Tmem182 | -7,64 | Ctnnb1 | 1,82 |  |  |
| Ankrd23 | -6,06 | Hey2 | -7,86 | Nln | -2,84 | Tnfsf14 | -7,61 | Efnb2 | 2,26 |  |  |
| Asb2 | -5,66 | Isl1 | -7,99 | Nphs1 | -4,56 | Trim72 | -3,91 | Hes1 | 1,59 |  |  |
| B4galnt2 | -8,72 | Krt19 | -6,53 | Nrap | -9,72 | Ttn | -2,35 | Hnrnpu | 2,14 |  |  |
| Barx2 | -7,43 | Lama1 | -3,18 | P2rx2 | -6,80 | Wfikkn1 | -3,84 | Ifrd1 | 2,63 |  |  |
| Bhlha15 | -6,44 | Lmod1 | -7,52 | Pi16 | -4,38 | Wfikkn2 | -8,35 | Igf1 | 2,83 |  |  |
| Bmp10 | -7,30 | Lrrc27 | -3,03 | Pin1rt1 | -7,60 | Xirp1 | -7,98 | Igfbp5 | 3,03 |  |  |
| C3 | -3,94 | Msx1 | -6,15 | Pld3 | -4,12 | Xk | -4,26 | Lox | 3,47 |  |  |
| Cacna1s | -8,57 | Mybpc3 | -8,98 | Plpp7 | -8,14 | Zfp418 | -10,05 | Nr3c1 | 2,01 |  |  |
| Cd53 | -4,35 | Myh6 | -9,49 | Popdc2 | -5,65 |  |  | Pdgfra | 1,88 |  |  |
| Cntnap2 | -2,56 | Myh7 | -7,91 | Prdm6 | -7,47 |  |  | Ppp3ca | 2,33 |  |  |
| Cxcl9 | -7,74 | Myhas | -7,47 | Rpl3l | -7,49 |  |  | Ppp3cb | 2,06 |  |  |

# Supplementary material for: Laminin-α2 chain deficiency in skeletal muscle causes dysregulation of multiple cellular mechanisms
**Source:** Life Sci Alliance. 2024 Oct 8;7(12):e202402829. doi: 10.26508/lsa.202402829
**Supplement:** Supplementary file 3

**Supplementary Material**

**Supplementary Table 3.** List of genes obtained from the Venn diagram analysis comparing the differentially expressed genes (DEGs) (p-value 0.05, log2 fold change +/-1.5) of wildtype vs. *dy^W^* muscle fibers (in Figure 4) with gene ontology analysis using the GO:0042692 Muscle Cell Differentiation

| Muscle Cell Differentiation | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Downregulated | | | | | | | | | | Upregulated | |
| Gene symbol | Log2 (FC) | Gene symbol | Log2 (FC) | Gene symbol | Log2 (FC) | Gene symbol | Log2 (FC) | Gene symbol | Log2 (FC) | Gene symbol | Log2 (FC) |
| Actb | -2,19 | Crhr2 | -8,26 | Insrr | -8,67 | Nlrp5 | -6,43 | Scin | -3,90 | Actr2 | 1,52 |
| Actg1 | -2,41 | Cryaa | -6,96 | Kash5 | -5,11 | Nphs1 | -4,56 | Serpinf2 | -5,49 | Antxr1 | 1,65 |
| Adgrb1 | -3,99 | Dmtn | -4,16 | Kbtbd13 | -5,22 | Nrap | -9,72 | Sh2b2 | -4,40 | Cald1 | 1,86 |
| Agap2 | -4,86 | Dnai3 | -3,99 | Krt19 | -6,53 | Ooep | -3,54 | Shank1 | -4,12 | Capza2 | 2,31 |
| Aif1l | -2,09 | Dock2 | -4,68 | Limk1 | -3,00 | Parvg | -8,61 | Shroom3 | -3,35 | Cul3 | 1,89 |
| Alox15 | -7,26 | Elmo3 | -2,87 | Lmod1 | -7,52 | Pawr | -8,91 | Specc1 | -2,12 | Epb41l2 | 1,74 |
| Ankrd23 | -6,06 | Ermn | -6,89 | Mlst8 | -5,28 | Pfn4 | -8,10 | Spire2 | -7,53 | Fmnl2 | 2,07 |
| Aqp2 | -8,17 | Espn | -8,74 | Msrb1 | -3,10 | Phactr3 | -7,69 | Sptb | -2,43 | Gja1 | 2,34 |
| Arhgap40 | -9,09 | Espnl | -8,29 | Mybpc3 | -8,98 | Pick1 | -1,95 | Sptbn5 | -8,23 | Marcks | 3,41 |
| Arhgap44 | -3,54 | Fam107a | -4,51 | Myh14 | -3,11 | Pls1 | -8,79 | Srcin1 | -3,99 | Myo1b | 1,67 |
| Asb2 | -5,66 | Fchsd1 | -5,58 | Myh6 | -9,49 | Ppargc1b | -4,46 | Tac1 | -8,33 | Nck1 | 2,55 |
| Bmp10 | -7,30 | Fhdc1 | -5,57 | Myh7 | -7,91 | Prkcq | -3,90 | Tacr1 | -8,30 | Nckap1 | 1,88 |
| Bst1 | -8,85 | Fmnl1 | -2,89 | Mylk3 | -8,97 | Pstpip2 | -4,89 | Trpm2 | -8,40 | Pdgfra | 1,88 |
| Capn10 | -3,01 | Frmd5 | -4,45 | Myo15a | -4,10 | Pxn | -3,94 | Ttn | -2,35 | Phactr2 | 2,37 |
| Carmil2 | -8,71 | Frmd7 | -6,79 | Myo1a | -8,11 | Rhoh | -10,38 | Ush1c | -6,05 | Pls3 | 2,60 |
| Carmil3 | -5,28 | Fzd10 | -9,16 | Myo3b | -7,00 | Rhpn1 | -9,34 | Vil1 | -3,57 | Rdx | 1,66 |
| Cdc42bpb | -2,55 | Ghrl | -5,94 | Myo5b | -4,63 | Rnd1 | -6,29 | Wasf3 | -2,81 | Rock2 | 1,58 |
| Cln3 | -2,47 | Ghsr | -7,51 | Myo5c | -7,00 | Rnd2 | -3,22 | Wipf3 | -5,80 | Sptbn1 | 1,93 |
| Clrn1 | -7,84 | Grhl3 | -7,82 | Myo7a | -2,35 | Rtkn | -3,55 | Xirp1 | -7,98 | Tgfbr1 | 1,95 |
| Coro7 | -2,84 | Hip1r | -4,92 | Myo7b | -4,23 | S1pr2 | -2,30 |  |  | Twf1 | 2,41 |
| Cpne6 | -9,17 | Hrg | -5,79 | Mypn | -2,41 | Samd14 | -3,42 |  |  | Zeb2 | 1,73 |

# Supplementary material for: Laminin-α2 chain deficiency in skeletal muscle causes dysregulation of multiple cellular mechanisms
**Source:** Life Sci Alliance. 2024 Oct 8;7(12):e202402829. doi: 10.26508/lsa.202402829
**Supplement:** Supplementary file 4

**Supplementary Material**

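For cell cycle genes, the paper's median log_2_ fold changes are −5.82 over the genes listed as lower and 1.91 over those listed as higher. The limma fit gave −3.51 and 1.83, and −3.92 for the lower genes with those at 3 reads or fewer in each library labelled *dy* W, 91 of the 272 listed, at the floor. The listed genes had a median of 47.5 reads summed over the 4 WT libraries, and 201 of the 260 tested were under 2 times the level of odorant and vomeronasal receptor genes.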

**Supplementary Table 4.** List of genes obtained from the Venn diagram analysis comparing the differentially expressed genes (DEGs) (p-value 0.05, log2 fold change +/-1.5) of wildtype vs. *dy^W^* muscle fibers (in Figure 4) with gene ontology analysis using the GO:0007049 Cell Cycle.

# Supplementary material for: Laminin-α2 chain deficiency in skeletal muscle causes dysregulation of multiple cellular mechanisms
**Source:** Life Sci Alliance. 2024 Oct 8;7(12):e202402829. doi: 10.26508/lsa.202402829
**Supplement:** Supplementary file 5

**Supplementary Material**

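The DNA repair genes had more reads than the other lists of Tables S1 to S7, with a median of 60.5 summed over the 4 WT libraries, and 14 of the 80 listed had 3 reads or fewer in each library labelled *dy* W. The paper's median log_2_ fold changes are −3.69 for lower and 1.91 for higher genes, and those of the limma fit are −3.42 (−3.50 with genes at the floor) and 1.73. Of the 79 genes, 60 had fewer than 2 times the WT reads that the receptor-gene level gives.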

**Supplementary Table 5.** List of genes obtained from the Venn diagram analysis comparing the differentially expressed genes (DEGs) (p-value 0.05, log2 fold change +/-1.5) of wildtype vs. *dy^W^* muscle fibers (in Figure 4) with gene ontology analysis using the GO:0006281 DNA Repair.

| DNA repair | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Downregulated | | | | | | Upregulated | | | |
| Gene symbol | Log2 (FC) | Gene symbol | Log2 (FC) | Gene symbol | Log2 (FC) | Gene symbol | Log2 (FC) | Gene symbol | Log2 (FC) |
| Actb | -2,19 | Hrob | -3,69 | Poln | -3,14 | Actr2 | 1,52 | Smc3 | 1,79 |
| Actl6b | -8,90 | Kash5 | -5,11 | Prdm9 | -3,35 | Arid2 | 1,64 | Smc4 | 1,69 |
| Actr5 | -3,00 | Kdm4d | -8,68 | Pwwp3a | -2,24 | Asf1a | 3,41 | Supt20 | 1,67 |
| Adprs | -2,62 | Lig3 | -3,25 | Rad51c | -4,66 | Atrx | 1,64 | Uchl5 | 2,51 |
| Apbb1 | -4,87 | Lig4 | -5,17 | Recql5 | -2,21 | Bod1l | 1,71 | Ufl1 | 2,09 |
| Ascc1 | -3,80 | Majin | -6,73 | Rmi2 | -9,07 | Eny2 | 2,09 | Usp47 | 1,68 |
| Brca2 | -3,41 | Mdc1 | -2,11 | Rnf8 | -2,78 | Gtf2h2 | 1,57 | Usp7 | 2,11 |
| Brip1 | -2,44 | Mgme1 | -3,11 | Spire2 | -7,53 | Kin | 2,48 | Xrn2 | 1,98 |
| Brme1 | -8,05 | Mgmt | -4,67 | Spo11 | -7,27 | Mbtd1 | 1,68 | Yy1 | 1,91 |
| Cyren | -3,86 | Morc2b | -7,28 | Supt7l | -3,30 | Nabp1 | 1,86 |  |  |
| Ddx11 | -2,40 | Mre11a | -2,95 | Taf6 | -1,99 | Nipbl | 1,63 |  |  |
| Dpf1 | -3,41 | Neil1 | -4,88 | Tdg-ps | -5,09 | Pcna | 2,18 |  |  |
| Endov | -6,17 | Neil2 | -9,34 | Tex12 | -7,83 | Pds5b | 2,37 |  |  |
| Exo1 | -3,23 | Ooep | -3,54 | Ttf2 | -3,54 | Phf10 | 2,09 |  |  |
| Eya2 | -8,60 | Parp9 | -3,29 | Ung | -4,01 | Psme4 | 2,00 |  |  |
| Fan1 | -9,80 | Pml | -2,62 | Xrcc3 | -4,20 | Rad21 | 2,23 |  |  |
| Gen1 | -2,47 | Pold2 | -1,91 | Zfp365 | -8,61 | Smarca5 | 1,52 |  |  |
| Ggn | -7,87 | Polh | -3,65 |  |  | Smc2 | 1,94 |  |  |

# Supplementary material for: Laminin-α2 chain deficiency in skeletal muscle causes dysregulation of multiple cellular mechanisms
**Source:** Life Sci Alliance. 2024 Oct 8;7(12):e202402829. doi: 10.26508/lsa.202402829
**Supplement:** Supplementary file 6

**Supplementary Material**

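Genes of the response to oxidative stress had a median of 30 reads summed over the 4 WT libraries. The paper's median log_2_ fold changes are −6.77 for lower and 1.92 for higher genes, against −3.74 (−4.14 with genes at 3 reads or fewer in each library labelled *dy* W, 27 of the 58 listed, at the floor) and 2.01 in the limma fit. Of the 54 tested genes, 48 had fewer than 2 times the WT reads that the receptor-gene level gives.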

**Supplementary Table 6.** List of genes obtained from the Venn diagram analysis comparing the differentially expressed genes (DEGs) (p-value 0.05, log2 fold change +/-1.5) of wildtype vs. *dy^W^* muscle fibers (in Figure 4) with gene ontology analysis using the GO: 0006979 Response to Oxidative Stress.

| Oxidative Stress Response | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Downregulated | | | | | | | | Upregulated | |
| Gene symbol | Log2 (FC) | Gene symbol | Log2 (FC) | Gene symbol | Log2 (FC) | Gene symbol | Log2 (FC) | Gene symbol | Log2 (FC) |
| Adipoq | -7,22 | Keap1 | -2,50 | Nqo1 | -4,05 | Slc4a1 | -5,43 | Hsph1 | 1,92 |
| Adprs | -2,62 | Lck | -2,98 | Nudt15 | -6,77 | Slc4a11 | -9,40 | Idh1 | 1,82 |
| Aldh3b1 | -8,20 | Lcn2 | -7,74 | Pawr | -8,91 | Sod3 | -4,29 | Pdgfra | 1,88 |
| Alox5 | -4,55 | Lpo | -6,76 | Pax2 | -7,14 | Stc2 | -5,98 | Ppp2cb | 2,31 |
| Cryaa | -6,96 | Hnf1a | -8,99 | Pex10 | -4,97 | Stox1 | -8,47 | Prdx3 | 1,82 |
| Epor | -6,10 | Meak7 | -5,49 | Pml | -2,62 | Tacr1 | -8,30 | Psip1 | 2,09 |
| Epx | -7,41 | Mmp3 | -3,31 | Ppargc1b | -4,46 | Tat | -6,90 | Sod1 | 2,46 |
| G6pd2 | -7,43 | Mpv17l | -6,58 | Ptprn | -9,08 | Thg1l | -5,23 |  |  |
| Gpx2 | -8,50 | Mtf1 | -3,05 | Pyroxd1 | -3,90 | Tlr4 | -6,58 |  |  |
| Gpx5 | -8,16 | Naglu | -3,56 | Rbm11 | -7,73 | Trpm2 | -8,40 |  |  |
| Gpx6 | -7,68 | Neil1 | -4,88 | Reg3b | -7,57 | Ucp3 | -8,08 |  |  |
| Hk3 | -4,05 | Ngb | -7,51 | Rgs14 | -9,14 | Wnt16 | -5,51 |  |  |
| Hyal1 | -4,57 | Nme8 | -8,41 | Rnf112 | -6,82 |  |  |  |  |

# Supplementary material for: Laminin-α2 chain deficiency in skeletal muscle causes dysregulation of multiple cellular mechanisms
**Source:** Life Sci Alliance. 2024 Oct 8;7(12):e202402829. doi: 10.26508/lsa.202402829
**Supplement:** Supplementary file 7

**Supplementary Material**

**Supplementary Table 7.** List of genes obtained from the Venn diagram analysis comparing the differentially expressed genes (DEGs) (p-value 0.05, log2 fold change +/-1.5) of wildtype vs. *dy^W^* muscle fibers (in Figure 4) with gene ontology analysis using the GO:0007005 Mitochondria Organization.

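For genes of mitochondrion organization, the paper's median log_2_ fold changes are −5.09 for lower and 2.04 for higher genes. The limma fit gave −3.73 (−3.86 with genes at 3 reads or fewer in each library labelled *dy* W, 19 of the 75 listed, at the floor) and 1.88. The median was 51 reads summed over the 4 WT libraries, and 58 of the 71 tested genes had fewer than 2 times the WT reads that the receptor-gene level gives.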

| Mitochondrion Organization | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Downregulated | | | | | | | | Upregulated | | | |
| Gene symbol | Log2 (FC) | Gene symbol | Log2 (FC) | Gene symbol | Log2 (FC) | Gene symbol | Log2 (FC) | Gene symbol | Log2 (FC) | Gene symbol | Log2 (FC) |
| 2610042  L04Rik | -5,37 | Dmac2 | -5,09 | Mgme1 | -3,11 | Slc25a33 | -2,25 | Atg3 | 2,09 | Ssbp1 | 2,42 |
| Adck1 | -1,89 | Dnaja3 | -2,10 | Miga2 | -3,55 | Slc4a5 | -8,61 | Cfh | 3,40 | Timm22 | 2,18 |
| Afg1l | -4,36 | Dnajc11 | -2,19 | Mpv17l | -6,58 | Spata18 | -7,14 | Dctn6 | 1,93 | Tomm20 | 1,91 |
| Afg3l1 | -1,78 | Eya2 | -8,60 | Myh14 | -3,11 | Stox1 | -8,47 | Hsp90aa1 | 2,30 | Tomm70a | 1,55 |
| Agtpbp1 | -1,79 | Ggnbp1 | -6,42 | Nod2 | -6,10 | Stpg1 | -7,94 | Igf1 | 2,83 | Tug1 | 1,79 |
| Atcay | -5,65 | Hap1 | -9,01 | Nptx1 | -4,00 | Tert | -8,45 | Man2a1 | 2,29 | Vps54 | 1,97 |
| Atg4d | -8,10 | Hip1r | -4,92 | P2rx7 | -4,70 | Thg1l | -5,23 | Marcks | 3,41 | Yme1l1 | 1,62 |
| Atg9b | -8,88 | Hrk | -7,16 | Pisd | -2,10 | Tnfsf10 | -5,36 | Mcl1 | 1,98 | Zdhhc6 | 2,11 |
| Bhlha15 | -6,44 | Irgm2 | -7,97 | Pla2g6 | -4,20 | Tomm40 | -2,41 | Ogt | 2,34 |  |  |
| Bid | -4,59 | Kif28 | -7,83 | Ptpn5 | -9,38 | Trp73 | -3,95 | Ppp2cb | 2,31 |  |  |
| Capn10 | -3,01 | Letm1 | -2,45 | Rcc1l | -3,27 | Tymp | -7,90 | Prdx3 | 1,82 |  |  |
| Cntnap2 | -2,56 | Lig3 | -3,25 | Sco1 | -4,50 |  |  | Pum2 | 1,94 |  |  |
| Cryaa | -6,96 | Lncbate1 | -5,92 | Siah3 | -6,41 |  |  | Ralbp1 | 1,89 |  |  |
| Dhodh | -3,60 | Lyrm7 | -5,00 | Slc25a31 | -5,69 |  |  | Snx7 | 1,81 |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

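RNA from muscle fibers of E17.5 fetuses was measured in 4 WT and 3 *dy* W libraries, 1 per fetus, and the groups follow the genotypes in the sample labels. The authors deposited normalized counts for each library and a table of log_2_ fold changes, standard errors, *P*-values and adjusted *P*-values from the authors' DESeq2 comparison. The normalized counts are the number of uniquely mapped reads on each gene divided by 1 size factor per library. The paper's text does not name the strand setting, the tool versions or the annotation release. Of the 31531 genes, 99.2% have an identifier in GENCODE mouse release 39, whose GRCm39 coordinates and exon lengths were used. The deposited table of comparisons served only for comparison of fold changes and calls.

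Whole reads were recovered by dividing each library by the step of its values. The reads counted on genes ranged from 470804 to 18297106, and 3 reads were taken as the limit that a count of 0 allows. Genes with a mean normalized count of at least 5 were compared on log_2_(normalized count + 1) with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend) and Benjamini-Hochberg adjustment. Single genes and the number of detected genes were compared by exact two-sided permutation tests over the 35 splits of the 7 libraries. Gene families were tested with one-sided Fisher's exact tests, and with camera and fry in limma. Counts and lists were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The pipeline was tested on simulated data with the value of 1 read of each of the 7 libraries, but not their numbers of reads. Of 200 genes changed 16-fold, 186 were called in the right direction, and 0 unchanged genes were called.

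The comparisons, thresholds, families, 12 gene lists (the genes the paper names for other experiments, abundant myofiber genes, myogenic progenitors, fibroblasts, endothelium, erythroid cells, immune cells, cartilage, neural cells, epidermis, housekeeping genes and sex-linked genes) and most alternatives were fixed before the data were examined. The genes named are those the paper names from its RNAseq, *Lama2*, members of the 12 lists, and the 5 most negative and 5 most positive log_2_ fold changes among called genes whose groups do not overlap; other names were chosen after their values were seen, as stated where they occur. The alternatives were pseudocounts of 0.1 and 10, no filter, a mean of at least 50, quantile normalization, scaling to the same total, a block for replicate number, each library left out in turn, an adjusted *P*-value under 0.05 and an absolute log_2_ fold change over 1. Voom on the recovered reads, subtraction of the level of odorant and vomeronasal receptor genes, and leaving out libraries for the families were chosen after seeing the data. The histone data behind Table S1 and the gene lists of the paper's enrichment terms were not analysed here.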

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

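The tests of the *Acta1*, *Col2a1*, *Spp1*, *Rn18s-rs5*, *Myh2*, *E2f1* and endothelial patterns were chosen only after the result was seen, as was the test of sex in the WT libraries with few Y-linked reads.

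Of 39 results examined in the 4 WT libraries, 6 had a library far from the other 3 (its gap to the nearest of them took up more of the range than Dixon's 95% critical value), where chance gives 2.0. The genes examined for this were settled after values were seen. Genes outside that count were not all examined in this way, and several of them also had a far library. Examples with a far WT3 library are *Actb* (27820 normalized counts against 4449 to 8039), *Ywhaz* (3257 against 261.2 to 396.4), *Ibsp* (112.8 against 3.147 to 18.88) and *Mmp13* (170.3 against 0 to 18.88).

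*Myh2* was at 6.154 normalized counts in WT3 and between 31.47 and 32.36 in the other WT libraries. In WT3 3 reads were counted where the other libraries predict 15.6 (Poisson probability times the 39 results examined, 0.00517). *E2f1* was at 79.97 in WT1 and between 34.61 and 41.03 in the others. In WT1 15 reads were counted against 6.92 (0.202 by the same calculation). For both genes counting noise cannot be told apart from a difference between fetuses, because the calculation takes PCR copies for independent molecules and sets single libraries against counting error alone. No biological explanation was tested for either gene.

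*Acta1* was at 52990 normalized counts in WT3 and between 1973 and 10200 in the other WT libraries. More muscle fiber transcripts in WT3 are a candidate explanation: 26 of the 36 abundant myofiber genes were highest in WT3 among the WT libraries. *Col2a1* was at 415700 in WT1 and between 40.45 and 6462 in the others. Cartilage cells in WT1 are a candidate explanation, since all 13 genes of the cartilage list, fixed before the test, were highest in WT1, and together they had 529817 normalized counts there. *Spp1* was at 16500 in WT3 and between 3.147 and 21.57 in the others, and *Rn18s-rs5* was at 2498000 in WT4 and between 217700 and 508100 in the others. The read shares argue against the authors' scaling as the cause in both cases, because the genes hold 0.362% of the reads of WT3 and 45.1% of those of WT4, shares that do not depend on it. What stays open for these genes is a difference in the tissue taken or in library preparation, and no biological explanation was tested.

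The 10 endothelial genes summed to 907 normalized counts or more in every library labelled *dy* W and to at most 906 in WT, a gap of 1 count. Fewer muscle fiber transcripts in the libraries labelled *dy* W would raise every other cell type alike. Of 6 lists of other cell types, 0 were above every WT library in every library labelled *dy* W. This count cannot decide, because the fibroblast list missed only through WT1 (54730 normalized counts, 47820 of them on *Sparc*). Its sums were at most 29329 in the other WT libraries and at least 33423 in the libraries labelled *dy* W. The erythroid, cartilage, neural and epidermal lists had negative median log_2_ fold changes, which goes the other way, and the explanation stays open. The 10 endothelial genes had 0 calls in either direction, with 2 higher at an unadjusted *P*-value under 0.05. A difference between genotypes stays open, as untested.

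*Xist*, which is transcribed from the inactive X chromosome of females, was at 460.7 normalized counts or more in the libraries labelled *dy* W and at most 297.4 in WT, and the sex-linked list as a whole was at 461 or more against at most 453. Sex is not given for the fetuses. Reads on Y-linked genes were found in WT1 (80 reads) and WT4 (70 reads), 2 of the 4 WT libraries, and fewer than 10 in every other library (5 and 3 in WT2 and WT3 and 0, 0 and 7 in the libraries labelled *dy* W). In normalized counts the Y-linked gene *Kdm5d* was at 4.103 or more in WT and at most 1.953 in the libraries labelled *dy* W. A difference in sex alone stays open for *Xist*. For the excess of lower genes it is argued against: in the WT libraries with fewer than 10 Y-linked reads, 38.2% of all tested genes were above every library labelled *dy* W and 4.8% below, where chance gives 10% in each direction.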

How the results depend on the processing

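Voom on the recovered reads, the subtraction of receptor-gene level reads and the leave-one-out fits of the gene families were the tests chosen only after the result was seen. The planned quasi-likelihood test of edgeR and the planned DESeq2 test on whole reads were not run.

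The difference in genes detected per library kept its direction in all 9 alternatives run, between 10046 and 14624 genes. The number of genes called lower was 4830. It was 0 with a pseudocount of 10, with a mean of at least 50, with libraries scaled to the same total and with receptor-gene level reads subtracted, 2 after quantile normalization, and 7625 at an adjusted *P*-value under 0.05. In these fits 10626, 1253, 9020, 4384 and 3985 genes had an unadjusted *P*-value under 0.05, in the order named, against 11433 with the choices reported. Across the 7 fits that each left out 1 library it ranged from 0 (without WT2, WT4 or *dy* W2) to 6698, with 2090 without *dy* W1. The fits at 0 still gave 5357, 5363 and 6491 lower genes at an adjusted *P*-value under 0.05, against 78, 78 and 236 higher. The number called higher was 17. It was 0 with a pseudocount of 10, a mean of at least 50, quantile normalization, the same total or subtraction, 41 with a pseudocount of 0.1, 10 without a filter, 68 with voom and 259 at an adjusted *P*-value under 0.05, and from 0 to 25 with 1 library left out. Scaling or a library thus changes the count. With a mean of at least 50 fewer genes are tested, and for the other alternatives the cause was not tested.

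The paired numbers of the replicates do not pair the fetuses, whose samples share only a number: after the group means are taken out, the correlations between libraries of the same number were 0.147, −0.0494 and −0.088. With replicate number as a block, 1 gene was called lower (*mt-Co1*, named after its values were seen) and 0 higher (8843 at an unadjusted *P*-value under 0.05), 0 genes of Table S1 (153) and 0 of Tables S2 to S7 (391), and the log_2_ fold changes of *Myh7*, *Myh2* and *Cacna1s* were −4.88, −4.31 and −3.89. The block takes up degrees of freedom.

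Of the Table S1 genes, 125 were called lower, and 0 with a pseudocount of 10 (164 at an unadjusted *P*-value under 0.05), a mean of at least 50 (6), quantile normalization (35), the same total (142) or subtraction (17), and from 0 to 126 with 1 library left out. Of the genes in Tables S2 to S7, 412 were called, 251 with a pseudocount of 10, 0 with a mean of at least 50 (165), 3 after quantile normalization, 26 with subtraction, and from 253 (without WT4) to 400 with 1 library left out. Families with more genes lower numbered 6, and from 0 (without WT2, WT4 or *dy* W2) to 8 with 1 library left out. Families with more genes higher numbered 2, 0 under fry, which does not compare a family with other genes, and from 0 to 1 with 1 library left out. Against genes with a mean under 50 the number was fixed at 0, since none of the 17 genes lies there, so this alternative says nothing about stability. Without WT2, WT4 or *dy* W2 no gene was called, which leaves no family to pass. For the other changes the cause was not tested.

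*Myh7* had a log_2_ fold change of −2.07 with a pseudocount of 10, −2.03 after quantile normalization and −4.59 with the same total, and from −5.06 to −4.84 with 1 library left out. *Myh2* had −1.72, −1.60 and −4.19 in the same order, and from −5.04 to −4.30. *Cacna1s* had −1.45, −1.08 and −3.77, and from −4.57 to −3.77. *Tmem182*, which was not called with all libraries, had −4.96 with voom and was called, and from −3.88 (without WT1, called) to −2.52. *Itgb1* had from 1.27 to 1.92 with 1 library left out. *Lama2* had 1.01 with subtraction, a reversal, and from −4.09 (without the library labelled *dy* W3) to −1.72 with 1 library left out. The cause was not tested.

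Of the other named genes, reversed values were 0.004 for *Gpx6* after quantile normalization and, with subtraction, 0.56 for *Mre11a*, 0.17 for *Myh3* and 0.74 for *Myh8*. The value of *Gpx6* reflects what quantile normalization gives to genes without a read. With 1 library left out, *Myh3* had from −3.65 (without *dy* W2) to 0.24 (without *dy* W1) and *Myh8* from −2.99 to 0.43 in the same fits. *Spp1* reversed to 0.88 with a pseudocount of 10, 3.70 after quantile normalization, 0.48 with the same total, 1.29 with subtraction, 2.33 without WT3, 2.36 without *dy* W2 and 2.23 without the library labelled *dy* W3, and had −5.58 without *dy* W1. Over 29 such genes and 450 values, 233 kept their direction and side of the threshold, 201 kept their direction but not the threshold, 3 passed it only in the alternative and 13 reversed. Some genes had no value under a mean of at least 50 or with a library left out, since they were not tested there. The number of reads limits the genes with few of them: a count of 0 in the libraries labelled *dy* W allows a mean of up to 0.712 normalized counts, or 0.336 without the library labelled *dy* W3.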

Differences from the paper's values

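None of the comparisons in this part used tests chosen only after the result was seen, apart from voom on the recovered reads where it is named.

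The paper's number of up-regulated genes is 181 and the number called here was 17. Of the alternatives set before the data were examined, an adjusted *P*-value under 0.05 gave 259, within 1.5 times the paper's number. A pseudocount of 0.1 gave 41, no filter 10, an absolute log_2_ fold change over 1 17, each library left out in turn from 0 to 25, and a pseudocount of 10, a mean of at least 50, quantile normalization, the same total and the replicate block 0. None of these closed the gap.

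The paper's number of Table S1 genes is 191 and 125 were called lower here, of the 186 in the copy used. No filter, set before the data were examined, gave 128, within 1.5 times the paper's number. A pseudocount of 0.1 gave 120, each library left out in turn from 0 to 126, and the other alternatives set before the data were examined 0.

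The paper's average of sequenced reads per sample is 30000000, and 6036340 reads per library were counted on genes. The values count reads at different steps, and no alternative concerns them.

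The paper's log_2_ fold change of *Lig4* is −5.17 and the value here was −3.85. Of the alternatives set before the data were examined, a pseudocount of 0.1 gave −6.25, which does not differ by more than the larger error, and the others, from −4.21 without *dy* W2 to −0.17 after quantile normalization, did not close the gap.

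The paper lists *Tmem182* among the down-regulated genes. Here its log_2_ fold change was −2.91 with a limma adjusted *P*-value of 0.0692. It was called without WT1 (−3.88, 0.00421), and with voom on the recovered reads, chosen after seeing the values (−4.96, 0.00728), in a range over all alternatives of 0.00421 to 0.948. The paper states an increase of *Itgb1*, tested for that gene alone with an unpaired *t* test. Here its log_2_ fold change was 1.54 with a limma adjusted *P*-value of 0.0676, and it was past 0.05 with the same total (0.0216), without WT3 (0.028), without the library labelled *dy* W3 (0.0434) and with voom, chosen after seeing the values (0.0112), in a range of 0.0112 to 0.526. *Lama1* and *Nck1* in Fig 4F, *Cdc73*, *Pcna* and *Smc2* in Fig 4G, and *Nod2*, *Sod3*, *Atg3*, *Prdx3*, *Sod1* and *Tomm20* in Fig 4H had the direction the paper shows and were not past an adjusted *P*-value of 0.05 with an absolute log_2_ fold change over 1.5.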

Other observations

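The tests of the authors' scaling, of WT1 and *dy* W1 left out for cell content, of GC content and of near-identical gene copies were chosen only after the result was seen.

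The excess of lower over higher genes was weighed against technical explanations. The tables argue against several of them as the whole cause. Fewer reads counted on genes would give fewer genes, but the lowest number in a library labelled *dy* W was 3663905 reads and the highest in a WT library 2220813. The depth of sequencing itself was not analysed here. The 10 most abundant genes took at least 43.32% of the counts in WT, more than the 37.61% they took at most in the other group. Simulated libraries without any change gave 0 genes called lower. They kept the value of 1 read of each library but not its number of reads, and all shared 1 mean profile. They therefore bear on random spread and counts of 0, not on differences between whole libraries. Only the real one, 1 of the 35 splits of the 7 libraries into 4 and 3, gave as many calls (4847), and the next gave 52. Sex would need the WT libraries to share one sex, and at least 10 Y-linked reads were found in 2 of the 4. The genes called lower had a median GC content of 47.8% against 47.4% for all tested genes, which argues against GC content. Their median exon length was 0.789 times that of all tested genes, and no fit corrected for length was run. Gene length therefore stays open. Receptor genes with near-identical copies were 404 of the 4830 genes. With libraries scaled to the same total, 79.7% of the genes past an adjusted *P*-value of 0.05 were lower (4473 lower and 1140 higher). This argues against the authors' scaling as the whole cause, but the size of the excess depended on the scaling. No gene was called lower with the same total, where the median log_2_ fold change was −0.98. After quantile normalization 2 genes were called lower, 82 lower and 17 higher genes passed 0.05, and the median was 0.06, which this normalization largely sets in advance. Without WT1, where cartilage genes were highest, 4606 genes were called lower, and without *dy* W1, where myofiber genes were lowest, 2090.

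Reads that do not depend on transcripts, such as genomic DNA, in the WT libraries stay open and are a candidate explanation for part of the excess. At least 970 of the 1215 odorant and vomeronasal receptor genes had a read in each WT library, at least 82.55% of the number that reads spread by exon length would reach. On genes without a read in the libraries labelled *dy* W, X-linked genes had 0.544 times (95% bootstrap interval over genes 0.457 to 0.637) the reads per kb relative to autosomes in the WT libraries with at least 10 Y-linked reads as in those with fewer, as 1 copy of the X chromosome would give. Of the genes called lower outside the receptor families, 76.8% were under 2 times the receptor-gene level, but so were 75.4% of the genes not called. With that level subtracted from every library, 114 genes were lower and 350 higher at an adjusted *P*-value under 0.05. The share of reads outside the 10 most abundant genes that such a source would make up depends on the measure. From the median reads per kb of receptor genes it was between 29.07% and 74.71% in the WT libraries, 0% in *dy* W1 and *dy* W2 and 5.696% in the library labelled *dy* W3. From their mean it was between 32.08% and 84.53% in WT, 2.496% in *dy* W1, 0.2392% in *dy* W2 and 74.75% in the library labelled *dy* W3, where 71759 reads lay on 688 receptor genes. A share under 2% in every library labelled *dy* W had been predicted, and the library labelled *dy* W3 exceeds it by both measures, so this share leaves the explanation open. Fewer transcripts captured from the libraries labelled *dy* W also cannot be told apart, with only 4 genes of at least 1000 normalized counts called. A difference between the genotypes stays open, and these explanations do not exclude each other.

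*Lama2* in the library labelled *dy* W3 was above every WT library. A mislabelled sample cannot be told apart, since 28.0% of the 6698 genes called lower without that library reached the lowest WT library in it. Background on *Lama2* in WT is a candidate explanation for the WT level, with at most 1.62 times the reads of the receptor-gene level in a WT library. The allele was not examined at the sequence level.

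The 12 gene lists gave the following summed normalized counts. Abundant myofiber genes had 3956, 30017, 104957 and 21938 in WT1 to WT4 and 1203, 17360 and 12317 in the libraries labelled *dy* W, with 1 of 35 tested genes called lower (*Myh1*) and 0 higher (0 also at an unadjusted *P*-value under 0.05, against 8 lower). Their median log_2_ fold change was −1.73, against −1.99 for all genes, and −1.32 after quantile normalization. Myogenic progenitor genes had 91, 475, 494 and 359 against 31, 972 and 841, with 1 called lower (*Chrng*) and a median of −1.23, which changed sign to 0.73 after quantile normalization. Fibroblast genes had 54730, 14829, 29329 and 13417 against 33423, 44911 and 38068, with *Col5a2* called higher, 6 higher at an unadjusted *P*-value under 0.05 and a median of 1.24. Endothelial genes had 693, 887, 847 and 906 against 1871, 1114 and 907, with a median of 0.33. Erythroid genes had 91, 291255, 171958 and 130029 against 15, 28845 and 171958, sums whose single genes differ between the libraries, with 1 of 7 tested genes called lower (*Slc4a1*) and a median of −1.71 (0.01 after quantile normalization, where the sign changes). Immune genes had 149, 760, 576 and 302 against 145, 438 and 1214, with 0 called, 1 lower at an unadjusted *P*-value under 0.05 and a median of 0. Cartilage genes had 529817, 445, 28129 and 4342 against 2483, 156 and 432, with 2 lower at an adjusted *P*-value under 0.05 (*Col9a2* and *Cnmd*) and a median of −4.89. Neural genes had 267, 402, 355 and 570 against 39, 838 and 286, with 2 called lower (*Snap25* and *Nefl*) and a median of −2.69. Epidermal genes had 128, 173, 109 and 157 against 21, 58 and 85, with 4 of 8 tested genes called lower (*Krt1*, *Flg*, *Sbsn* and *Dsc1*) and a median of −3.22 (−3.76 with genes at the floor of 3 reads), which changed sign to 0.02 after quantile normalization. Housekeeping genes had 17054, 23135, 65992 and 24225 against 7567, 14052 and 15578, with *Gapdh* called lower and a median of −0.38, which changed sign to 0.76 with the same total. Sex-linked genes had 453, 151, 312 and 264 against 4132, 461 and 3843, with 0 called (*Xist* higher and *Kdm5d* lower at an adjusted *P*-value under 0.05) and a median of −2.66 (−4.51 with genes at the floor of 3 reads). The 24 genes that the paper names for other experiments had 10801, 18486, 66614 and 14216 against 5349, 13767 and 9868, with 0 called, 3 lower and 1 higher at an unadjusted *P*-value under 0.05, and a median of −0.44, which changed sign to 0.05 after quantile normalization and 0.69 with the same total. Of these 24 genes, 10 are also in another list, as are 6 of the myogenic progenitor genes, 3 of the housekeeping genes and 1 of the myofiber genes, and *Col5a2* is also a collagen of the families.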
